# Profiling subcellular localization of nuclear-encoded mitochondrial gene products in zebrafish

**DOI:** 10.26508/lsa.202201514

**Published:** 2022-10-25

**Authors:** Barbara Uszczynska-Ratajczak, Sreedevi Sugunan, Monika Kwiatkowska, Maciej Migdal, Silvia Carbonell-Sala, Anna Sokol, Cecilia L Winata, Agnieszka Chacinska

## Abstract

Most mitochondrial proteins are encoded by nuclear genes, synthetized in the cytosol and targeted into the organelle. To characterize the spatial organization of mitochondrial gene products in zebrafish (*Danio rerio*), we sequenced RNA from different cellular fractions. Our results confirmed the presence of nuclear-encoded mRNAs in the mitochondrial fraction, which in unperturbed conditions, are mainly transcripts encoding large proteins with specific properties, like transmembrane domains. To further explore the principles of mitochondrial protein compartmentalization in zebrafish, we quantified the transcriptomic changes for each subcellular fraction triggered by the *chchd4a*^*−/−*^ mutation, causing the disorders in the mitochondrial protein import. Our results indicate that the proteostatic stress further restricts the population of transcripts on the mitochondrial surface, allowing only the largest and the most evolutionary conserved proteins to be synthetized there. We also show that many nuclear-encoded mitochondrial transcripts translated by the cytosolic ribosomes stay resistant to the global translation shutdown. Thus, vertebrates, in contrast to yeast, are not likely to use localized translation to facilitate synthesis of mitochondrial proteins under proteostatic stress conditions.

## Abstract (precis)

The vast majority (99%) of mitochondrial proteins are encoded by the nuclear genome, synthesized in the cytosol and imported into the organelle. Here we study the principles of mitochondrial import in vivo from the RNA perspective using zebrafish.

## Introduction

Despite the presence of mitochondrial DNA, the vast majority of mitochondrial proteins (∼99%) are encoded by the nuclear genome. Therefore, the biogenesis of functional mitochondria relies on the synthesis and import of those proteins, in their precursor form, into the organelle. Efficient protein import through a highly complex mitochondrial structure requires a system regulating transport and assembly of precursor proteins (Neupert & Herrmann, 2007; Chacinska et al, 2009; Fox, 2012). After the synthesis on cytosolic ribosomes, precursor proteins are imported through the translocase of the membrane (TOM) complex, which is a common entry gate for all mitochondria-destined precursor proteins. After crossing TOM, precursor proteins are directed to specific mitochondrial compartments including outer mitochondrial membrane (OMM), inner mitochondrial membrane (IMM), intermembrane space (IMS), and matrix (Bolender et al, 2008; Endo et al, 2011; Becker et al, 2012).

Although the mitochondrial protein import has been extensively studied for decades, the cytosolic stage of this process is not fully understood (Avendaño-Monsalve et al, 2020). At the same time, an efficient trafficking of RNA into specific compartments is a fundamental task of eukaryotic cells, as a precise distribution of mRNAs across organelles in the cell allows to synthetize proteins exactly, where they are needed (Buxbaum et al, 2015). As a consequence, numerous studies have indicated the presence of mRNAs encoding mitochondrial proteins, either on the mitochondrial surface or in its close proximity (Suissa & Schatz, 1982; Egea et al, 1997; Corral-Debrinski et al, 2000; Diehn et al, 2000; Gadir et al, 2011). Moreover, mitochondria-associated mRNAs have been proven to be active templates for protein synthesis (Marc et al, 2002), whereas the cytosolic ribosomes observed at OMM (Crowley & Payne, 1998; Ni et al, 1999) are able to interact with the TOM complex (Gold et al, 2017). Thus, in living cells, the translation of nuclear-encoded proteins can occur at the surface of mitochondria and might be directly coupled to their import into this organelle (Knox et al, 1998; Marc et al, 2002). Interestingly, it seems that the physicochemical properties of mitochondrial proteins, including hydrophobicity or folding speed, might determine the protein import route (Sass et al, 2003; Liu & Liu, 2007; Yogev et al, 2007; Williams et al, 2014). Despite these findings, mitochondrial protein import remains almost completely unexplored for higher eukaryotes, as this process was mainly studied using yeast (Suissa & Schatz, 1982; Egea et al, 1997; Corral-Debrinski et al, 2000; Diehn et al, 2000; Marc et al, 2002; Gadir et al, 2011; Lesnik et al, 2014, 2015; Williams et al, 2014; Tsuboi et al, 2020) and mammalian cell (Matsumoto et al, 2012; Gehrke et al, 2015; Fazal et al, 2019) models.

Biogenesis of mitochondria is a precisely controlled process that largely depends on a fine-tuned balance between synthesis and degradation of many cellular proteins (Topf et al, 2019). Disorders in the mitochondrial protein import can trigger serious consequences for the cell, including energetic deficiencies and proteostatic stress response induced by the accumulation of precursor proteins in the cytosol (Wang & Chen, 2015). Although there are various cellular mechanisms that can reduce the accumulation of mis-targeted mitochondrial proteins (Wang & Chen, 2015; Wrobel et al, 2015; Topf et al, 2018), we still do not understand the impact of mitochondrial stress on the subcellular localization of mRNAs encoding mitochondrial proteins. In general, the knowledge on how a cell maintains the biogenesis of mitochondria under the proteostatic stress is very limited. At the same time, various alternative mitochondrial protein targeting routes that protect and redirect mis-targeted proteins outside mitochondria exist (Itakura et al, 2016). Surprisingly, many of them involve interaction with ER (Hansen et al, 2018; Xiao et al, 2020 *Preprint*), in particular under proteostatic stress conditions (Gamerdinger et al, 2015, 2019; Matsumoto et al, 2019).

Here, we studied the subcellular localization of nuclear-encoded mitochondrial mRNAs in zebrafish to uncover transcripts that are enriched and thus, are likely to be translated on the mitochondrial surface. In addition, this study for the first time reports the dynamics of subcellular localization of mitochondrial transcripts in physiological conditions and under protein import deficiency. To assess the impact of mitochondrial protein import disorders on the mitochondria-associated transcripts, we took advantage of *chchd4a*^*−/−*^ zebrafish mutant line (Sokol et al, 2018). As previously described, loss of function of the *chchd4a* paralogue affects the activity of the MIA pathway—an essential route for import and assembly of mitochondrial proteins in the IMS. Here, we further explore the transcriptomic response triggered by *chchd4a*^*−/−*^ mutation within the context of subcellular mRNA localization. Taken together, this study broadens our knowledge about the principles and dynamics of distributing mRNAs encoding mitochondrial proteins across the cell in vertebrates.

## Results

### Development and validation of subcellular fractionation method

To investigate which nuclear-encoded mitochondrial transcripts are likely to be located on the surface of mitochondria and hence participate in localized translation (Fig 1A), we established a new protocol for biochemical fractionation (Fig 1B) in zebrafish larvae. Although this approach largely adopts a strategy that was used to obtain intact mitochondria with associated ribosomes in yeast (Gold et al, 2017), it was optimized to obtain a membrane-bound fraction containing mitochondria and ER together with their associated ribosomes. Preservation of ER in this fraction allows us to perform more global analysis of membrane associated nuclear-encoded mitochondrial transcripts, as ER and mitochondria are highly interconnected in the cell. This not only includes their physical connections through mitochondria-associated membranes (Missiroli et al, 2018), but also their extensive interactions supporting mitochondrial protein import (Gamerdinger et al, 2015, 2019; Hansen et al, 2018; Matsumoto et al, 2019; Xiao et al, 2020 *Preprint*).

**Figure 1.**
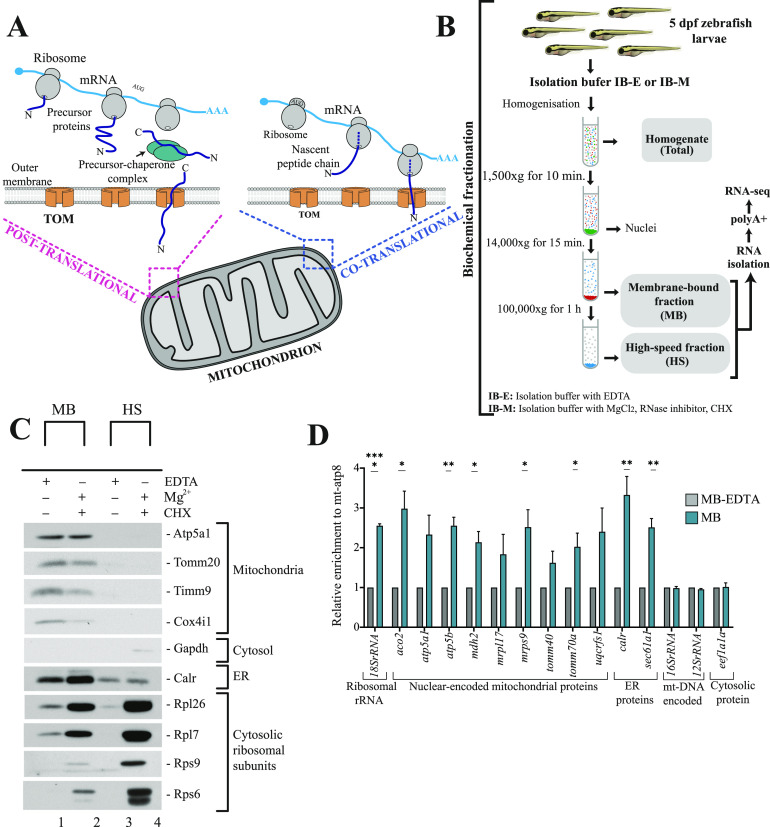
Isolation and identification of membrane associated mRNAs. **(A)** Routes for mitochondrial protein import. In post-translational import, proteins are imported to mitochondria after their complete synthesis in the cytosol in a process aided by chaperones and co-chaperones. Whereas the localized translation that occurs at the surface of mitochondria may be directly coupled with the translocation of proteins into organelle. **(B)** Biochemical fractionation of 5 days post fertilization zebrafish larvae based on strategy to obtain intact mitochondria with associated ribosomes in yeast (Gold et al, 2017). Isolation of mitochondria with associated ribosomes was performed using a ribosome-friendly buffer (IB-M) containing MgCl_2_, cycloheximide, and RNAse inhibitors. MB and HS fractions were obtained via differential centrifugation. Total RNA isolated from each fraction was enriched for polyadenylated fraction and subjected to short-read sequencing using Illumina platform. **(C)** Isolation of membrane-bound and high speed fractions. **(D)** qRT-PCR validation of MB fraction. Relative enrichment of genes in MB with respect to EDTA-stripped MB upon normalization with mitochondrial DNA encoded mt-atp8 is shown. Data derived from three biological replicates. Error bars correspond to SEM; *P* < 0.05 (*), *P* < 0.01 (**), and *P* < 0.0001 (****) by unpaired *t* test.

Standard biochemical strategies for isolating mitochondria use EDTA as one of the protease inhibitors in the isolation buffer (IB-E). EDTA disrupts association of cytosolic ribosomes with mitochondria by chelating the metal ions that keep the ribosomes intact. Therefore, for the isolation of mitochondria with associated ribosomes, a ribosome-friendly buffer (IB-M) containing MgCl_2_, cycloheximide (CHX), and RNAse inhibitors was used. Magnesium ions are essential for the integrity of ribosomes (Shenvi et al, 2005), whereas CHX stabilizes ribosome-nascent chain complexes. By homogenization and differential centrifugation using IB-E or IB-M, we obtained three subcellular fractions – membrane-bound (MB), high-speed (HS) and whole, unfractionated cell (total) (Fig 1B). Analysis of subcellular fractionation by Western blotting showed that the membrane-bound fraction was exclusively enriched with intact mitochondria as indicated by the mitochondrial markers, including proteins from various subcompartments—Tomm20 of OMM, Cox4i1 of IMM, and Timm9 of IMS (Fig S1E, lane 1–3). These markers were not visible in the high-speed and whole-cell fractions. The ER marker calreticulin (Calr) was also enriched in the membrane-bound fraction compared with unfractionated cells and high-speed fraction obtained using both buffer systems (Fig S1E, lane 4). Interestingly, parts of ER were also detected in the HS fraction, which means that because of its size and diverse structure, ER splits between two fractions. However, the HS fraction showed no enrichment of mitochondrial markers. In addition, both high-speed and membrane-bound fractions obtained with IB-M were enriched in ribosomal proteins (Fig S1E, lane 5 and 6). In contrast, the cytosolic fraction obtained with IB-M did not show any ribosomal protein enrichment. We reasoned that this could be due to the co-sedimentation of free polysomes with HS fraction at very high speed used during ultracentrifugation. Consequently, the HS fraction contains a combination of both ER-bound ribosomes and free cytosolic polysomes. We also noticed that Gapdh, the cytosolic protein, was mainly enriched in the cytosolic fraction (Fig S1E, lane 7).

**Figure S1.**
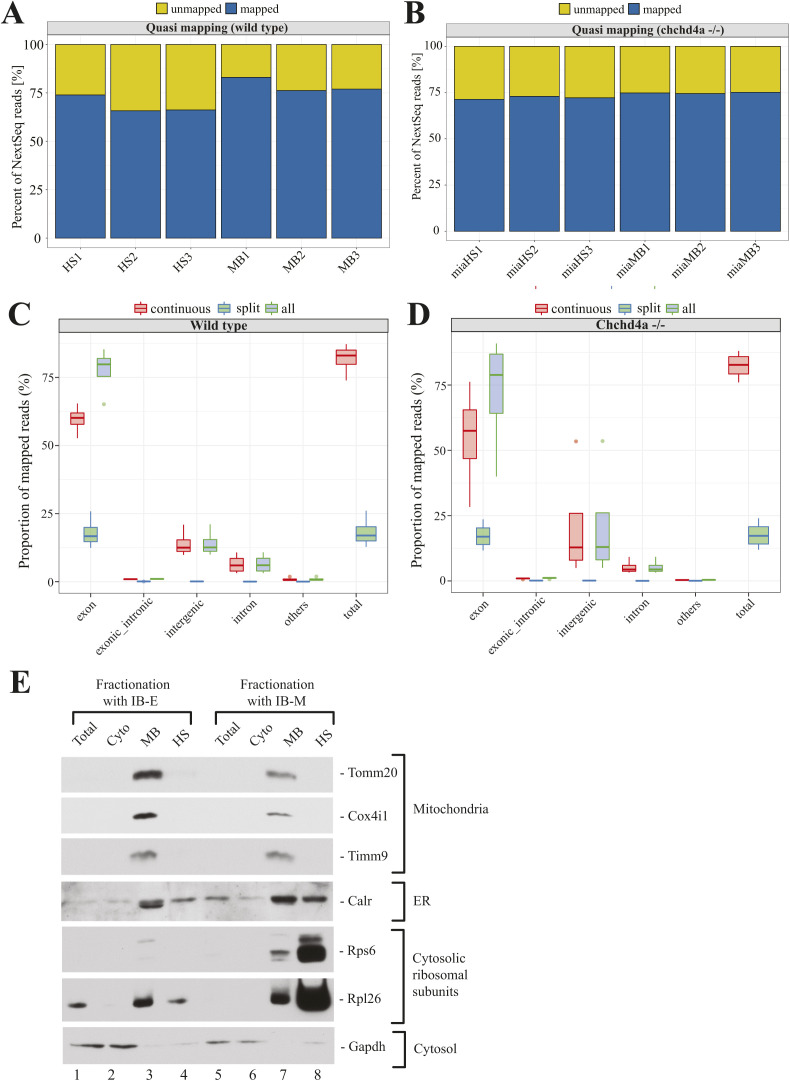
Quality assessment of wild type and *chchd4a^−/− ^*samples. ** (A, B)** Read-to-transcriptome alignment statistics for WT (A) and *chchd4a*^*−/−*^ (B) samples. **(C, D)** Genome coverage for (C) WT and (D) *chchd4a*^*−/−*^ samples. **(E)** Validation of subcellular fractionation by Western blotting. Samples were obtained from 5 days post fertilization larvae. IB-E: isolation buffer containing EDTA, IB-M: isolation buffer containing MgCl2 and CHX.

After determining the composition of subcellular fractions, we isolated MB and HS fractions with IB-M containing BSA. BSA helps to preserve function and integrity of mitochondria and is expected to enable reliable profiling of MB-associated RNAs (Meisinger et al, 2000; Gold et al, 2017). It actually neutralizes the negative action of fatty acids activated by phospholipases during cell disruption, which inhibits proper function of mitochondria by uncoupling oxidative phosphorylation (OXPHOS) (Di Paola & Lorusso, 2006; Ngo et al, 2021). At high concentration, BSA may protect mitochondrial proteins from degradation, serving as an alternative substrate for proteases released upon cell breakage (Goldstein et al, 1981). The comparison between the IB-M isolated and the EDTA-stripped MB fractions (isolated with IB-E containing BSA), once again proved the presence of intact mitochondria and enrichment of cytosolic ribosomal subunits in the IB-M isolated fraction (Fig 1C). Analysis of the HS fraction also confirmed the enrichment of cytosolic ribosomes in comparison with its EDTA-stripped counterpart. In addition, an abundant presence of ER in the IB-M isolated MB was noticed in comparison with the EDTA-stripped MB fraction, whereas the IB-M isolated and EDTA-stripped HS fractions showed similar ER enrichment. The IB-M isolated MB and HS fractions were used for all subsequent experiments, and henceforth we will refer to them as MB and HS.

To prove that the MB fraction is enriched with nuclear-encoded mitochondrial transcripts, relative RNA levels of the MB with respect to the EDTA-stripped MB were determined by the qRT-PCR analysis (Fig 1D). This analysis included mainly zebrafish orthologues of nuclear-encoded mitochondrial transcripts known to be localized on the surface of mitochondria in yeast (Williams et al, 2014). Five of nine of these nuclear-encoded mitochondrial mRNAs were significantly enriched in the MB with respect to its EDTA-stripped counterpart. Whereas, the levels of mt-DNA encoded transcripts and the *eef1a1a* transcript encoding a cytosolic protein remained similar between MB and EDTA-stripped MB fraction. In line with the previous observations pointing towards the enrichment of ER fragments in the MB, the *sec61a1* and *calr* transcripts encoding ER membrane and the ER luminal proteins, respectively, were also found to be enriched in the MB fraction. We also confirmed the enrichment of 18S rRNA—the structural component of the cytosolic ribosome in this fraction.

### High-throughput profiling of subcellular localization of mitochondrial gene products

To examine the subcellular localization of nuclear-encoded mitochondrial transcripts, we isolated polyadenylated RNA from MB and HS fractions obtained via biochemical fractionation from WT zebrafish individuals. 

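The larvae, collected at 5 dpf, descended from wild-type siblings of the *chchd4a* line and carried EGFP targeted to mitochondria. About 250 larvae were homogenized per fractionation. After nuclei and debris were removed, the pellet formed at 14000*g* was the MB fraction and the pellet formed from its supernatant at 100000*g* was the HS fraction. There were 3 libraries per fraction, each made from 2 μg of RNA to which ERCC spike-in RNA was added before polyA capture. Fragments were read from both ends, 75 nt per read. The paper gives its own average number of reads per library, ∼100 M. The authors' tables hold the number of reads per gene estimated by Salmon, which are expected counts not scaled to library size, for 31778 genes and 92 spike-ins. Of these values, 30.5% are not whole numbers. The depths given here are the sums of the gene counts in these tables, not the read numbers of the paper. In HS replicates 1, 2, and 3, the genes summed to 48834437, 66715836, and 78370933 counts (median 66715836). In MB replicates 1, 2, and 3, the sums were 96059916, 89521708, and 86554717 (median 89521708). Spike-ins took a further 18.0% ± 10.6 (SD, n = 3 libraries) of all counts in HS and 4.53% ± 2.35 (SD, n = 3) in MB, and HS replicate 1 had the highest share, 30.0%. Every HS library had a larger spike-in share than every MB library, for which 3 against 3 libraries give no exact permutation p below 0.1 (two-sided).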

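Expected counts were rounded, and genes with more than 50 counts in total over the 6 WT libraries were kept, the filter that the paper states. This left 23733 genes. Libraries were scaled by edgeR's TMM method, and MB was compared with HS by edgeR's quasi-likelihood F test, where the authors used DESeq2. The log2 enrichment given below is the log2 ratio of MB over HS, so values above 0 are MB-enriched and values below 0 HS-enriched. Its standard error (SE) is the size of the log2 enrichment divided by the square root of F. Normalized levels are in CPM, a library's counts of a gene scaled to a common library size. Replicates varied more than counting noise allows. Over the genes, HS replicates 2 and 3 correlated at 0.991 in log2 CPM, whereas HS replicate 1 correlated with these at 0.938 and 0.922. In MB, replicates 2 and 3 correlated at 0.995, and replicate 1 with these at 0.977 and 0.980. These correlations run across genes, which are not independent replicates. The common dispersion was 0.0998. In simulated counts with the same depths, 200 genes were given log2 changes of 2 or 3 in size. Of these, 179 were called by this test, with 4.28% false calls among all calls. Smaller changes were not simulated.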

We used short-read Illumina RNA sequencing to identify genes with transcripts enriched in each fraction. To rank transcripts from the most membrane associated to those most likely translated by the free cytosolic polysomes, we directly compared two fractions with each other. The HS fraction was a reference in these comparisons, so all genes that are enriched in this analysis are likely to be membrane bound (MB-enriched) and those that are depleted are more likely to be translated by free cytosolic polysomes (HS-enriched). Interestingly, we observed two populations of genes (Fig S2A) enriched either in HS or MB. 

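Over all 23733 genes tested in WT, the log2 enrichment had a single peak. The fullest interval of 0.25 lay just above 0 and held 2564 genes. The median was 0.08, the quartiles were -0.56 and 0.68, and 90% of the genes lay between -1.82 and 1.43. A log2 enrichment of at least 1 was fitted for 3275 genes and of at most -1 for 3418 genes, whatever their p. Within 0.5 of 0 in either direction lay 9784 genes (41.2%). When only genes with an adjusted p of at most 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were taken, 6113 remained. Of these, 2948 were on the MB side and 3165 on the HS side, and none had a log2 enrichment within 0.5 of 0. At an unadjusted p under 0.05 there were 9857 genes.

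**Figure D1:**
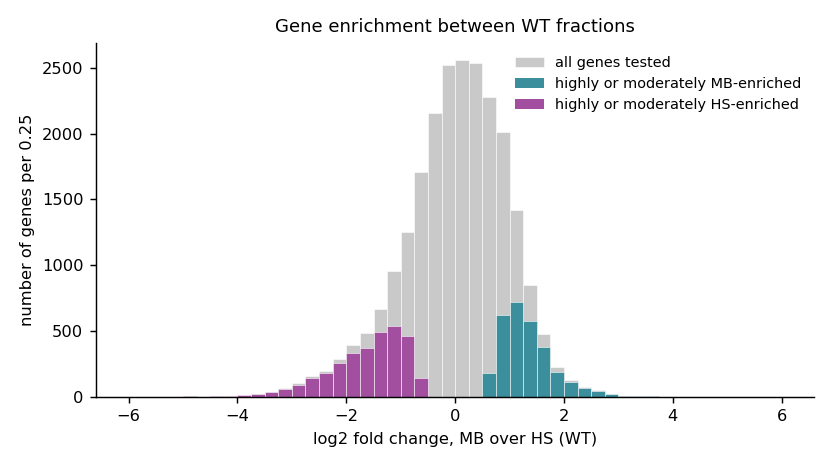
Number of genes in each interval of 0.25 log2 enrichment (MB over HS) in WT. Grey bars count the genes tested (23733 in all) and form a single peak at 0. Coloured bars count the genes with an adjusted p of at most 0.05 (6113 in all). These form separate groups on either side, since genes near 0 seldom pass a test against 0. The intervals run from -6 to 6, so a few genes beyond them, such as *actc1a* (-9.71), are not counted.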

We did not detect genes that would be present to the same extent in both fractions. One of the possible reasons for this, could be exclusion of poorly enriched genes from the analysis (see the Materials and Methods section for details). In total, the differential analysis showed enrichment of 2,177 and 3,315 genes in MB and HS fractions, respectively (Fig 2A). 

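Of the 23733 genes, 2142 were highly enriched in MB and 2559 in HS (log2 enrichment of at least 1 or at most -1, adjusted p of at most 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MB thus held 45.6% of the highly enriched genes. How libraries are scaled moved this share most. Scaling by library totals shifted the median of all genes by 0.51 and put 83.2% on the MB side, and scaling by the spike-ins shifted it by 2.54 and put 99.9% there. Values for gene families and single genes under these scalings are therefore given relative to that shift. The counts also depended on single libraries. Without MB replicate 2 there were 0 highly enriched genes in either fraction (6596 genes at an unadjusted p under 0.05), and without MB replicate 3 there were 0 in MB and 1 in HS (6356 unadjusted). With HS replicate 1 left out they rose to 4335 and 3235. On each side, 5 genes were selected as the most changed with more than 1000 counts and no overlap between the libraries of the fractions, which chance alone gives for 10% of genes. The strongest MB enrichments were those of *si:dkeyp-73d8.8* (3.94, SE 0.42), *mt-atp8* (3.50), ENSDARG00000068465 (3.23, SE 0.84), *asgrl1* (3.16, SE 0.45), and *mt-nd4l* (3.14, SE 0.29). On the HS side, *pcdh2ab2* had -5.95 (SE 1.06), *si:dkeyp-3b12.15* -4.91 (SE 0.31), and *CT583728.25* -4.82 (SE 1.12). The first and the last of these rest in part on HS replicate 1, without which they had -4.51 and -3.12. The muscle actin gene *actc1a* had -9.71, with 0.0677 ± 0.0363 CPM in MB and 57.8 ± 20.8 CPM in HS (SD, n = 3 each), and the unnamed ENSDARG00000110365 had no count in any MB library, so that no fold is given.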

To reliably assign genes to each fraction, we required at least twofold enrichment (highly enriched) between MB and HS fractions (FDR 5%; log_2_FC <=> ± 1). As this threshold was selected arbitrarily to match the common standards of RNA-seq data analysis, we also distinguished a class of moderately enriched genes (FDR 5%; 0.5 ≤ log_2_FC < 1 or −1 < log_2_FC ≤ −0.5). However, this group was much less numerous with 1,455 and 1,316 genes enriched in MB and HS fractions (Fig 2A). 

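Moderate enrichment was found for 806 genes in MB and 606 in HS (same test and adjusted p). With DESeq2's size factors and Wald test on the same genes, they were 1455 and 1329. With the replicate number as a block, which pairs the fractions, they were 1959 and 1085, and with all 12 WT and mutant libraries in one fit 1323 and 975. Leaving out single libraries gave from 0 (without MB replicate 2) to 2380 in MB and to 2753 in HS (without HS replicate 1). At an unadjusted p under 0.05, 6596 genes passed without MB replicate 2, on either side and of any size.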

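The 13 protein-coding genes of the mitochondrial genome were read out one by one. All 13 were highly enriched in MB in WT, with a median log2 enrichment of 2.67 and quartiles of 2.53 and 2.82. The lowest value was that of *mt-nd3* (1.72) and the highest that of *mt-atp8* (3.50, SE 0.52, adjusted p = 0.00758 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Together the genes took 14.5% ± 2.99 of the gene counts in MB and 1.62% ± 0.128 in HS (SD, n = 3 libraries each). All 13 passed both over all genes tested and adjusted over the list alone, but none passed over all genes without MB replicate 2, where all 13 still had an unadjusted p under 0.05. With each library left out in turn, the median stayed between 2.37 and 2.78. As a set, they stood apart from the other genes by limma's camera with a preset correlation of 0.01 (adjusted p = 6.14e-19 over 22 gene families). The preset correlation matters. Camera called 18 of the 22 families in WT, and limma's fry called 11 of these. The ones that fry did not call were the nuclear OXPHOS genes, the citrate cycle, the translocases, SLC25, the orthologues of yeast genes with mitochondrion-bound mRNAs, the mitochondrial genes as one list, and the pancreatic enzymes. With a correlation estimated from the data, no family was called (adjusted p = 0.336 for the mitochondrial genome), and only the genes of the mitochondrial genome kept an unadjusted p under 0.05. Across the scalings, their median relative to all genes lay between 2.57 and 2.67.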

We also observed a substantial enrichment of all 13 genes encoded by the mitochondrial genome among the MB highly enriched genes (Fig S2B), which confirms the presence of mitochondria in this fraction.

**Figure S2.**
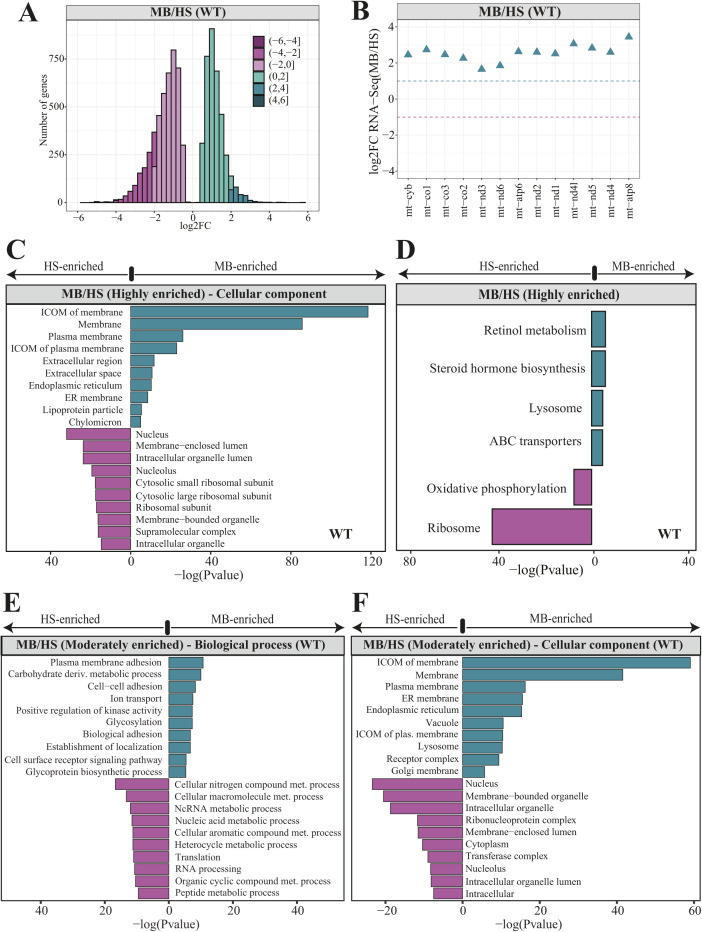
General statistics and functional annotation of genes enriched in wild type fractions. **(A)** Distribution of log_2_ gene enrichment values for WT samples. **(B)** Log_2_ gene enrichment (WT samples) for genes encoded by the mitochondrial genome. **(C)** Gene ontology enrichment for highly enriched genes in MB and HS fractions using cellular component aspect. **(D)** Kyoto Encyclopedia of Genes and Genomes enrichment for highly enriched genes in MB and HS fractions. **(E, F)** Gene ontology enrichment for moderately enriched genes in MB and HS fractions using (E) biological process and (F) cellular component aspects.

**Figure 2.**
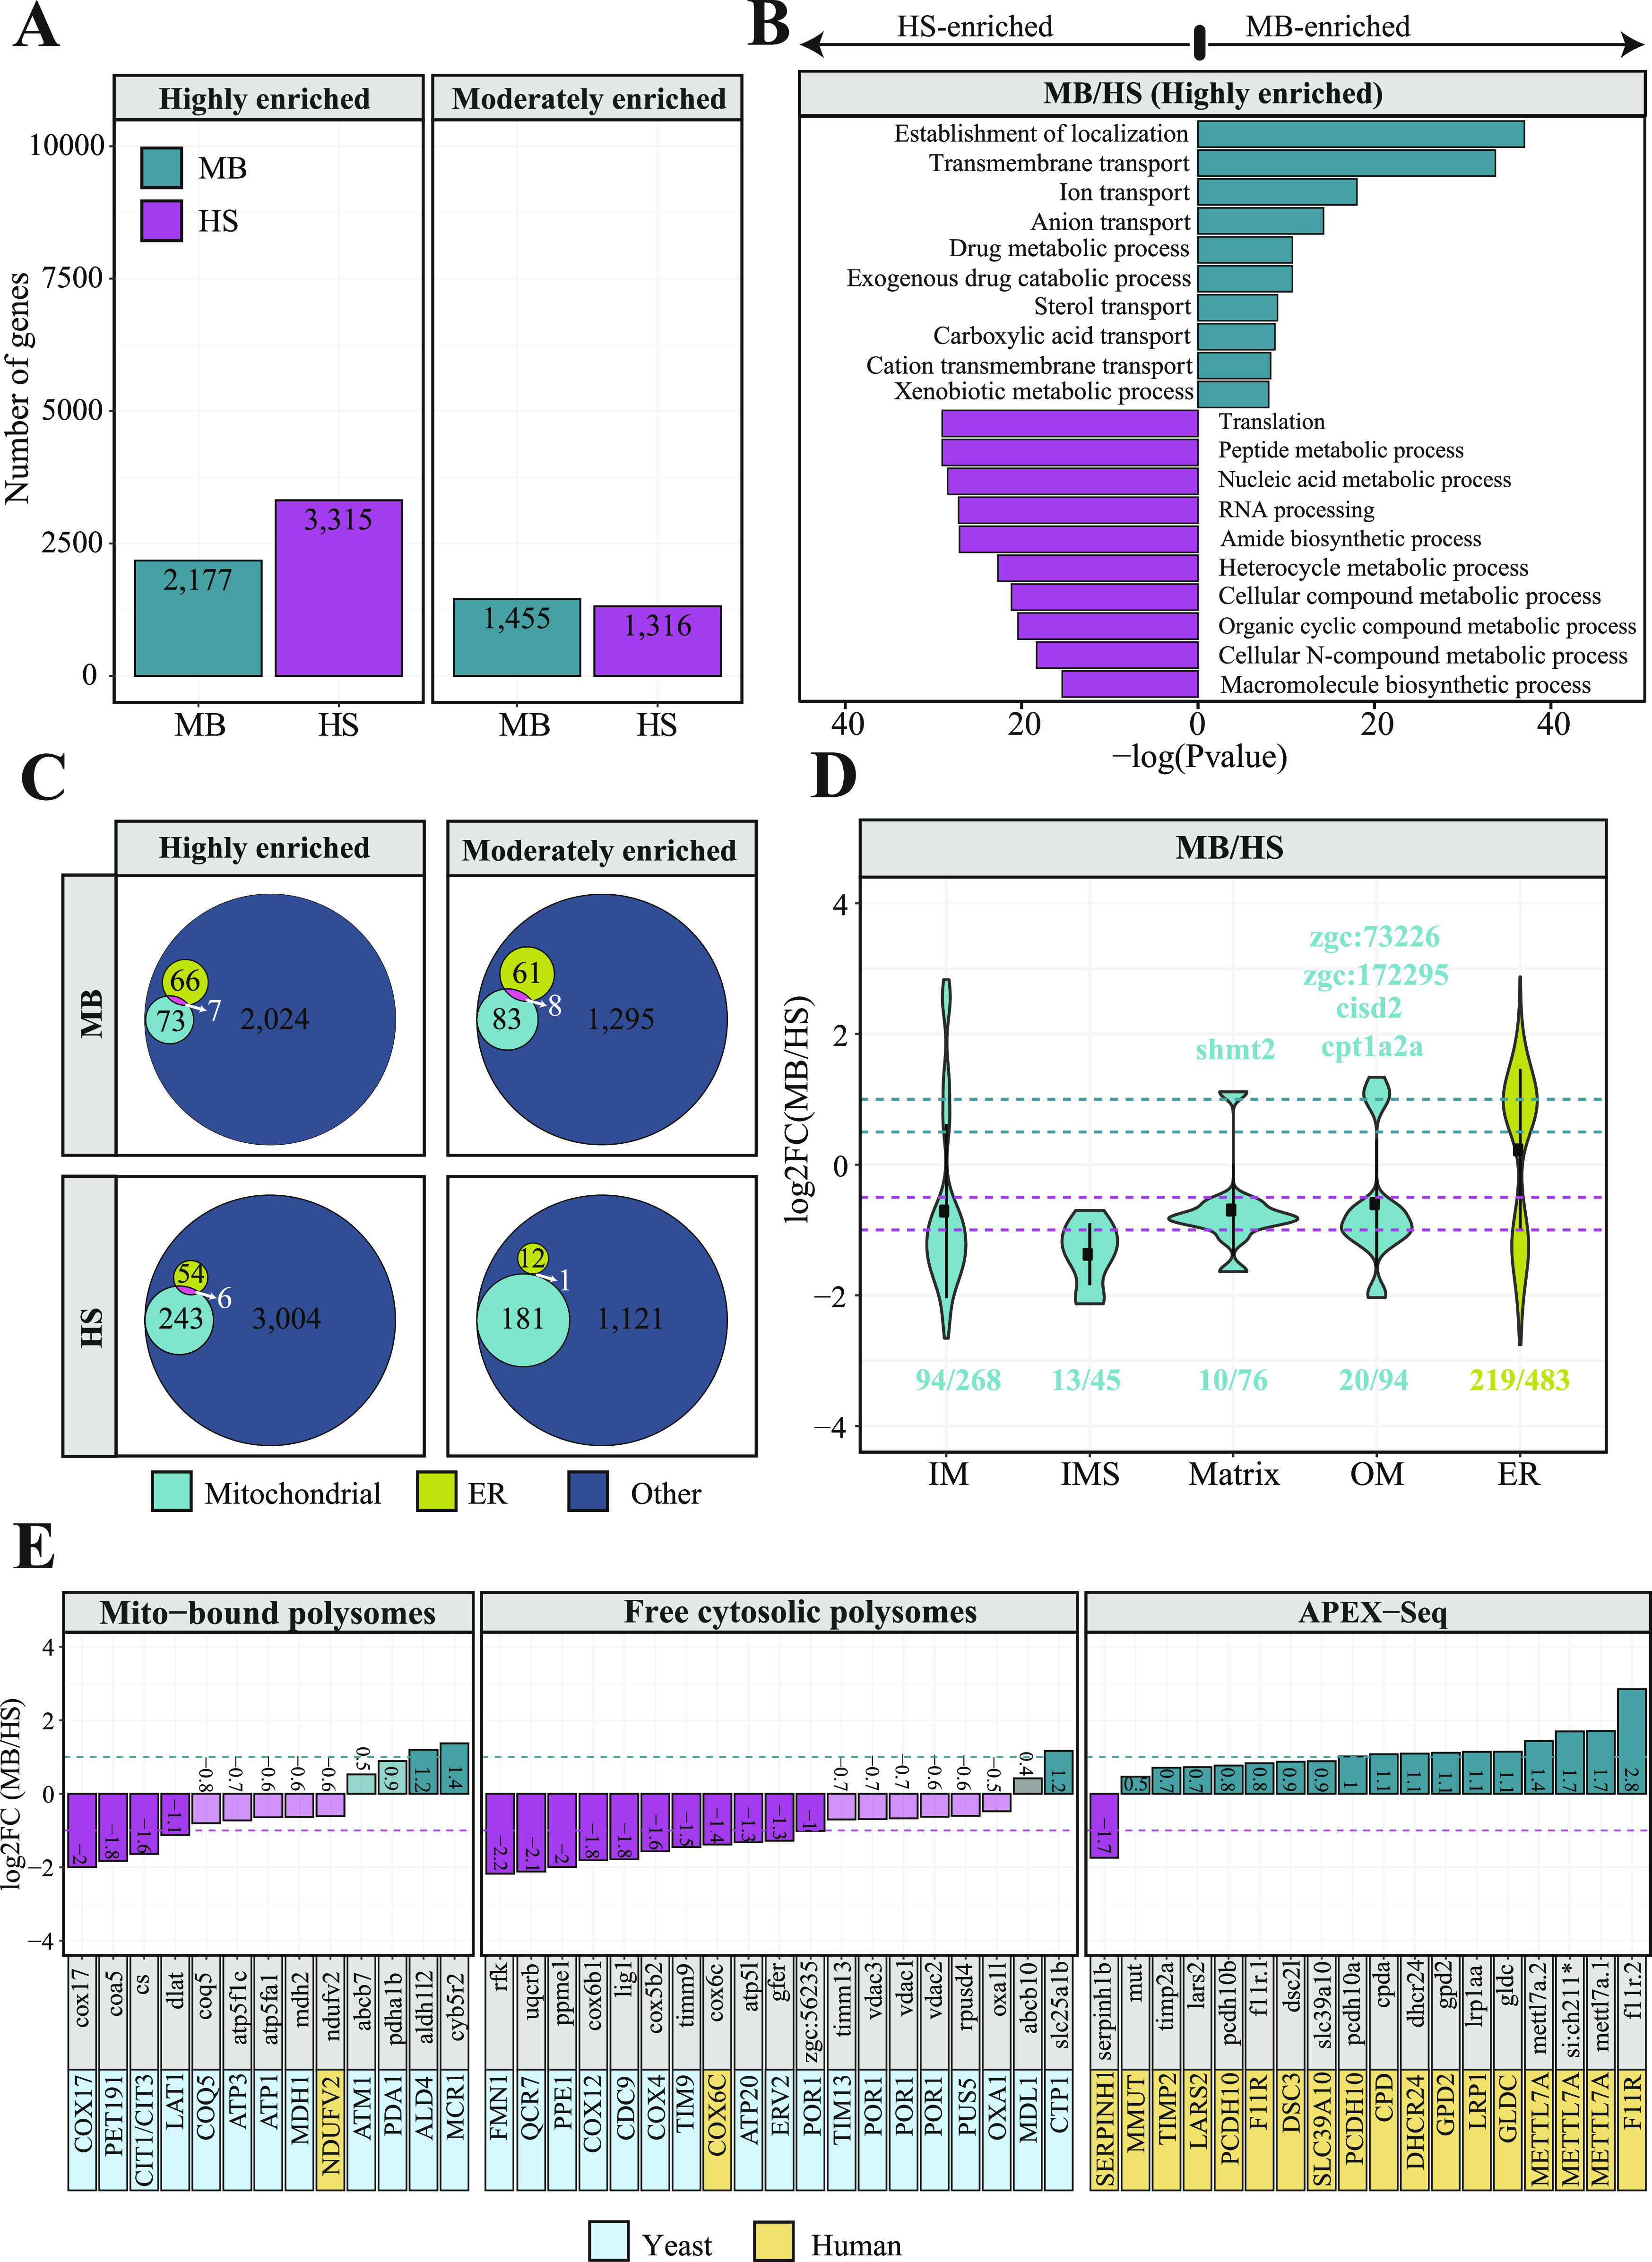
Subcellular localization of nuclear-encoded mitochondrial mRNAs. **(A)** Bar plots representing the total number of genes identified in MB and HS fractions obtained via biochemical fractionation of WT 5 dpf zebrafish samples and short-read Illumina RNA sequencing. **(B)** Gene Ontology (GO) enrichment for highly enriched genes in MB (2,177) and HS (3,315) fractions using biological process aspect. The results are shown as a negative log_10_ *P*-value after Bonferroni correction. Bars in green indicate GO terms enriched for genes detected in MB fraction, whereas the purple bars represent the GO terms for the features identified in HS. For better representation of the results the bars enriched for genes in HS were transformed to be located on the left hand side of the plot. **(C)** Venn diagrams representing the number of mitochondrial genes from the merged MitoCarta 2.0 (Calvo et al, 2016) and IMPI repository, as well as the zebrafish orthologues of human 483 genes encoding proteins that localize to ER according to the Human Protein Atlas, identified in MB or HS fraction from WT samples. **(D)** Violin plot showing the distribution of log_2_ gene enrichments for genes grouped by their location within mitochondria. **(E)** ER genes were also included in this analysis (E) Bar plots showing the log_2_ gene enrichments of yeast (blue) and human (yellow) orthologous genes for which transcripts were reported to be translated by the mitochondrion-bound or free cytosolic polysomes.

To define a leading group of proteins that are likely to be synthesized on the surface of mitochondria, we performed Gene Ontology (GO) enrichment analysis. This analysis showed highly MB-enriched genes to be involved in transmembrane transport, in particular ion and anion transport (Fig 2B). 

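No GO terms were tested here. The solute carriers, which make up a large share of the transmembrane transporters, were taken as a gene family instead, by symbol and without the mitochondrial SLC25 genes. Of 360 SLC genes tested in WT, 311 had a log2 enrichment above 0 and 49 below, with a median of 0.83. As called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 138 were MB-enriched and 5 HS-enriched over all genes tested, and 162 and 6 adjusted over the list alone. Without MB replicate 2, the MB-enriched count was 0 (136 at an unadjusted p under 0.05), and without HS replicate 1 it was 229.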

To further expand this analysis, we switched the GO aspect to the “cellular component.” The cellular component search revealed many of MB-enriched genes to be integral components of membranes, especially plasma membranes (Fig S2C). Whereas, genes enriched in the HS fraction were mainly linked to translation and peptide metabolic processes (Fig 2B), which were additionally described as small and large ribosomal units by the cellular component aspect (Fig S2C). 

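The 75 genes of cytosolic ribosomal proteins all had a log2 enrichment below 0 in WT, with a median of -1.21 and quartiles of -1.42 and -0.97. When tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 50 passed over all genes tested and 66 adjusted over the list alone. As highly HS-enriched genes counted 48 of the 75, an odds ratio of 15.0 against all other tested genes (two-sided Fisher's exact test, p = 2.38e-28). Fisher's test, here and below, takes genes as independent, which genes measured in the same libraries are not. The adjusted p by camera was 1.19e-19 with the preset correlation and 0.459 with a correlation estimated from the data. With each library left out in turn, the median lay between -1.57 and -1.14, and the number past the limit between 0 (without MB replicate 2, 50 at an unadjusted p under 0.05) and 71 (without MB replicate 1). Scaled to the spike-ins, the median before taking off the shift of all genes was 1.22, so the direction holds only relative to the other genes. It cannot be told for absolute amounts, since unequal addition of spike-ins was not ruled out.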

To further expand the global examination of gene groups detected in each fraction, we performed an enrichment analysis using the Kyoto Encyclopaedia of Genes and Genomes (KEGG). This analysis revealed ATP-binding cassette (ABC) transporters as one of the over-represented KEGG terms among highly MB-enriched genes (Fig S2D). 

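KEGG terms were not tested here. The ABC transporters outside mitochondria, from subfamilies A to D and G and the *tap* genes, were counted instead. Of 43 such genes tested in WT, 15 were highly MB-enriched, against 2142 of all 23733 tested genes. The odds ratio was 5.43 (two-sided Fisher's exact test, p = 2.69e-06). The count was 0 without MB replicate 2, as no gene passed there; 18 of the 43 then had an unadjusted p under 0.05 on the MB side.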

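Among 94 nuclear genes of OXPHOS subunits, 83 had a log2 enrichment below 0 and 11 above in WT. Their median was -0.87, with quartiles of -1.34 and -0.35. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 44 were HS-enriched and 2 MB-enriched over all genes tested, and 53 and 3 adjusted over the list alone. Highly HS-enriched were 41 of the 94 (odds ratio 6.49, two-sided Fisher's exact test, p = 3.79e-16). Camera gave an adjusted p of 9.11e-12, and fry 0.0687. The number on the HS side fell to 0 without MB replicate 2 (53 at an unadjusted p under 0.05) and rose to 76 without HS replicate 1, and the median stayed between -1.12 and -0.77 over these fits.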

Interestingly, highly HS-enriched genes were reported to be either involved in the OXPHOS or encoding ribosomal proteins. Similar GO terms, as for highly enriched genes, were also identified for moderately enriched ones, including both biological process (Fig S2E) and cellular component (Fig S2F) GO aspects for MB and HS fractions, respectively, whereas no enriched KEGG pathways were detected for moderately enriched genes in MB and HS fractions.

Next, we carefully investigated the subcellular localization of mitochondrial gene products by using merged set of zebrafish orthologues for two independent human gene inventories with strong support of mitochondrial localization: MitoCarta 2.0 (Calvo et al, 2016) and Integrated Mitochondrial Protein Index (http://www.mrc-mbu.cam.ac.uk/impi). This analysis revealed 80 (73 + 7) and 249 (243 + 6) mitochondrial genes to be highly enriched in the MB and HS fractions, respectively (Figs 2C and S3A), indicating that nuclear-encoded mitochondrial genes are mainly present in the HS fraction. 

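The inventories of mitochondrial genes that the paper used were not used here. A list of nuclear mitochondrial genes was instead written by symbol before the data were examined, with mitochondrial ribosomal proteins, OXPHOS subunits and assembly factors, translocases, carriers, MIA pathway targets, citrate cycle and other matrix enzymes. It matched 419 genes, of which 417 were tested in WT. Of these, 9 were highly enriched in MB and 102 in HS. Against all other tested genes, the odds ratio was 0.219 for MB (two-sided Fisher's exact test, p = 1.23e-08) and 2.75 for HS (p = 1.48e-15). The median log2 enrichment was -0.53, with quartiles of -1.04 and 0.00, and 312 genes lay below 0 against 105 above. As called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 126 were HS-enriched and 13 MB-enriched over all genes tested, and 143 and 16 adjusted over the list alone. Leaving out single libraries gave highly enriched counts from 0 to 145 in HS and from 0 to 18 in MB, highest in both without HS replicate 1. The HS count was 0 without MB replicate 2 (158 genes of the list at an unadjusted p under 0.05 on that side), and the MB count was 0 without HS replicate 2 (21 at an unadjusted p under 0.05). The median lay between -0.70 and -0.46 in these fits, and below 0 under each scaling. The adjusted p by camera was 9.42e-09 for the list and that by fry 0.0836. From the larger number of mitochondrial genes on the HS side, the paper concludes that nuclear-encoded mitochondrial genes are mainly present in the HS fraction.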

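Of the 417 mitochondrial genes on the list made here, 4 were moderately enriched in MB and 24 in HS in WT. Like all moderate counts, these moved with the test and the libraries. DESeq2 gave 7 and 65, the replicate block 20 and 34, and the fit of all 12 libraries 9 and 40. Without HS replicate 1 they were 15 and 105, and without HS replicate 2 they were 0 and 0, where 21 of the 417 genes had an unadjusted p under 0.05 on the MB side. They were also 0 and 0 without MB replicate 2, where 158 had an unadjusted p under 0.05 on the HS side.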

We noticed the same trend for moderately enriched genes with 91 and 182 mitochondrial genes detected in MB and HS fractions, respectively (Figs 2C and S3B). To investigate the enrichment of ER genes in each fraction, we used zebrafish orthologues of 483 (∼2% of all protein coding human genes) human genes that encode proteins localizing to the ER (Table S1), as shown by the Human Protein Atlas (Uhlén et al, 2015). 

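Table S1 gives 483 ER genes, of which 482 were found in the count tables and 469 were tested in WT. The counts were 80 highly and 38 moderately enriched in MB, and 47 highly and 7 moderately enriched in HS. Against all other tested genes, the odds ratio for high enrichment was 2.11 in MB (two-sided Fisher's exact test, p = 3.08e-08) and 0.920 in HS (p = 0.652). The median log2 enrichment was 0.47, with quartiles of -0.29 and 0.89, and 317 genes lay above 0 and 152 below. When tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 118 were MB-enriched and 54 HS-enriched over all genes tested, and 142 and 64 adjusted over the list alone. Leaving out single libraries moved the 4 counts to between 0 and 115, 0 and 98, 0 and 57, and 0 and 24, with the highest values without HS replicate 1. Without MB replicate 2 all of them were 0, where 106 ER genes had an unadjusted p under 0.05 on the MB side and 58 on the HS side. The moderate HS count was 13 with DESeq2, 11 with library totals, 20 with the replicate block, and 16 with all 12 libraries in one fit. Camera gave an adjusted p of 0.00415 for the set.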

Our results indicate that the ER genes are uniformly enriched across all fractions, with an exception of only 13 detected in the moderately enriched gene set for the HS fraction. Genes showing dual localization (Fig 2C) were included in both ER and mitochondrial gene sets, respectively.

**Figure S3.**
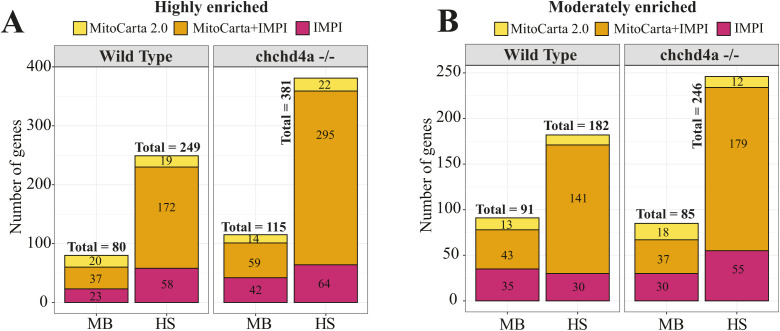
The comparison of the MB and HS enriched gene sets against two mitochondrial gene inventories. **(A, B)** Venn diagrams depicting the overlap between the MitoCarta 2.0 and IMPI gene repositories for MB and HS fractions obtained from (A) WT and (B) *chchd4a*^−/−^ samples, respectively.

Table S1 Zebrafish orthologues of 483 human genes that encode proteins localizing to the ER according to the analysis performed by the Human Protein Atlas (Uhlén et al, 2015).

To further explore the presence of mitochondrial genes in HS and MB fractions, we analyzed the distributions of enrichment values for different mitochondrial compartments (Fig 2D). 

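Several genes bear on the matrix and the membranes. Of 19 citrate cycle genes, 12 lay below a log2 enrichment of 0 in WT (median -0.33), and 5 were HS-enriched and none MB-enriched by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, both over all genes and adjusted over the list alone (8 at an unadjusted p under 0.05). Of 25 genes of the translocases of both membranes, 18 lay below 0 (median -0.54), and 6 were HS-enriched and none MB-enriched by either adjustment (11 unadjusted). With HS replicate 1 left out, the HS-enriched counts were 11 and 17, and without MB replicate 2 they were 0 and 0, with 5 and 10 at an unadjusted p under 0.05. The matrix enzyme gene *shmt2* had 15.2 CPM in MB and 6.62 CPM in HS, a log2 enrichment of 1.21 (SE 0.42, n = 3 libraries each, adjusted p = 0.0694 by the same test). With HS replicate 1 left out its log2 enrichment was 1.82, and over its alternatives the adjusted p ranged from 3.26e-05 to 0.738. DESeq2's Wald test gave 0.0494, and the gene also passed with the replicate block.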

Most genes for each mitochondrial compartment have their transcripts enriched in the HS, whereas individual cases such as *shmt2* gene (matrix) involved in the one-carbon pathway (Ducker & Rabinowitz, 2017) are enriched in the MB fraction. 

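The MIA pathway imports proteins into the intermembrane space, and Fig. 6C lists its targets. Of the 30 such genes tested in WT, 29 had a log2 enrichment below 0, and the median was -1.21 with quartiles of -1.45 and -0.58. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 14 were HS-enriched and 1 MB-enriched over all genes tested, and 18 and 1 adjusted over the list alone. The adjusted p by camera was 7.04e-09 and that by fry 0.0495. With single libraries left out, the median lay between -1.34 and -1.09, and the HS-enriched count between 0 (without MB replicate 2, 20 at an unadjusted p under 0.05) and 29 (without HS replicate 1).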

The transcripts encoding IMS proteins are distinct from others subgroups, as they were almost entirely localized in the HS fraction. Importantly, the MB enrichment observed for the IM proteins is solely driven by the enrichment of mitochondrially encoded genes (Fig S2B). According to our previous observations, ER genes appeared to be uniformly enriched across investigated fractions, which is in line with estimated fraction composition (Fig 1C).

We further compared observed gene enrichments with the outcome of other studies investigating the subcellular localization of mitochondrial gene products, mainly in yeast (Diehn et al, 2000; Marc et al, 2002; Fox, 2012) and human cell lines (Fazal et al, 2019). Using our data, we analyzed the enrichment of genes with transcripts known to be located in the proximity of mitochondria, translated by mitochondria-bound or free cytosolic polysomes. Before this analysis, we identified a zebrafish orthologue for each of those genes. Interestingly, only two yeast genes *ALD4* and *MCR1* for which transcripts are known to be translated by the mitochondria-bound polysomes (Diehn et al, 2000; Marc et al, 2002) were highly enriched, whereas the other two *ATM1* (Corral-Debrinski et al, 2000) and *PDA1* (Marc et al, 2002) were moderately enriched in the MB fraction (Fig 2E). On the other hand we observed a much higher validation rate for genes known to be translated by the free cytosolic polysomes, as 11 and 6 of 19 investigated genes showed high and moderate enrichment in HS fraction, respectively. 

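The zebrafish orthologues of *ALD4* and *MCR1* are *aldh1l2* and *cyb5r2*. Their log2 enrichments in WT were 1.29 (SE 0.40) and 1.43 (SE 0.46), with adjusted p = 0.0536 and 0.0571 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both passed 0.05 without HS replicate 1 (0.00243 and 0.0275), with DESeq2 (0.0255 and 0.0171), and with the replicate block, which pairs the fractions. Over all their alternatives, the values ran from 0.000366 to 0.657 for *aldh1l2* and from 2.51e-05 to 0.773 for *cyb5r2*. For *PDA1*, the orthologue *pdha1b* had 0.97 (SE 0.27, adjusted p = 0.0395 by edgeR's test), which was not past 0.05 without any one of HS replicates 2 and 3 or the MB replicates (up to 0.171, without MB replicate 3). The 13 orthologues of yeast genes with mitochondrion-bound mRNAs had a median of -0.57. Of these, 4 were highly HS-enriched over all genes tested, and 6 were HS-enriched adjusted over the list alone. Without HS replicate 1, 9 were HS-enriched over all genes tested, and without MB replicate 2 none (6 at an unadjusted p under 0.05).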

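Of the 19 genes, 17 were found by symbol and tested in WT. A log2 enrichment below 0 was found for 15 and above 0 for 2. The median was -0.94. In HS, 8 were highly and 1 moderately enriched by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, and 15 were HS-enriched when adjusted over the list alone. The single moderate gene became 5 with DESeq2 and 3 with all 12 libraries in one fit, and 5 without HS replicate 1. The counts were 0 and 0 without MB replicate 2, where 10 had an unadjusted p under 0.05. One gene, *slc25a1b*, was MB-enriched at 1.24 (SE 0.24, adjusted p = 0.0141 by the same test, 0.0982 without MB replicate 3). Camera gave an adjusted p of 2.95e-05 for the list.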

To clarify the poor overlap between our membrane-associated transcripts and those translated by the mitochondria-bound polysomes in yeast, we explored the enrichment of zebrafish orthologues of human genes, which had their products detected in the close proximity of OM by APEX-Seq study (Fazal et al, 2019). In this comparison, 94% (17/18) genes were also enriched in our MB fraction (Fig 2E, panel 3). This could suggest that the discrepancy between the enrichment of transcripts located at the surface of mitochondria in zebrafish and yeast is driven by the differences in the organismal complexity.

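By symbol, 14 of the genes shown in Fig. 2E, panel 3, were found and tested in WT, and 13 had a log2 enrichment above 0. The median was 1.03. Of these genes, 6 were highly and 5 moderately MB-enriched, 11 in all over all genes tested and 13 adjusted over the list alone, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The exception was the collagen chaperone gene *serpinh1b*, with -1.66 (SE 0.26, adjusted p = 0.00818 by the same test, 0.078 without MB replicate 3). Without MB replicate 2 none passed over all genes, and 10 were MB-enriched at an unadjusted p under 0.05. The median stayed between 0.91 and 1.15 with each library left out, and camera gave an adjusted p of 0.000337.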

To explore this finding in detail, we compared our enrichment scores to the mitochondrial enrichment in yeast obtained using the high-throughput proximity specific ribosome profiling (Williams et al, 2014). We observed poor correlation between the MB-enrichment in zebrafish and the mitochondrial enrichment reported by the Weissman group in both absence (Fig S4A) and presence (Fig S4B) of CHX – a translation elongation inhibitor. Interestingly, the overlap between genes localizing to the mitochondrial surface in yeast and zebrafish is higher for the OM45 enrichment reported in absence of CHX. In addition to many mitochondrially encoded genes, we noticed the enrichment of genes encoding ABC transporters, such as *MDL1* and *MDL2* in yeast, both of which correspond to *abcb11a*, *abcb11b*, and *tap1* (*transporter 1*, *ABC*, *sub-family B*) genes in zebrafish (Fig S4A). These are also the most enriched gene pairs detected in the presence of CHX (Fig S4B). 

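The log2 enrichment in WT was 2.16 (SE 0.45) for *abcb11a*, 2.44 (SE 0.33) for *abcb11b*, and 1.26 (SE 0.37) for *tap1*. The adjusted p were 0.0170, 0.00646, and 0.0428 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The first and the second gene are paralogs, and reads from regions they share could have been split between them by the authors' counting. Only 208 counts over the 6 libraries fell on *tap1*, which passed in none of the fits without HS replicate 2 or 3 or any one MB replicate (adjusted p up to 0.203, without MB replicate 3). Both *abcb11* genes passed in all fits that left out 1 library except those without MB replicate 2 or 3 (up to 0.0904 and 0.0655) and, for *abcb11a*, HS replicate 2.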

In general, we observed more HS-enriched zebrafish genes in the comparison with CHX treated yeast samples. Moreover, five of them appeared as top enriched in both CHX treated and untreated cells. These include *PUF3* (*PUmilio-homology domain Family*) gene encoding protein of the mitochondrial outer surface in yeast and *pum2* (*pumilio RNA-binding family member 2*) gene—its zebrafish orthologue, encoding protein also predicted to have mRNA 3′-UTR binding activity. 

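In WT, *pum2* had 9.73 ± 3.52 CPM in MB and 40.7 ± 37.6 CPM in HS (SD, n = 3 libraries each), a log2 enrichment of -2.06 (SE 0.64, adjusted p = 0.0507 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The size rests largely on HS replicate 1. Without it the log2 enrichment was -0.97 (adjusted p = 0.0214). Over its alternatives the adjusted p ranged from 3.66e-05 to 0.741, and DESeq2 gave 0.00376.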

Interestingly, *pum2* is predicted to localize to cytosol (Wang et al, 2012b). Finally, a thorough analysis of genes that are mitochondrially enriched in yeast (in absence of CHX) and MB-enriched in zebrafish revealed the presence of cases involved in ion transport (Fig S4C). This includes *mitochondrial metal transporter 1* (*MMT1*) and *mitochondrial metal transporter 2* (*MMT2*)—two paralogues involved in mitochondrial iron movement in yeast (Lange et al, 1999), corresponding to two solute careers *slc30a1a* and *slc30a8* in zebrafish. 

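The log2 enrichment of *slc30a1a* in WT was 1.22 (SE 0.33, adjusted p = 0.0341 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was not past 0.05 without HS replicate 2 or 3 or MB replicate 2 or 3 (up to 0.128, without MB replicate 2), nor when libraries were scaled by their totals (0.0740, relative to all genes). Its adjusted p ranged from 1.41e-05 to 0.799 over the alternatives. For *slc30a8* it was 1.27 (SE 0.42, adjusted p = 0.0636 by the same test), with overlapping MB and HS libraries. Without MB replicate 1 the value was 1.63 (0.0175), and DESeq2 gave an adjusted p of 0.0282 (3.07e-05 to 0.755 over the alternatives). *slc30a8* also passed with the replicate block.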

The major difference between genes enriched in CHX-treated and CHX-untreated yeast cells are the changes observed for the mitochondrially encoded genes, which were globally depleted in the presence of CHX (Fig S4D). This could be the effect of coordinated activity of the nuclear and mitochondrial genomes, which by putting expression of mitochondrially encoded genes into the cellular context can result in silencing of some of them (Cruz-Zaragoza et al, 2021).

**Figure S4.**
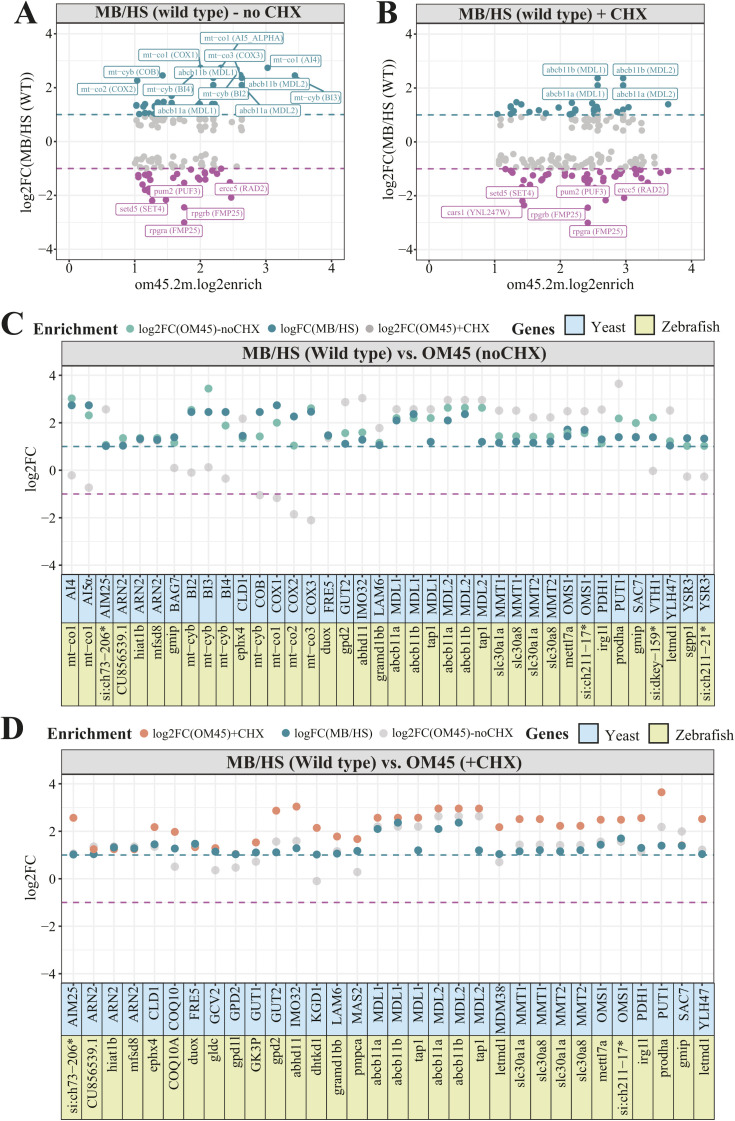
The comparison of gene enrichment values for wild type fractions and the yeast orthologues showing mitochondrial localization. **(A, B)** WT log_2_ gene enrichment values for yeast orthologous genes reported to be enriched at the mitochondrial surface by the proximity specific ribosome profiling without (A) and with CHX (Williams et al, 2014) (B) treatment. Names are displayed for zebrafish genes with at least twofold MB or HS enrichment. Gene names of their yeast orthologues are shown in parenthesis. **(C, D)** Bar plots for MB-enriched zebrafish genes and their yeast orthologues in presence (C) and absence of CHX (D). Only zebrafish genes and their yeast orthologues, both showing at least twofold MB (log_2_FC MB/HS ≥ 1) and mitochondrial enrichment (log_2_enrich.2m.om45), respectively, are presented.

### Properties of membrane-associated mitochondrial transcripts

To better understand the principles determining the specific cellular localization of transcripts encoding mitochondrial proteins, we investigated the enrichment of specific gene families. We started this analysis by looking at transmembrane transport, as suggested by the GO (Figs 2B and S2D) and KEGG pathway (Fig S2D) enrichment analysis. Mitochondria to perform their biological functions require importing and exporting various solutes and metabolites. Although the OMM is quite permeable, the real challenge is to cross the IMM. To overcome the problem of intrinsically impermeable IMM, mitochondria use highly specific transporters that can be divided into four major families: the solute carriers (SLCs), ABC transporters, the mitochondrial pyruvate carrier (MPC), and sideroflexin (SFXN) carriers (Cunningham & Rutter, 2020).

The ABC transporters are ubiquitous membrane-bound proteins that are also ATP-dependent pumps, allowing the movement of substrates in or out of cells (Vasiliou et al, 2009). All ABC transporters typically contain two nucleotide-binding domains and two transmembrane domains (TMD) with each TMD having 6–10 membrane spanning α-helices (Neumann et al, 2017). Although ABC transporters can be divided into seven different subfamilies (designated A to G), for our analysis, we distinguished only mitochondrial and non-mitochondrial subgroups of ABC transporters. 

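The genes of mitochondrial ABC transporters had a median log2 enrichment of 0.88 in WT. It was 0.49 for *abcb10* (SE 0.41, adjusted p = 0.398 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *abcb8* it was 1.07 (SE 0.29, adjusted p = 0.0335 by the same test, 0.149 without MB replicate 3). A pair of genes carries the symbol *abcb6*. One (ENSDARG00000063297) had 1.00 (SE 0.28, adjusted p = 0.0377) and the other (ENSDARG00000074254) 0.88 (SE 0.30, adjusted p = 0.0702) by the same test. Each had fewer than 300 counts in total, and reads could have been split between the copies, so both are uncertain. Without HS replicate 2 none of these passed over all genes tested. For the family, the adjusted p by camera was 0.0637 and that by fry 0.0144.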

All genes coding for mitochondrial ABC transporters (B subfamily) were moderately enriched in the MB fraction, with the *ABCB10* showing the smallest enrichment (log_2_FC = 0.42) (Fig 3A). The genes encoding non-mitochondrial ABC transporters showed high enrichment in the MB fraction, with the *ABCG5* being the most highly enriched (log_2_FC = 2.82) gene. 

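Among the 43 genes of ABC transporters outside mitochondria, 39 had a log2 enrichment above 0 in WT and 4 below. The median was 0.96, with quartiles of 0.46 and 1.42. The lowest value was that of *abcc13* (-1.05) and the highest that of *abcg5* (2.87, SE 0.56, adjusted p = 0.0144 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0835 without MB replicate 3). By this test, 17 were MB-enriched and 1 HS-enriched over all genes, and 21 and 1 adjusted over the list alone. Without HS replicate 1 the first number was 30. Camera gave an adjusted p of 1.28e-07 for the family.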

We also observed genes encoding non-mitochondrial SLCs to be more abundant in the MB fraction over HS, whereas genes coding for mitochondrial solute carrier family (SLC25) were enriched in HS fraction (Fig 3B). 

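In the 7 non-mitochondrial SLC families of Fig. 3B, 122 genes were tested in WT. Of these, 113 had a log2 enrichment above 0 and 9 below, with a median of 1.00 and quartiles of 0.48 and 1.49. Highly MB-enriched were 53 (odds ratio 7.91, two-sided Fisher's exact test, p = 6.30e-24). The paper shows these families from the same libraries, so this p is not independent support for them. As called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 60 were MB-enriched and 1 HS-enriched over all genes, and 69 and 1 adjusted over the list alone. Among 58 SLC25 genes, 33 lay below 0 and 25 above, with a median of -0.14 and quartiles of -0.78 and 0.34. Of these, 10 were HS-enriched and 2 MB-enriched by either adjustment. With HS replicate 1 left out these became 25 and 9, and the MB-enriched genes of the 7 families 89. Without MB replicate 2 the family counts were 0 (60 MB-enriched genes of the 7 families and 12 HS-enriched SLC25 genes at an unadjusted p under 0.05). By camera the adjusted p was 1.27e-13 for the 7 families and 0.0456 for SLC25. The latter was above 0.05 in 4 of the 6 fits that left out 1 library (0.00498 to 0.176) and with library totals, spike-in scaling, the replicate block, and a minimum of 10 counts, whereas the median of SLC25 stayed below 0 in each.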

The SLCs are membrane-bound proteins regulating transport of various substances, including organic cations, ions, and amino acids over the cell membrane. The mitochondrial SLCs transport nutrients required for the energy conversion and maintenance of the cell across the mitochondrial inner membrane (Ruprecht & Kunji, 2020). Each SLCs, in particular a mitochondrial one, has a three-domain structure in which each domain consists of two α-helices that are connected by a loop-helix-loop. On the other hand, the MPC comprises MPC1 and MPC2 IMM transmembrane proteins that form a heterodimeric complex enabling pyruvate transport (Bricker et al, 2012). The MPC transports cytosolic pyruvate into mitochondria, where it fuels the tricarboxylic acid (TCA) cycle (Cunningham & Rutter, 2020). 

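In WT, *mpc1* had a log2 enrichment of -0.71 (SE 0.31, adjusted p = 0.126 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without HS replicate 1 it was -0.99 (adjusted p = 0.000666). A pair of genes carries the symbol *mpc2*, and reads could have been split between these copies. One (ENSDARG00000024478) had 0.62 (SE 0.34) and the other (ENSDARG00000037679) -0.19 (SE 0.34), with adjusted p = 0.209 and 0.696 by the same test. The replicate block gave 0.0434 for the first, whose adjusted p ranged from 0.00192 to 0.924 over the alternatives, and the second turned to 0.08 without HS replicate 3.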

Our analysis revealed *mpc1* gene to be more HS-enriched, whereas *mpc2* gene product to localize more to MB fraction (Fig 3C). However, for both of them the reported enrichment is not statistically significant, thus the conclusions regarding genes encoding the MPC components are not credible. Finally, SFXNs are recently discovered five-pass IMM proteins (Tifoun et al, 2021). There are five SFXN genes (*SFXN1-5*) in vertebrates. Although little is known about functions of *SFXN2*, *SFXN4*, and *SFXN5*, the *SFXN1* was convincingly demonstrated to play a role in transport of serine, which is a key metabolic regulator of one carbon metabolism (Kory et al, 2018). The *SFXN3* displays more than 77% amino acid sequence identity and thus is predicted to have a similar role as *SFXN1* (Cunningham & Rutter, 2020). Interestingly, both *sfx1* and *sfxn3* genes appeared to be highly enriched in the MB fraction (Fig 3C), whereas sfxn4 is more HS-enriched. 

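In WT, *sfxn1* had a log2 enrichment of 1.52 (SE 0.47), *sfxn3* of 1.13 (SE 0.32), and *sfxn4* of -0.79 (SE 0.21). The adjusted p were 0.0521, 0.0413, and 0.0352 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 gave 0.0117 for *sfxn1*, and its fit without HS replicate 1 gave 0.0236 at a log2 enrichment of 1.17 (8.88e-05 to 0.730 over the alternatives). *sfxn1* also passed with the replicate block. Both other genes lost their calls without any one library except HS replicate 1, at adjusted p of up to 0.175 for *sfxn3* (without HS replicate 3) and 0.128 for *sfxn4* (without HS replicate 2).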

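For *sfxn2* the log2 enrichment in WT was -0.28 (SE 0.30) and for *sfxn5b* 0.05 (SE 0.31). The adjusted p were 0.505 and 0.915 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With HS replicate 1 left out, *sfxn2* had -0.55 (adjusted p = 0.0168) and *sfxn5b* turned to -0.24. The sign of *sfxn5b* also changed with DESeq2 (-0.02) and with spike-in scaling relative to all genes (-0.15). Without replicate 1 of both WT fractions, a fit added after the data were examined, *sfxn5b* had -0.27 (adjusted p = 0.0437 by edgeR's test).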

No specific localization changes were observed for *sfxn2* and *sfxn5b* genes. One of the most common features among presented transporters is the presence of hydrophobic transmembrane domains. To fulfil their function, proteins with TMDs must protect themselves from random integration into other membranes and aggregation in the cytosol. Therefore, the localized translation coupled with membrane insertion could help to reduce the problem of mis-targeted membrane integration and accumulation of proteins with TMDs in the cytosol. ER can act as the platform for the co-translational import and segregation of proteins with TMDs (Shurtleff et al, 2018). Thus, the enrichment of non-mitochondrial ABC transporters and SLCs in the MB fraction is largely ER driven. In addition, we explored the enrichment of cytochrome P450 enzymes (CYPs). Although CYPs are predominantly localized in the endoplasmic reticulum membranes (ERMs), they also reside in other subcellular compartments, including the plasma membranes and mitochondria (Ahn & Yun, 2010). We explored the expression of CYPs using our data. We were able to detect 42 CYP genes and all of them, except *cyp17a1* were highly associated with membranes. 

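By symbol, 86 CYP genes were found in the tables and 80 were tested in WT. A log2 enrichment above 0 was found for 67 and below 0 for 13. The median was 1.08, with quartiles of 0.52 and 1.58. When tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 34 were highly and 3 moderately MB-enriched over all genes tested, 37 in all, and 45 adjusted over the list alone. The odds ratio for high enrichment in MB was 7.55 (two-sided Fisher's exact test, p = 1.67e-15). The highest value was that of *cyp2y3* (2.96). The only HS-enriched gene was *cyp17a1*, at -0.99 (SE 0.26, adjusted p = 0.0313 by the same test, 0.118 without HS replicate 2). With HS replicate 1 left out there were 46 MB-enriched and 5 HS-enriched genes, and without MB replicate 2 none (37 MB-enriched at an unadjusted p under 0.05). The median stayed between 0.91 and 1.33 over these fits, and camera gave an adjusted p of 1.51e-09.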

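The gene *cyp20a1* had 17.1 CPM in MB and 8.14 CPM in HS in WT, a log2 enrichment of 1.07 (SE 0.19, n = 3 libraries each, adjusted p = 0.0111 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn it stayed between 0.95 and 1.14, and its call was lost without HS replicate 2, MB replicate 2, or MB replicate 3 (adjusted p up to 0.0913).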

Interestingly, the zebrafish *cyp20a1* gene with yet unknown function that was shown to localize to mitochondria, displayed almost twofold MB-enrichment (Fig S5A).

**Figure 3.**
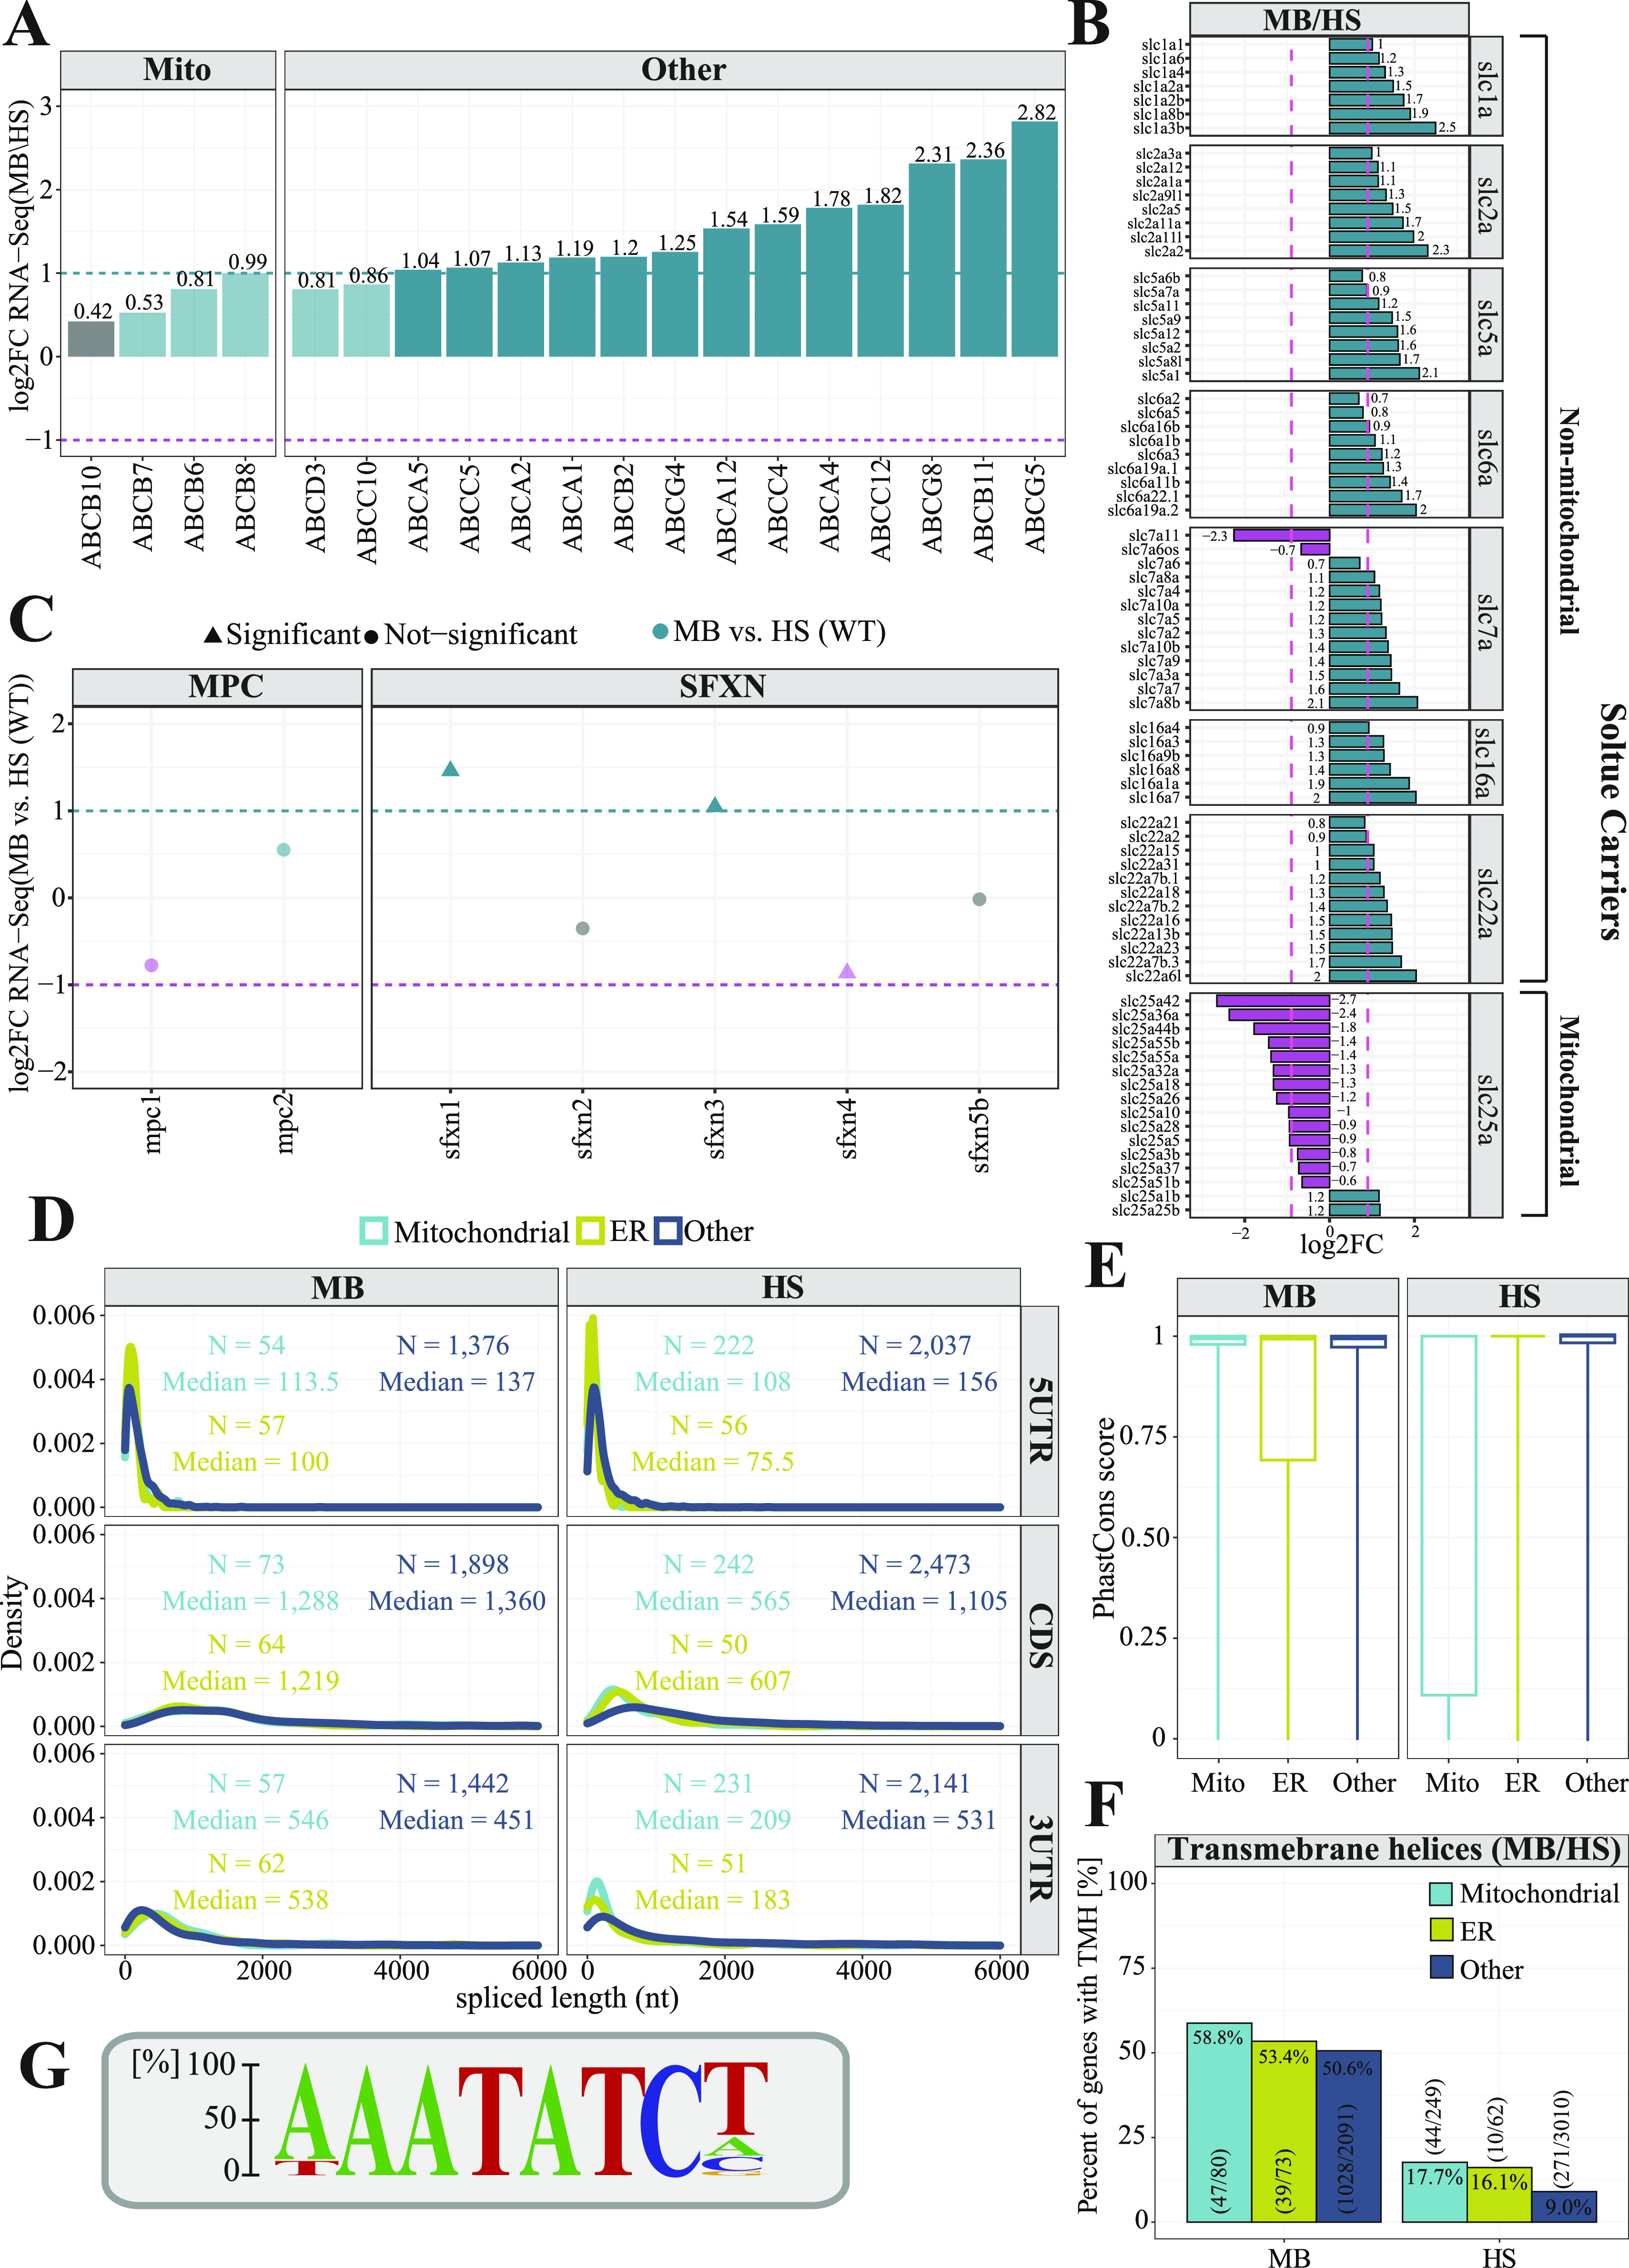
Properties of membrane-associated transcripts. **(A, B, C)** Analysis of gene enrichment of (A) the ATP-binding cassette transporters, (B) solute carriers, (C) mitochondrial pyruvate carrier, and the sideroflexin carriers. The purple dashed line represents log_2_FC = −1 and the green dashed line represents log_2_FC = 1. **(D)** Length distribution analysis of coding sequences and UTR regions for transcripts encoding mitochondrial (cyan), ER (green), and other proteins (navy). **(E)** Boxplots showing PhastCons (Siepel et al, 2005) conservation tracks for gene categories described above. PhastCons score equal to 1 represents highly conserved sequences, whereas PhastCons score equal to 0 indicates rapidly evolving sequences. **(F)** Bar plot representing proportion of transcripts encoding mitochondrial, ER and other proteins with transmembrane domains. **(G)** The numbers in parenthesis indicate the numbers used to calculate proportions (G) The sequence logo illustrating motif enriched in 3′UTR regions of MB fraction-enriched transcripts encoding mitochondrial proteins.

**Figure S5.**
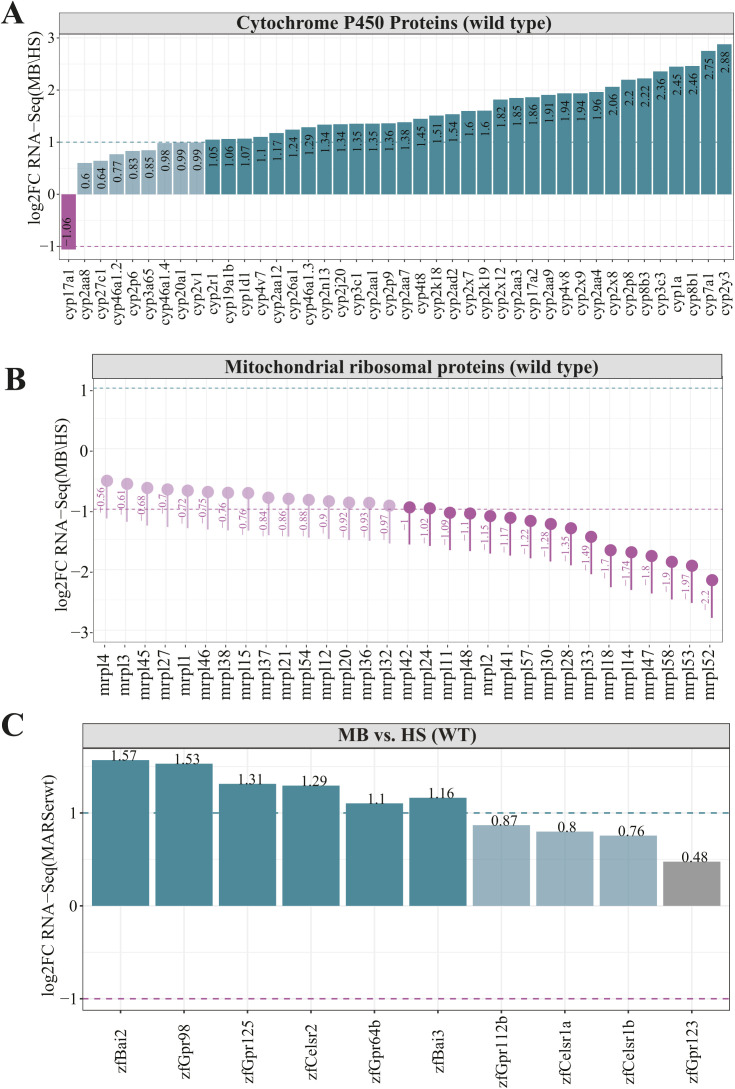
Gene family specific enrichment analysis for wild type fractions. **(A, B, C)** Analysis of gene enrichment for (A) cytochrome P450 Proteins, (B) mitochondrial ribosomal proteins and (C) G protein–coupled receptors with 7-transmembrane domains. The purple dashed line represents log_2_FC = −1 and the green dashed line represents log_2_FC = 1.

Finally, we noticed transcripts encoding mitochondrial ribosomal proteins to be entirely enriched in the HS fraction (Fig S5B). This is consistent with previous findings, showing that mitochondrial ribosomal proteins as soluble proteins are mainly synthetized in the cytosol and imported into mitochondrial matrix in their precursor form (Diehn et al, 2000).

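The genes of mitochondrial ribosomal proteins numbered 76, and 74 had a log2 enrichment below 0 in WT. The 2 above 0 reached at most 0.17 (*MRPS2*). The median was -0.71, with quartiles of -1.17 and -0.44, and the lowest value was -2.13 (*mrpl52*). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 34 were HS-enriched and 0 MB-enriched over all genes tested, and 44 and 0 adjusted over the list alone (47 at an unadjusted p under 0.05). Highly HS-enriched were 25 (odds ratio 4.09, two-sided Fisher's exact test, p = 1.88e-07). With single libraries left out, the number past the limit lay between 0 (without MB replicate 2, 45 unadjusted) and 67 (without HS replicate 1), and the median between -0.91 and -0.68. The adjusted p by camera was 9.11e-12 and that by fry 0.0495. Before the shift of all genes was taken off, the median with spike-in scaling was 1.70, so the HS enrichment is relative to the other genes.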

We further explored the properties of transcripts enriched in each fraction by comparing their lengths, particularly of their 5′ and 3′ UTR and coding sequences (CDSs). Surprisingly, CDSs of transcripts encoding mitochondrial proteins that were enriched in MB are two times longer (median = 1,288 nt) compared with the ones enriched in the HS fraction (median = 565 nt, *P* = 2.51 × 10^−11^, Wilcoxon rank sum test with continuity correction). This is also true to the same extent for ER transcripts (1,219 nt versus 607 nt, *P* = 3.23 × 10^−12^) and to a lower extent for other transcripts, as MB enriched CDSs are ∼30% longer than those for transcripts detected in HS fraction (*P* = 2.2 × 10^−16^, Wilcoxon rank sum test with continuity correction) (Fig 3D). Moreover, transcripts encoding mitochondrial and ER proteins that have been identified in the MB fraction had on average much longer 3′UTRs (median = 546 and 538 nt) with respect to the HS fraction–enriched transcripts (median = 209 and 183 nt, *P* = 5.24 × 10^−6^ and *P* = 2.32 × 10^−9^, respectively, Wilcoxon rank sum test with continuity correction). Whereas the length of 3′UTRs of other transcripts did not vary that much across fractions (*P* = 8.76 × 10^−5^, Wilcoxon rank sum test with continuity correction). Next, we investigated the evolutionary conservation of mitochondrial, ER, and other transcripts enriched in the MB and HS fractions using a 100-way vertebrate sequence alignment (Blanchette et al, 2004; Siepel et al, 2005). This analysis revealed that the enriched transcripts in the MB fraction, with exception to the ER ones, were highly conserved, whereas the ones present in the HS fraction were more rapidly evolving (Fig 3E). This is particularly true for transcripts encoding mitochondrial proteins and is consistent with previous findings, indicating that transcripts translated by mitochondrion-bound polysomes are in general much more evolutionary conserved (Marc et al, 2002; Margeot et al, 2005; Garcia et al, 2007). Our results also confirmed that all types (mitochondrial, ER, and other) of membrane associated transcripts were on average likely to encode proteins with transmembrane domains (58.8% versus 17.7%, 53.4% versus 16.1%, and 50.6% versus 9%) (Fig 3F). To investigate whether any other TMD containing proteins are also MB-enriched, we explored the enrichment of the G protein-coupled receptor (GPCR) superfamily that is the largest class of cell membrane receptors (Wess, 1998). All GPCRs contain 7-transmembrane domains (7 TM) of different phylogenetic origin that allows to divide them into nine different subgroups (Schiöth et al, 2010). Of 57 GPCR zebrafish genes identified by Harty et al (2015), only for 10 GPCRs we were able to assign statistically significant enrichment score. 

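The adhesion GPCRs were taken by symbol, 45 genes in the tables and 35 tested in WT. Above a log2 enrichment of 0 lay 30 and below 5. The values ran from -0.27 (*adgrg3*) to 1.76 (*adgrg4a*), with a median of 0.63. As called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 11 were MB-enriched over all genes tested, 8 highly and 3 moderately, and 12 adjusted over the list alone, whereas none was HS-enriched (15 passed at an unadjusted p under 0.05 on either side). The count was 23 without HS replicate 1 and 0 without MB replicate 2 (11 unadjusted). Camera gave an adjusted p of 0.000143.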

All of the detected GPCRs appeared MB-enriched, whereas six of them showed at least twofold MB enrichment (Fig S5C). No information about the subcellular localization was available for any of them.

Finally, to understand the mechanism driving the MB-enrichment, we analyzed the sequence of 3′UTR regions of mitochondrial transcripts detected in the MB fraction using Homer (Heinz et al, 2010) software. This analysis revealed the presence of 16 enriched sequence motifs (Fig S6A). One motif among them – AAATATCY, where Y in 60% of cases is substituted by T (Fig 3G) was clearly enriched. A motif (TAAATATATAC) (Fig S6B) resembling it was also detected in 3′UTR regions of MB enriched mitochondrial transcripts by the STREME – a recently developed software for motif discovery (Bailey, 2021). Interestingly, among known motifs similar to this one, STREME indicated the Puf3 protein binding motif (TGTAAATA) (Kershaw et al, 2015). Puf3 associates with the cytosolic surface of the OM and guides mRNAs to the mitochondrial surface through the recognition of the binding motif in yeast (Gerber et al, 2004). The motif comparison performed by Tomtom software (Gupta et al, 2007) revealed overlap of six nucleotides between motif sequences (Fig S6B). The FOXJ3—a human transcription factor was another motif detected as similar by the STREME software. These two motifs share eight nucleotides (Fig S6C). The presented motif was detected in 32.2% of analyzed transcript sequences with *P*-value = 7.53 × 10^−1^ and E-value = 2.3, although according to specified settings, STREME should only report the best motifs and those with E-value ≤ 0.05 (Fig S6A).

**Figure S6.**
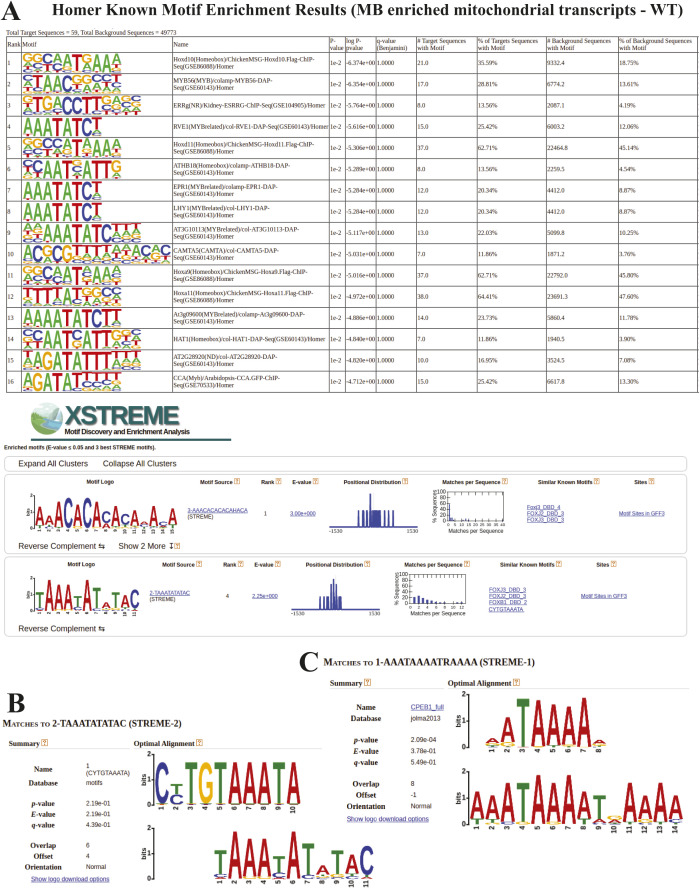
Sequence motif analysis for wild type fraction comparisons. **(A)** Sequence motifs predicted for mitochondrial genes enriched in the MB fraction (A) by the Homer and STRAME software. **(B, C)** Motif comparison with Tomtom software using (B) Puf3 protein binding and (C) a human transcription factor FOXJ3 motifs.

### Experimental validation of predicted subcellular locations

To validate the computationally predicted enrichment of mitochondrial mRNAs, qRT-PCR experiments using MB and HS fractions were performed. 

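In the sequencing data of WT, the highly enriched candidates *comtd1*, *slc16a1a*, and *cyb5r2* had log2 enrichments of 2.24 (SE 0.21), 1.94 (SE 0.46), and 1.43 (SE 0.46). The first rose from 4.14 ± 0.500 CPM in HS to 19.6 ± 2.18 CPM in MB (SD, n = 3 libraries each, adjusted p = 0.00472 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The second rose from 4.11 ± 1.52 to 15.9 ± 7.19 CPM (adjusted p = 0.0236 by the same test, 0.106 without MB replicate 3), and the third from 10.2 ± 4.76 to 27.5 ± 10.7 CPM. Of the moderate candidates, *rcn2* had 0.92 (SE 0.23, adjusted p = 0.0289 by the same test, 0.167 without MB replicate 3), from 2.95 CPM in HS to 5.61 CPM in MB. For *chpt1* it was 0.75 (SE 0.35, adjusted p = 0.151 by the same test), and its MB and HS libraries overlapped. Only the replicate block among the alternatives set before the data were examined brought *chpt1* past 0.05 (0.0218, over a range from 0.000203 to 0.882 for all alternatives). The pair of *abcb6* genes had 1.00 and 0.88. With each library left out in turn, *comtd1* stayed between 2.11 and 2.32, with an adjusted p of 0.0655 without MB replicate 3. Over all alternatives, the adjusted p ran up to 0.598 for *comtd1*, 0.659 for *slc16a1a*, and 0.814 for *rcn2*.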

For the validation of MB enriched mitochondrial transcripts (Fig 4A), three candidates from highly enriched category and three from moderately enriched category were selected (Fig 4B). For all selected genes (*comtd1*, *slc16a1a*, *cyb5r2*, *abcb6a*, *rcn2*, and *chpt1*), we were able to confirm their enrichment in the membrane-bound fraction. As expected, *mt-atp8* encoded by the mitochondrial genome has also shown substantial MB enrichment. 

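Log2 enrichments of the genes shown in Fig. 4C were as follows in WT. The mitoribosomal genes *mrpl52*, *mrps33*, and *mrpl32* had -2.13 (SE 0.19), -1.77 (SE 0.28), and -0.90 (SE 0.19), with adjusted p = 0.00472, 0.00827, and 0.0174 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the Mia40 substrates, *coa6* had -1.83 (SE 0.23) and *timm9* -1.38 (SE 0.25), with adjusted p = 0.00575 and 0.0123 by the same test. The third substrate, *ndufa8*, had -0.77 (SE 0.30, adjusted p = 0.0933; 3.33e-05 to 0.838 over its alternatives). Among the remaining genes, *tomm6* had -1.35 (SE 0.22, adjusted p = 0.00941), *tomm7* -1.03 (SE 0.34, adjusted p = 0.0637), and *mcur1* -0.71 (SE 0.47, adjusted p = 0.280) by the same test. These uncalled genes depended on HS replicate 1. Without it, *ndufa8*, *tomm7*, and *mcur1* had -1.04, -1.34, and -1.11, with adjusted p = 0.000719, 0.000515, and 0.00253. The genes that passed did so in each fit that left out 1 library except those without MB replicate 2 or 3 (up to 0.0922) and, for *mrpl32*, HS replicate 2. Over all alternatives, the highest adjusted p of these genes lay between 0.604 (*mrpl52*) and 0.829 (*mrpl32*), so they too lost their calls in some.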

For the validation of genes enriched in the HS fraction (Fig 4C), we selected candidates encoding different classes of mitochondrial proteins such as Mia40 substrates, tail-anchored (TA) and mitoribosomal proteins. The qRT-PCR results showed that mRNAs encoding mitochondrial ribosomal proteins, Mia40 substrates and TA mitochondrial proteins are enriched in the HS fraction (Fig 4D). Therefore, in all cases, the qRT-PCR results were in the agreement with the RNA-seq data (Fig 4A and C).

**Figure 4.**
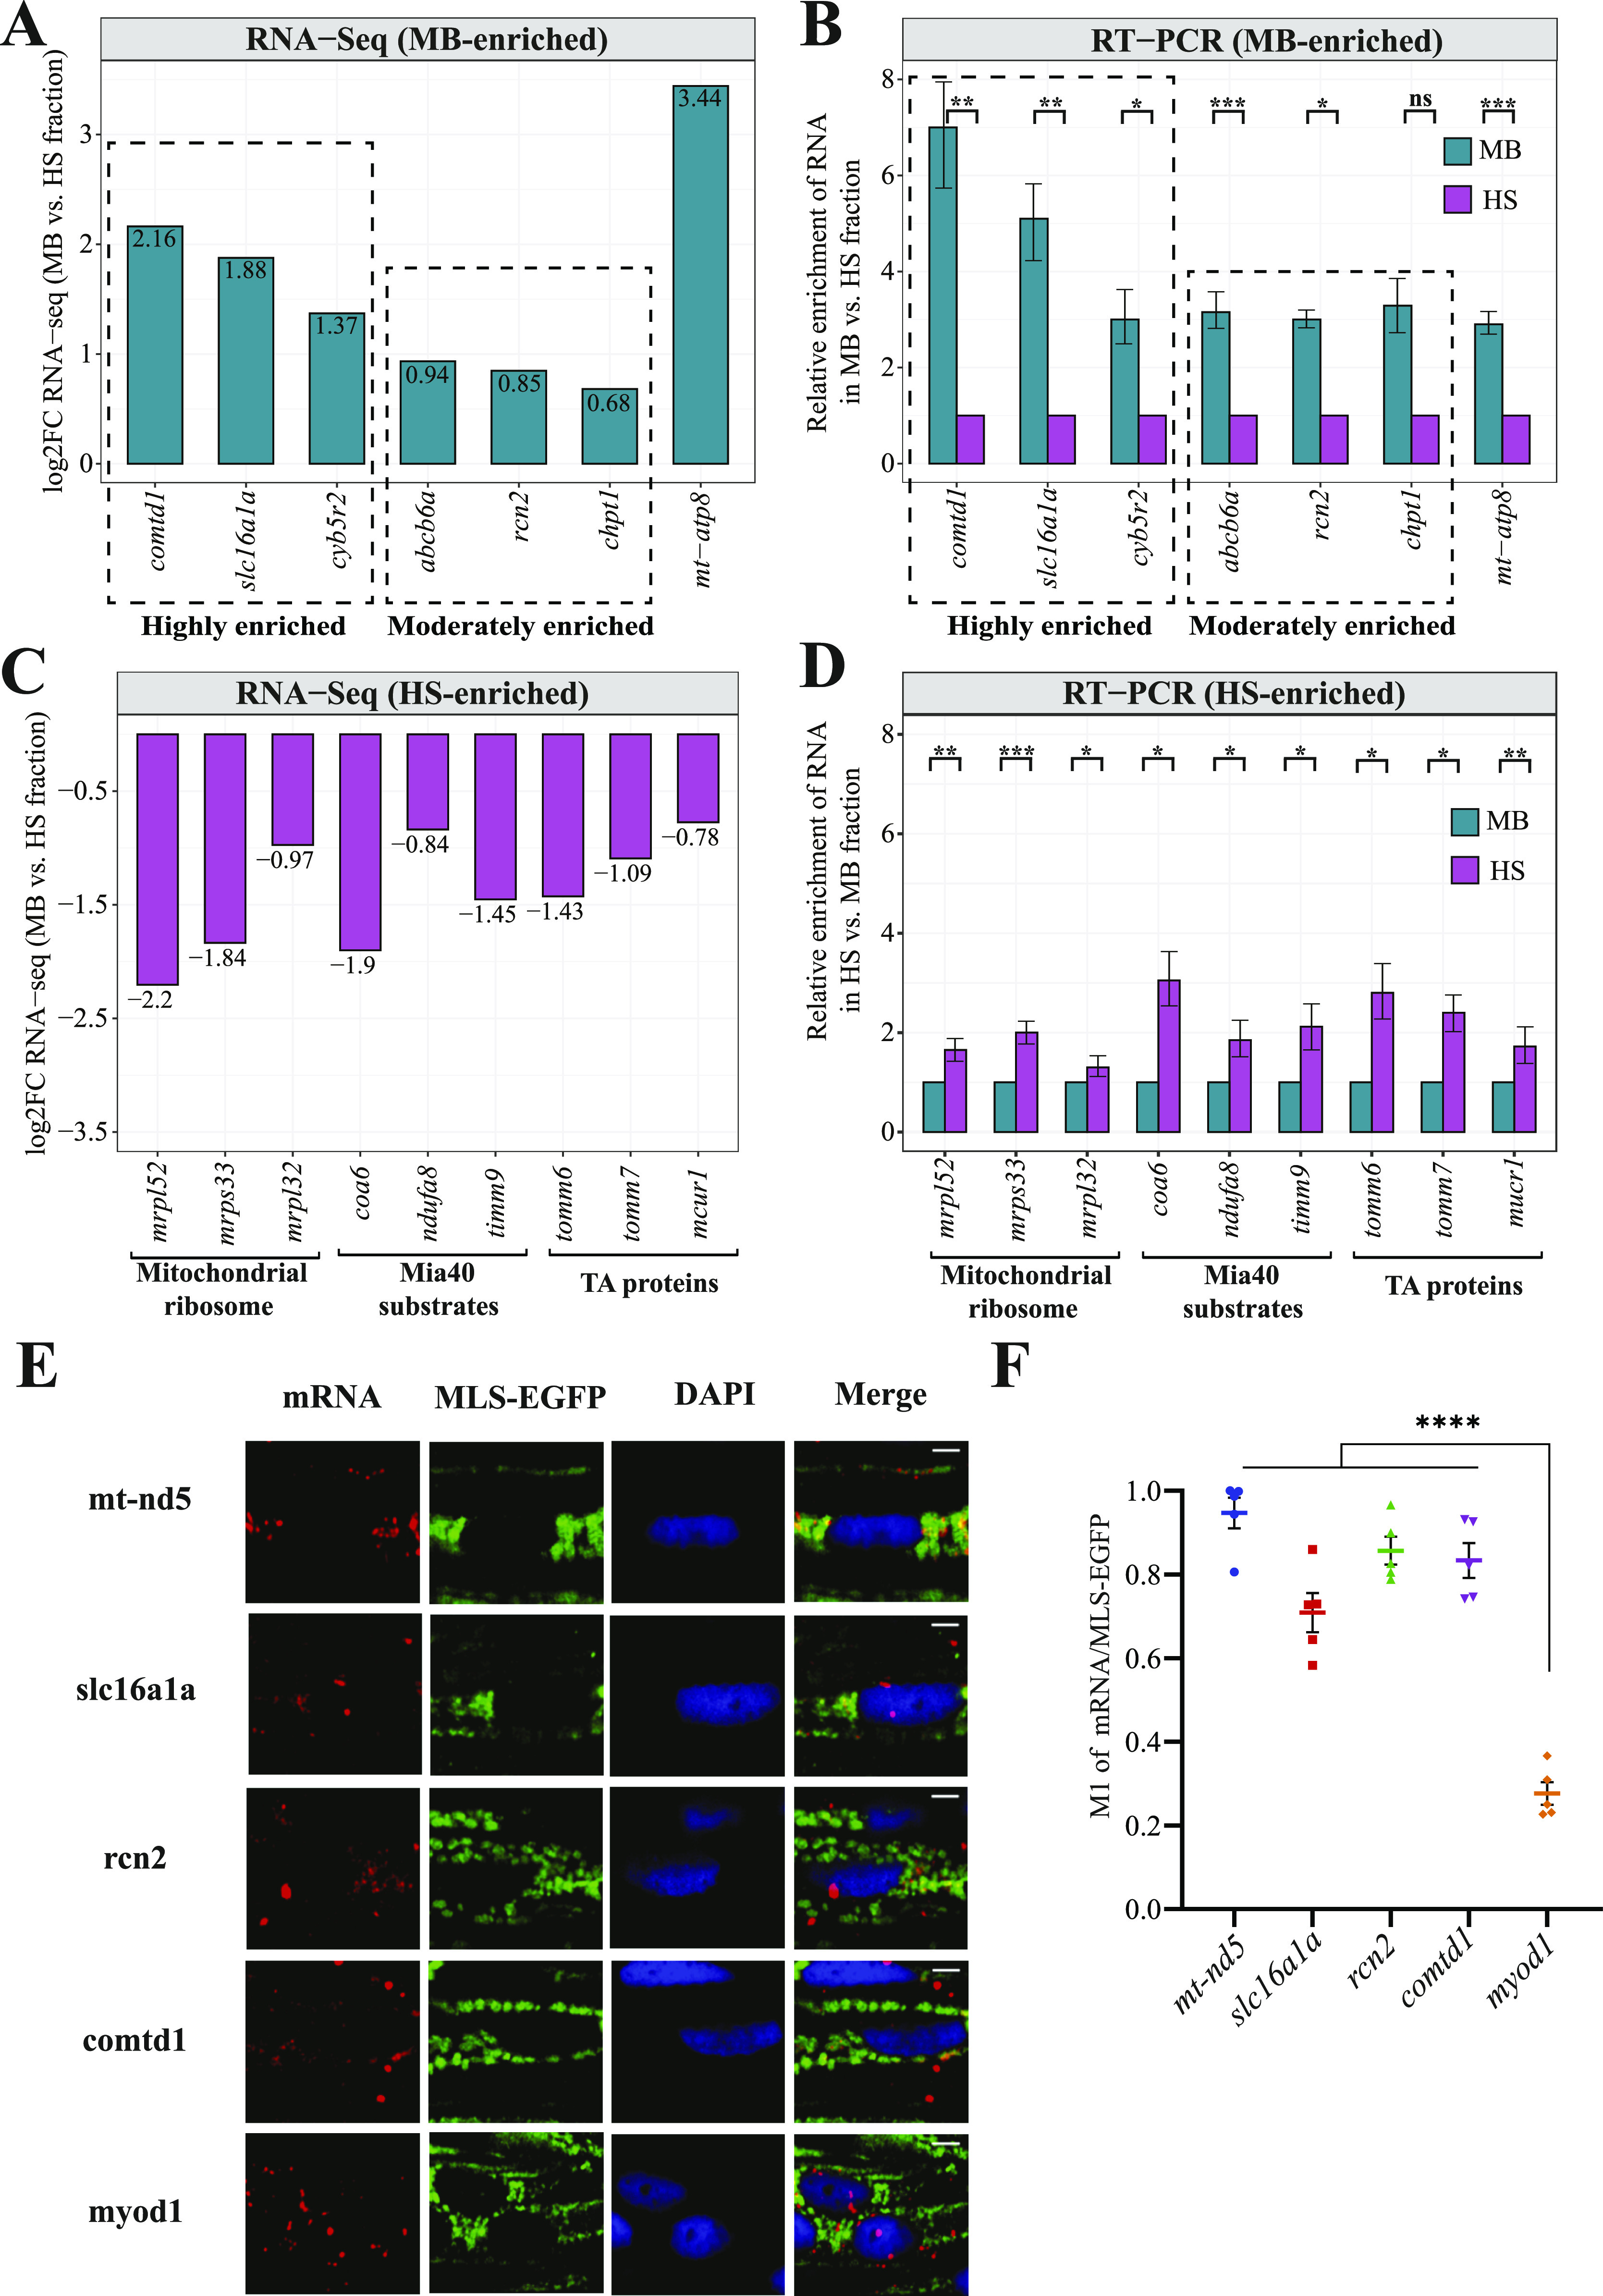
Experimental validation of computationally predicted gene enrichments. **(A)** Bar plot showing the log_2_ gene enrichments for the MB fraction-enriched MitoCarta 2.0 genes detected as highly and moderately enriched. **(B)** qRT-PCR validation of MB fraction-enriched MitoCarta 2.0 genes. **(C)** Log_2_ gene enrichments for the HS fraction-enriched MitoCarta 2.0 genes encoding mitochondrial ribosomal proteins, Mia40 substrates and TA proteins. **(D)** qRT-PCR validation of genes enriched in the HS fraction. Relative enrichment of genes in MB with respect to HS upon normalization with ERCC-00096 is shown. Data derived from three biological replicates. Error bars correspond to SEM; *P* < 0.05 (*), *P* < 0.01 (**), *P* < 0.001 (***), and *P* < 0.0001 (****) by unpaired *t* test. **(E)** Fluorescent in-situ hybridization of selected candidates by RNAscope on whole mount 5 days post fertilization zebrafish larvae. mRNAs are probed by specific RNAscope probes (red) and mitochondria are stained with anti-GFP antibody (green). Yellow in the merged image indicates co-localization of mRNAs on MLS-EGFP tagged mitochondria. Scale = 5 μm. **(F)** Analysis of co-localization of MB fraction-enriched MitoCarta 2.0 mRNAs with mitochondria. M1 indicates Mander’s co-localization co-efficient of mRNA fraction co-localized on mitochondria harboring MLS-EGFP. The difference between *myod1* negative control and mRNA candidates were analyzed by unpaired *t* test. Error bars correspond to SEM and data derived from five region of interests originating from three experiments (*n* = 5); *P* < 0.0001 (****).

To prove that MB enriched mitochondrial transcripts are actually present on the surface of mitochondria in vivo, we performed fluorescent in-situ hybridization by RNAscope technique (Wang et al, 2012a; Gross-Thebing et al, 2014). We selected three MB fraction enriched genes—*rcn2*, *slc16a1a*, and *comtd1*, which are zebrafish orthologues of human genes present in MitoCarta 2.0 gene set (Calvo et al, 2016). The transcripts of *rcn2* and *slc16a1a* have been recently reported by high-throughput APEX-seq study to be associated with OMM in human cells (Fazal et al, 2019). Proteins encoded by these three genes were also shown to be localizing to mitochondria by numerous studies (Brooks et al, 1999; Dubouchaud et al, 2000; Hashimoto et al, 2005, 2006; Hung et al, 2014; Nuebel et al, 2016). As expected, the mtDNA-encoded mRNA, *mt-nd5*, presented the highest co-localization with mitochondria (Fig 4E and F). Transcripts of three genes *rcn2*, *slc16a1a*, and *comtd1* enriched in the MB fraction also displayed high mitochondrial localization. In contrast, *myod1* mRNA, which was not enriched in the MB fraction according to our analysis, presented a cytosolic distribution and the lowest co-localization with mitochondria. Therefore, our RNAscope results indicate that the transcripts of nuclear-encoded mitochondrial genes enriched in MB fraction show high degree of localization on the mitochondrial surface in zebrafish.

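In the WT libraries, *myod1* had 7.03 ± 2.07 CPM in MB and 13.3 ± 6.80 CPM in HS (SD, n = 3 libraries each). Its log2 enrichment was -0.92 (SE 0.46, adjusted p = 0.170 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the libraries of the fractions overlapped. Without HS replicate 1 it was -1.29 (adjusted p = 0.00550), and the replicate block gave 0.0425 (6.75e-05 to 0.822 over the alternatives). For *mt-nd5* the log2 enrichment was 2.91 (SE 0.29, adjusted p = 0.00472 by the same test, 0.0655 without MB replicate 3), with 6086 CPM in MB and 809.6 CPM in HS.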

### Transcriptome changes triggered by the *chchd4a*^*−/−*^ mutation

Deficiency in any mitochondrial import machinery results in the accumulation of mitochondrial precursor proteins in the cytosol that triggers the defensive response (Wrobel et al, 2015). Cells protect themselves against defects in mitochondrial biogenesis by both inhibiting protein synthesis and activating the proteasome that performs cellular protein clearance. Because proteasomal activity is regulated by the quantity of mis-localized mitochondria-destined precursor proteins, we hypothesize that defects in the mitochondrial import pathway could alter the localization of mRNAs and translation of nuclear-encoded mitochondrial proteins at the surface of mitochondria to reduce the number of over-accumulated precursor proteins in the cytosol.

To explore this hypothesis, we took advantage of *chchd4a*^−/−^ zebrafish mutant line, in which the import of mitochondrial proteins into IMS was disrupted (Sokol et al, 2018). Mutation in *chchd4a* triggers a glycolytic phenotype in zebrafish, leading to starvation and death starting at 10 days post fertilization (dpf). To examine in details the stress response caused by *chchd4a*^*−/−*^ mutation, we re-analyzed the RNA sequencing data from our previous study, where we directly compared *chchd4a*^*−/−*^ to the WT 5 dpf zebrafish samples (Sokol et al, 2018). In total, the differential analysis showed expression changes for 217 genes (FDR 5%; log_2_FC ± 0.9) with 110 and 107 being up- and down-regulated, respectively (Fig 5A). In general, we observed increased expression of genes involved in amino acid activation and protein refolding (*hsp70*, *hspd1*, *hspa9*, and *hspa5*) (Fig 5B). Interestingly, we also noticed four genes from the one-carbon pathway (*shmt2*, *mthfd2*, *aldh1l2*, and *mthfd1l*), whose proteins are known to localize to mitochondria, to be up-regulated by *chchd4a*^*−/−*^ mutation (Fig 5C). We previously observed elevated expression of these genes also at the protein level upon *chchd4a*^*−/−*^ mutation (Sokol et al, 2018). It has been shown that the one-carbon metabolism can produce mitochondrial NADH under conditions of stress, when the TCA cycle affected by the cell conditions loses its capacity (Ducker & Rabinowitz, 2017). Together with the increased expression of genes encoding mitochondrial and cytoplasmic one-carbon pathway enzymes, we also observed transcriptional activation of serine metabolism, in particular L-serine biosynthetic process (*phgdh* and *psat1*). This is in line with previous observations showing that serine is driving the NADH production via one-carbon metabolism and that various stress responses can increase the transcription of enzymes involved in serine biosynthesis (Zhao et al, 2016; Zhou et al, 2017). Increased transcription of one-carbon metabolism genes suggests a change in the way NADH is produced in the cell. As disruption of mitochondrial functions leads to widespread consequences, we also observed expression changes for genes involved in several metabolic pathways such as proteolysis and cholesterol biosynthetic processes. As previously described *chchd4a*^*−/−*^ mutation leads to pancreatic insufficiency due to reduced expression of various digestive enzymes and their precursors, which affect the overall development of pancreas and results in inability of *chchd4a*^*−/−*^ mutants to digest and absorb proteins (Sokol et al, 2018). Whereas, the current analysis revealed an additional link between *chchd4a*^*−/−*^ mediated mitochondrial insufficiency and the up-regulation of cholesterol biosynthesis. Mitochondrial dysfunction has been previously shown to be associated with increased accumulation of cholesterol in the cell, as mitochondria play a key role in cholesterol metabolism (Martin et al, 2016). Moreover, sterols are crucial for mitochondrial retrograde signalling, which determines the way mitochondria contact with the rest of the cell (Kulig et al, 2016). As a consequence cholesterol synthesis is strictly regulated by the ER, in particular its membrane proteins possessing the ability to sense cholesterol levels (Goldstein et al, 2006). Impairing mitochondrial functions disrupts retrograde signalling, which in turns affects the distribution of free cholesterol in the cell and finally the ability of ER proteins to properly sense sterol levels. Elevated cholesterol levels have been shown to down-regulate mevalonate pathway genes, reducing the biosynthesis of endogenous cholesterol and as a result disrupting the final metabolic outcome of this pathway (Wall et al, 2022). Interestingly, one of the up-regulated genes upon *chchd4a*^*−/−*^ mutation is *hmgcs1* encoding a key enzyme in the mevalonate pathway. Recently, *HMGCS1*, its human orthologue, has been shown to activate unfolded protein response components (ATF4, XBP1, and ATF6) and protect mitochondria and ER from the damage under proteostatic stress (Zhou et al, 2021). Increased cholesterol biosynthesis can also act as a compensatory mechanism reducing redox stress by consuming elevated NAD(P)H levels in the cell (Schirris et al, 2021).

**Figure 5.**
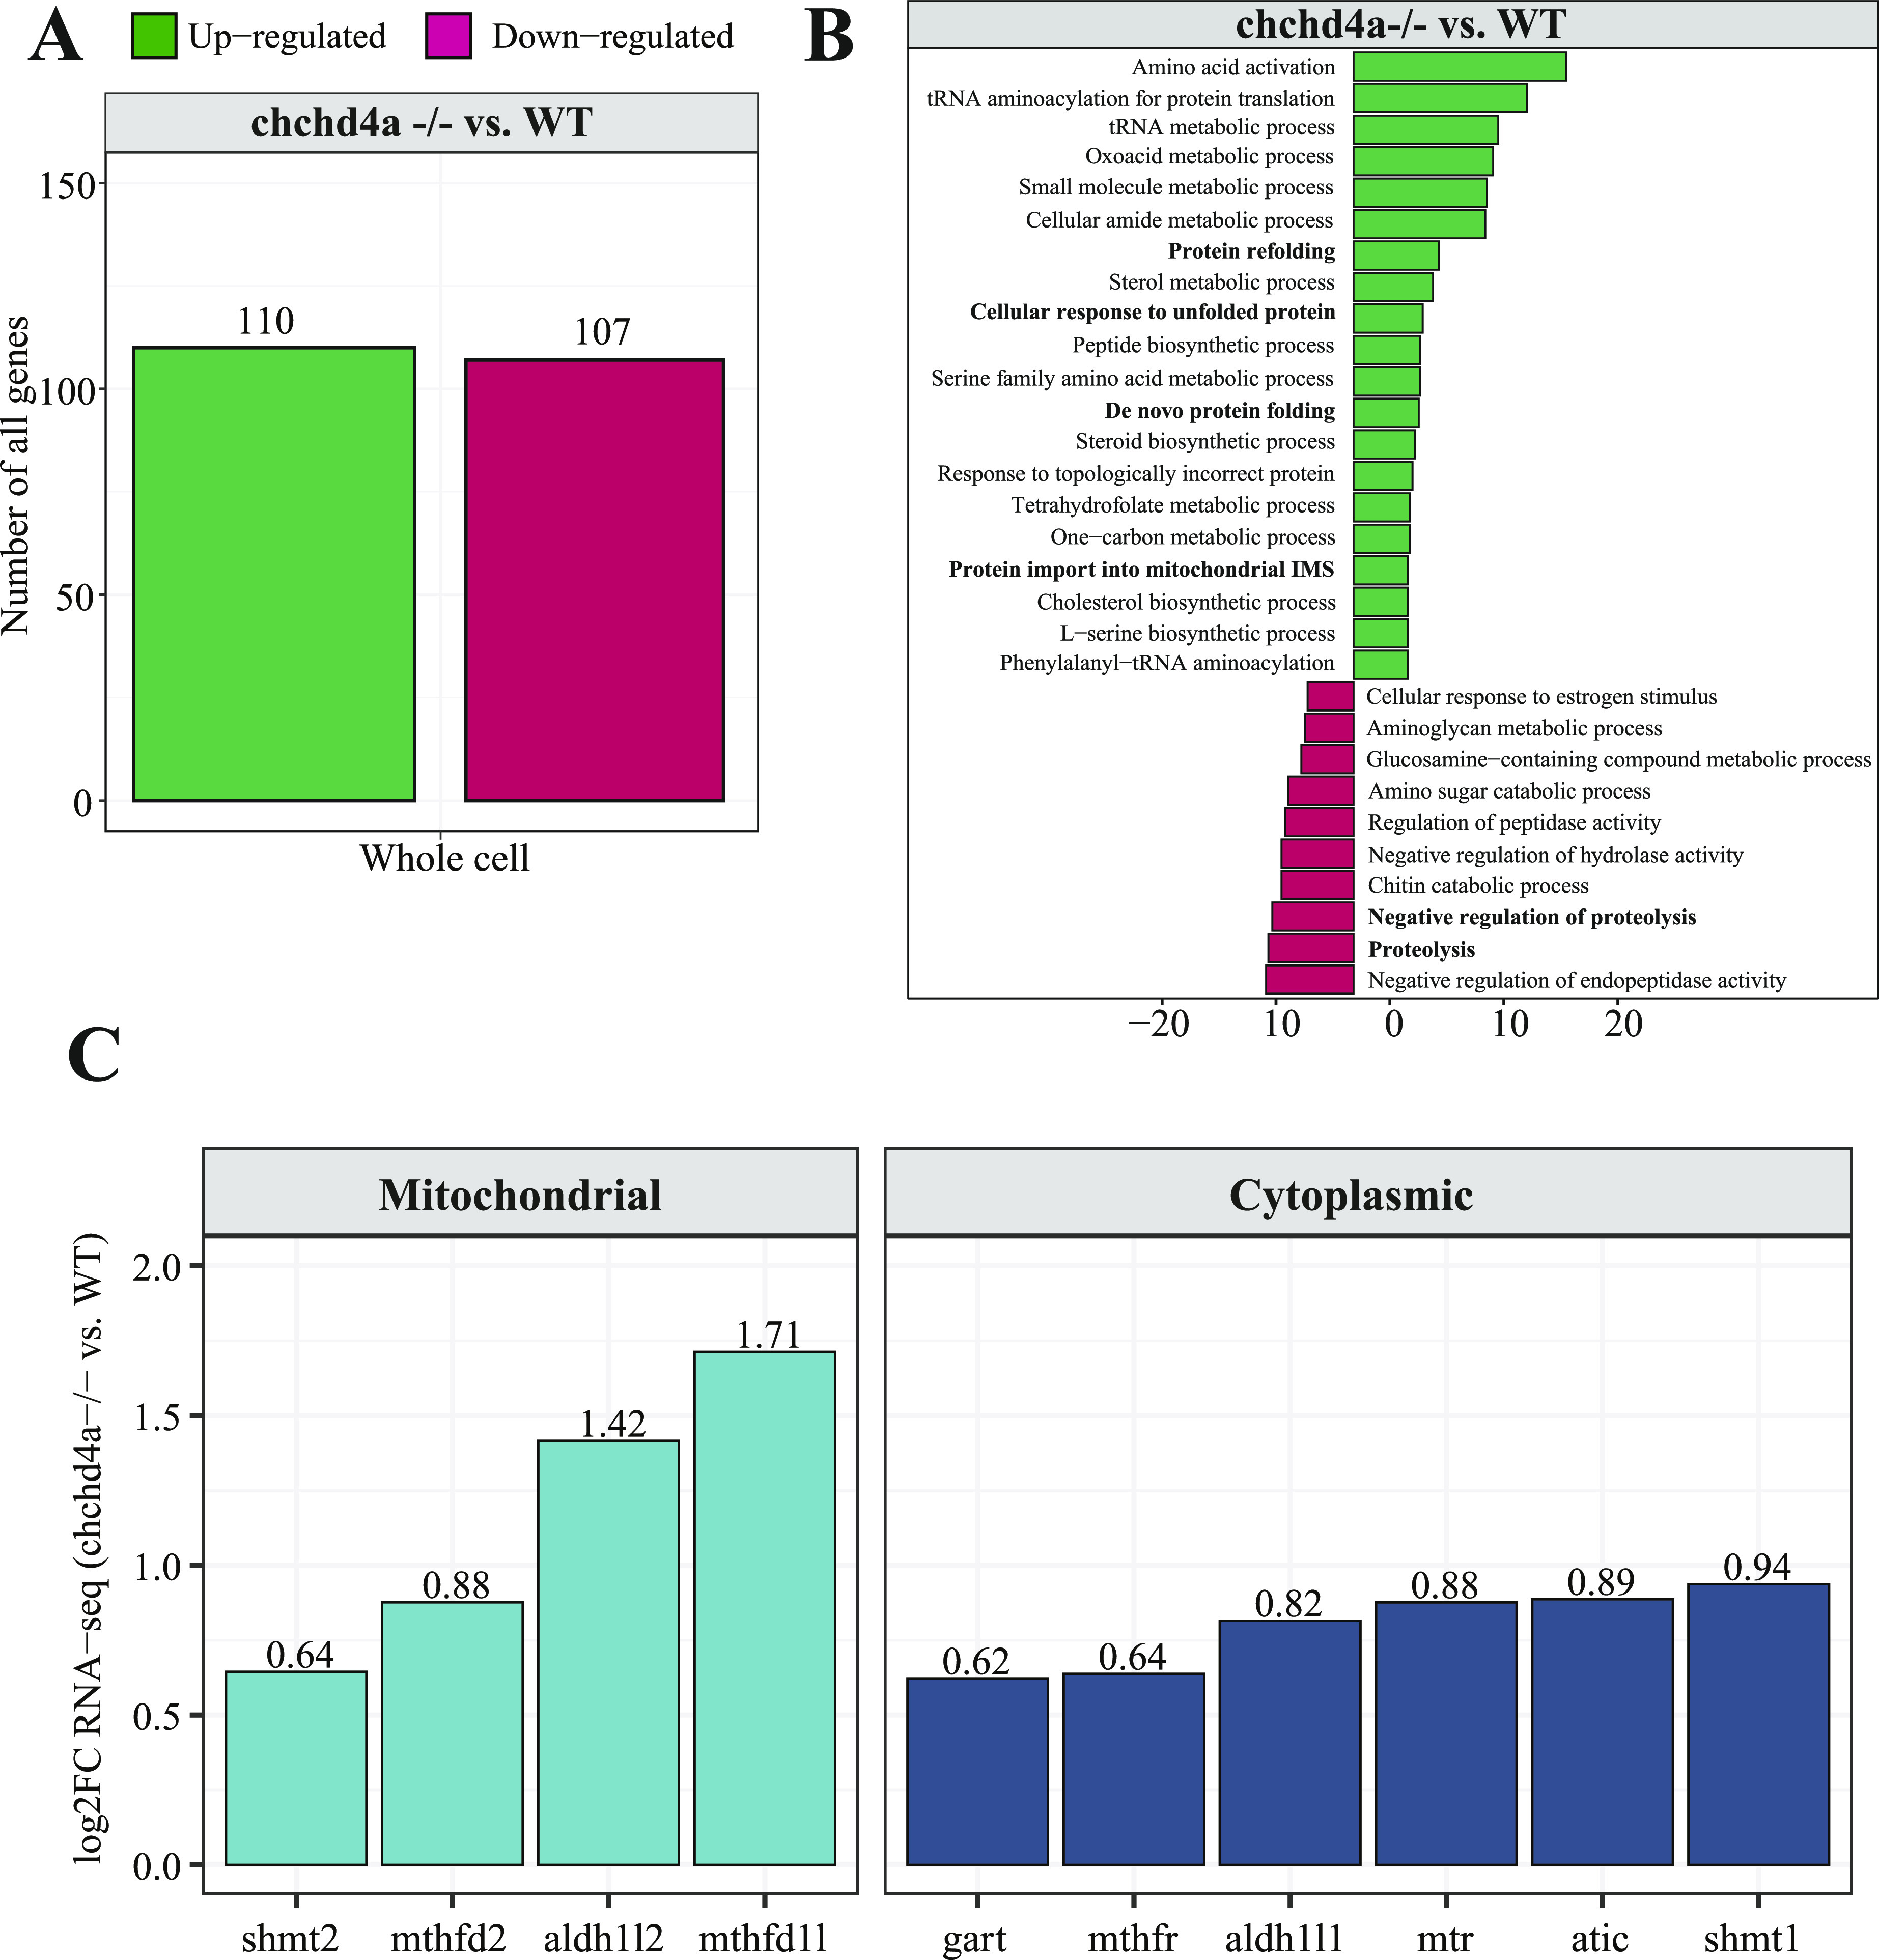
Transcriptome changes triggered by *chchd4a*^*−/−*^ mutation. **(A)** Numbers of differentially expressed genes between whole unfractionated *chchd4a*^*−/−*^ and WT samples. **(B)** KEGG enrichment analysis for differentially expressed genes for the whole unfractionated samples. **(C)** Bar plot showing expression changes of one-carbon genes encoding cytoplasmic (dark blue) and mitochondrial enzymes (light blue).

### Dynamics of transcript subcellular localization under mitochondrial stress conditions

To explore the impact of *chchd4a*^−/−^ mutation on the subcellular localization of nuclear-encoded mitochondrial transcripts, we obtained MB and HS fractions via biochemical fractionation from 5 dpf *chchd4a*^−/−^ zebrafish larvae (Fig S7). 

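The larvae were selected as *chchd4a*-/- by their GFP pattern at 4 dpf and fractionated at 5 dpf in the same way as WT. Transcripts of the mutated gene were still present. *chchd4a* had 7.12, 8.21, and 8.62 CPM in MB replicates 1, 2, and 3 of the mutant and 4.25, 4.91, and 5.08 CPM in those of WT. In HS it had 18.8, 13.0, and 29.2 CPM in the mutant and 3.51, 11.2, and 11.6 CPM in WT. These CPM were scaled within each genotype, so single libraries cannot be ranked across genotypes by them. Reads of *chchd4a* were present in every mutant library, so its read level does not tell a loss of function. Between genotypes, the log2 fold change (mutant over WT) was 0.98 in HS (SE 0.39, n = 3 libraries each, adjusted p = 0.0938 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.57 in MB (adjusted p = 0.679 by the same test). It passed in HS in 1 of the 12 fits that left out a library (lowest adjusted p = 0.0497). The log2 enrichment of *chchd4a* was -1.35 in the mutant (SE 0.29, adjusted p = 0.00756) and -0.89 in WT (SE 0.43, adjusted p = 0.157), by the same test within each genotype, and the difference between these was not past the limit (-0.40, adjusted p = 0.788). Without WT HS replicate 1, the WT value was -1.26 (adjusted p = 0.000845).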

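The mutant has 3 libraries per fraction, prepared and counted like those of WT. The genes summed to 60808132, 80520377, and 76192927 counts in HS replicates 1, 2, and 3 (median 76192927) and to 45621537, 90799693, and 86825957 in MB (median 86825957). Spike-ins made up 5.45% ± 2.56 of all counts in HS and 2.35% ± 0.511 in MB (SD, n = 3 libraries each). The filter left 23854 genes for the comparison of MB with HS in the mutant, and 23452 genes for the fit of all 12 libraries, from which differences between genotypes were taken. The libraries of each genotype come from its own larvae, and no batch is given for them, so a batch that goes with genotype could not be separated from it. The common dispersion was 0.0718 in the mutant. In log2 CPM across genes, the HS libraries correlated at 0.955 to 0.978 and the MB libraries at 0.982 to 0.986. In simulated counts, again with log2 changes of 2 or 3 in size, 198 of 200 changed genes were called in the mutant. False calls made up 7.04% of all calls. For a difference in enrichment between genotypes, 150 of 200 were called. Smaller differences, such as the family medians between genotypes given below, were not simulated.

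**Figure D2:**
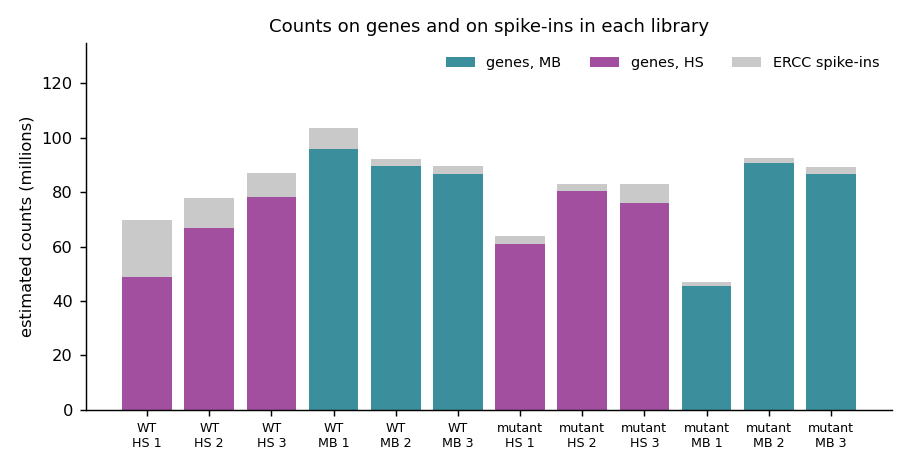
Counts summed over genes and over ERCC spike-ins in each of the 12 libraries. The spike-in share is highest in WT HS replicate 1, at 30.0%.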

Next, we isolated polyadenylated RNA from each fraction and performed RNA-seq. We followed the same data analysis steps, in which we directly compared the MB with the HS and assigned genes to each fraction based on their enrichment (FDR 5%; log_2_FC <=> ±1). 

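Over the 23854 genes tested in the mutant, the log2 enrichment again formed a single peak. Its fullest interval of 0.25 lay just below 0, with 2510 genes. The median was -0.01, the quartiles were -0.65 and 0.62, and 90% of the genes lay between -1.69 and 1.49. Within 0.5 of 0 in either direction were 9573 genes (40.1%). An adjusted p of at most 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was reached by 8843 genes, of which 5 lay within 0.5 of 0, and 11662 had an unadjusted p under 0.05.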

Again, we noticed two populations of genes either enriched in the MB or HS fraction (Fig S8A). No major changes in the number of detected genes in *chchd4a*^−/−^ compared with WT samples were observed, except for the MB fraction, in which the number of enriched genes increased by almost a 1,000 (Fig S8B). 

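In the mutant, 2810 genes were highly enriched in MB and 3301 in HS, and 1250 and 1477 moderately, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The share of MB among the highly enriched genes was 46.0%. It rose to 91.8% when libraries were scaled by their totals, which shifted the median of all genes by 0.82, and to 99.8% with the spike-ins, a shift of 1.94. With single libraries left out, the highly enriched genes ranged from 1466 (without mutant HS replicate 1) to 4255 (without mutant HS replicate 2) in MB, and from 2216 (without mutant MB replicate 2) to 3665 in HS. The moderately enriched genes ranged from 255 (without mutant HS replicate 1) to 1586 in MB and from 221 (without mutant MB replicate 1) to 2270 in HS. With the replicate block, the moderate counts were 2432 and 2504. By the same rule as in WT, 5 genes per side were the most changed in the mutant. In MB these were *si:ch1073-13h15.3* (4.08, SE 0.57), *lct* (3.26, SE 0.34), ENSDARG00000112287 (3.19, SE 0.28), ENSDARG00000068586 (3.01, SE 0.35), and *CABZ01088484.1* (3.01, SE 0.58). In HS these were ENSDARG00000094104 (-4.57, SE 0.74), *si:dkey-7c18.24* (-4.10, SE 0.69), ENSDARG00000096639 (-4.07, SE 0.44), *cyt1l* (-3.98, SE 0.46), and *actc1a* (-8.40, SE 1.95). The size of the last rests on HS replicate 3, with 43.5 CPM against 0.901 and 0.281 in HS replicates 1 and 2, and without it the value was -3.75. It lost its call without mutant MB replicate 2 (adjusted p = 0.0525). Whether the enrichment of a gene differs between genotypes was tested in the fit of all 12 libraries. No gene passed (lowest adjusted p = 0.0560 by the same test), and 3374 had an unadjusted p under 0.05. DESeq2 gave 575 genes with a higher and 235 with a lower log2 enrichment in the mutant, and the replicate block 691 and 105. The count of 0 rose to 12 higher and 2 lower without WT HS replicate 1.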

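Each of the 13 protein-coding genes of the mitochondrial genome had a lower log2 enrichment in the mutant than in WT. The median was 1.26 in the mutant, and 12 of the 13 lay above 0. When tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7 were MB-enriched over all genes tested and 10 adjusted over the list alone. The number over all genes was 3 without mutant HS replicate 1 (6 at an unadjusted p under 0.05 and MB-enriched) and 10 without mutant HS replicate 2. The log2 enrichment in the mutant was -0.50 for *mt-nd3* (SE 0.38, adjusted p = 0.322), 0.52 for *mt-nd6* (SE 0.32, adjusted p = 0.224), and 0.53 for *mt-atp6* (SE 0.41, adjusted p = 0.321), by the same test. The difference in log2 enrichment between genotypes was -2.15 (SE 0.52), -1.34 (SE 0.40), and -2.10 (SE 0.52) for these genes. Their adjusted p were 0.176, 0.196, and 0.176 by the same test, so none passed over all genes, although the unadjusted p were 0.00112, 0.00544, and 0.00145. Adjusted over the list alone, 10 of the 13 passed, the same number as at an unadjusted p under 0.05. DESeq2 called *mt-nd3* (adjusted p = 0.00805) and *mt-atp6* (0.00823) over all genes. The smallest difference was that of *mt-nd5* (-0.35) and the median -1.34, which camera set apart from other genes (adjusted p = 1.51e-08) and neither fry nor an estimated correlation did. The genes took 6.84% ± 2.33 of the gene counts in mutant MB and 1.43% ± 0.380 in mutant HS (SD, n = 3 libraries each).

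**Figure D3:**
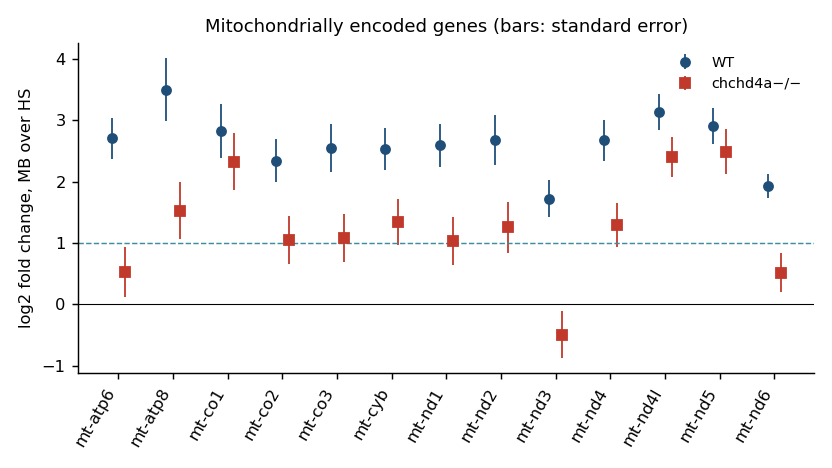
Log2 enrichment (MB over HS) of the 13 protein-coding genes of the mitochondrial genome in WT and in the mutant, with the SE as error bars (n = 3 libraries per fraction and genotype). The mutant value is the lower of the pair for each gene.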

We also noticed that the *chchd4a*^−/−^ mutation affected the enrichment of mitochondrially encoded genes in the MB fraction, particularly for three genes: *mt−nd3*, *mt−nd6*, and *mt−atp6* (Fig S8C). To determine the function of genes identified in each fraction, we performed a GO and KEGG enrichment analysis. We did not notice any specific changes in the GO enrichment analysis in either “biological process” or “cellular component” searches (Fig S8D and E). However, the KEGG analysis revealed further enrichment of genes involved in the OXPHOS, together with genes encoding cytosolic and mitochondrial ribosomal proteins in the HS fraction compared with WT (Fig S8F). In contrast, genes detected in the MB fraction were mainly enriched in general KEGG terms, including lysosome, sphingolipid metabolism, or ECM−receptor interaction. 

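Among 94 nuclear genes of OXPHOS subunits, 88 had a log2 enrichment below 0 in the mutant, with a median of -1.46. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 77 were HS-enriched over all genes tested and 79 adjusted over the list alone, and 67 of these were highly enriched (odds ratio 15.7, two-sided Fisher's exact test, p = 8.93e-37). All 75 genes of cytosolic ribosomal proteins were highly HS-enriched in the mutant, with a median of -2.18. Of 76 genes of mitochondrial ribosomal proteins, all lay below 0 (median -1.17), 60 were HS-enriched over all genes tested and 67 adjusted over the list alone. Leaving out mutant MB replicate 1 gave 40 such genes. The log2 enrichment was lower in the mutant than in WT for 89 of 94 OXPHOS, 75 of 75 cytosolic, and 67 of 76 mitochondrial ribosomal genes, against 13894 of all 23452 genes. The difference between genotypes, from the fit of all 12 libraries, had a median of -0.34 for the OXPHOS, -0.93 for the cytosolic, and -0.35 for the mitochondrial ribosomal genes, where that of all genes was -0.07. No single gene of these passed over all genes tested; 9, 42, and 8 had an unadjusted p under 0.05. The sets passed by camera (adjusted p = 6.96e-05, 5.55e-20, and 0.000423). In the genotype difference, camera called 8 of the 22 families, and fry and the estimated correlation none. Without mutant HS replicate 3, the medians of the OXPHOS and mitochondrial ribosomal genes were -0.11 and -0.15 and neither set passed (adjusted p = 0.285 and 0.392).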

Similar to the analysis strategy for the WT, we again tested our gene lists against a merged set of zebrafish orthologues for genes in MitoCarta 2.0 (Calvo et al, 2016) and IMPI inventories. Indeed, we observed an increased presence of nuclear-encoded mitochondrial genes in the HS fraction for both highly and moderately enriched categories, whereas in the MB, there is a slight increase in the number of mitochondrial transcripts in the highly enriched category of *chchd4a*−/− mutants as compared with WT (Fig 6A). This was also clearly seen in the distribution of enrichment values for specific mitochondrial compartments (Fig 6B) by a noticeable shift towards HS fraction for genes from all the mitochondrial sub-localizations. 

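The list of nuclear mitochondrial genes made here gave 14 highly and 8 moderately MB-enriched genes in the mutant, and 187 highly and 53 moderately HS-enriched genes. As called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 240 of 417 genes were thus HS-enriched over all genes tested and 256 adjusted over the list alone. Highly HS-enriched genes had an odds ratio of 5.31 against all other tested genes. With single libraries left out, the highly enriched numbers lay between 7 (without mutant HS replicate 1) and 19 in MB and between 152 and 206 in HS. The moderately enriched ones lay between 1 and 14 in MB and between 11 and 64 in HS, both lowest without mutant MB replicate 1 and highest without mutant HS replicate 2. For the ER genes, the numbers in the mutant were 86 highly and 38 moderately MB-enriched and 74 highly and 16 moderately HS-enriched. Without mutant HS replicate 1, the MB numbers were 48 and 12, and without mutant MB replicate 1 the moderate HS number was 0.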

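The median log2 enrichment of the 417 mitochondrial genes was -0.85 in the mutant. It was lower than in WT for 328 genes and higher for 89. From the fit of all 12 libraries, the median difference between genotypes was -0.30 (adjusted p = 0.000956 by camera over 22 families), and no gene passed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (52 at an unadjusted p under 0.05). The difference shrank to -0.12 without WT HS replicate 1 (adjusted p = 0.379 by camera). It stayed below 0 relative to all genes under each scaling, and with the spike-ins it was -0.10 and not past the limit. For the translocases of both membranes the median was -1.00 in the mutant, and the difference between genotypes was -0.43 (adjusted p = 0.0251 by camera), with no call when libraries were scaled by totals (-0.40, 0.0778) or spike-ins (-0.11, 0.115) relative to all genes. For the citrate cycle the median was -0.62 and the difference -0.23 (adjusted p = 0.148 by camera), with 10 of 19 genes HS-enriched in the mutant, 6 without mutant MB replicate 1. Within each fraction, mutant over WT, the median of the mitochondrial genes was 0.43 in HS and 0.12 in MB.

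**Figure D4:**
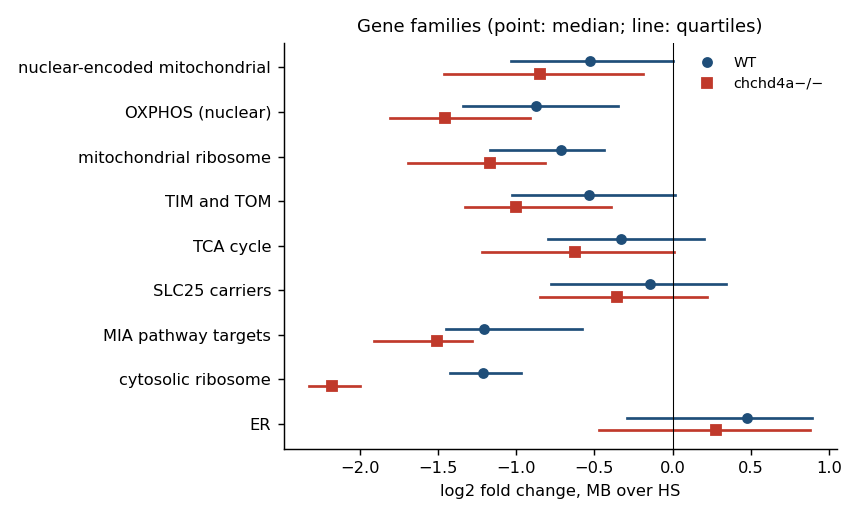
Median log2 enrichment (MB over HS) of 9 gene families in WT and in the mutant, with lines from the first to the third quartile of the genes. For the mitochondrial genes, the median is -0.53 in WT and -0.85 in the mutant.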

To understand if this shift was directly caused by the *chchd4a*^−/−^ mutation, we investigated the enrichment of MIA pathway targets. This analysis confirmed that the *chchd4a*^−/−^ mutation, indeed, enhanced the HS fraction enrichment for almost all of analyzed MIA pathway targets (Fig 6C).

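Of the 30 MIA pathway targets, 29 had a log2 enrichment below 0 in the mutant, with a median of -1.51. When tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 28 were HS-enriched over all genes tested and 29 adjusted over the list alone, and 27 were highly enriched. The lowest values named in the figure were those of *coa6* (-2.54) and *ndufaf8* (-2.47, SE 0.26), both with an adjusted p of 0.00115 by the same test. *timm10* had -1.29 (SE 0.27, adjusted p = 0.00728) and *gfer* -1.28 (SE 0.39, adjusted p = 0.0308, 0.134 without mutant HS replicate 1) by the same test. Only *ndufs8b* lay above 0, at 0.77 (SE 0.38, adjusted p = 0.135 by the same test), and without mutant HS replicate 3 it was MB-enriched at 1.22 (adjusted p = 0.0343). The log2 enrichment was lower in the mutant than in WT for 29 of the 30 genes. The median difference from the fit of all 12 libraries was -0.44 (adjusted p = 0.00139 by camera), and it was not past the limit without mutant HS replicate 3 (-0.19, adjusted p = 0.295). No target passed singly (2 at an unadjusted p under 0.05). Between genotypes, the targets' level rose by a median of 0.70 in HS and 0.15 in MB. From the lower values of almost all targets in the mutant, the paper concludes that the mutation enhanced their enrichment in the HS fraction.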

**Figure S7.**
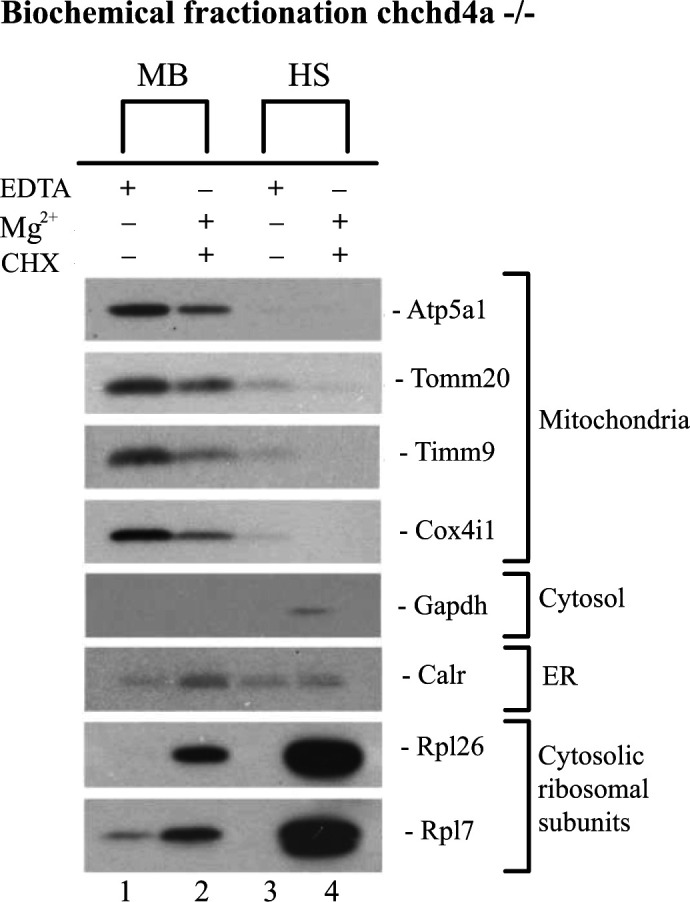
Isolation of membrane-bound and high speed fractions from *chchd4a*^*−/−*^ samples.

**Figure S8.**
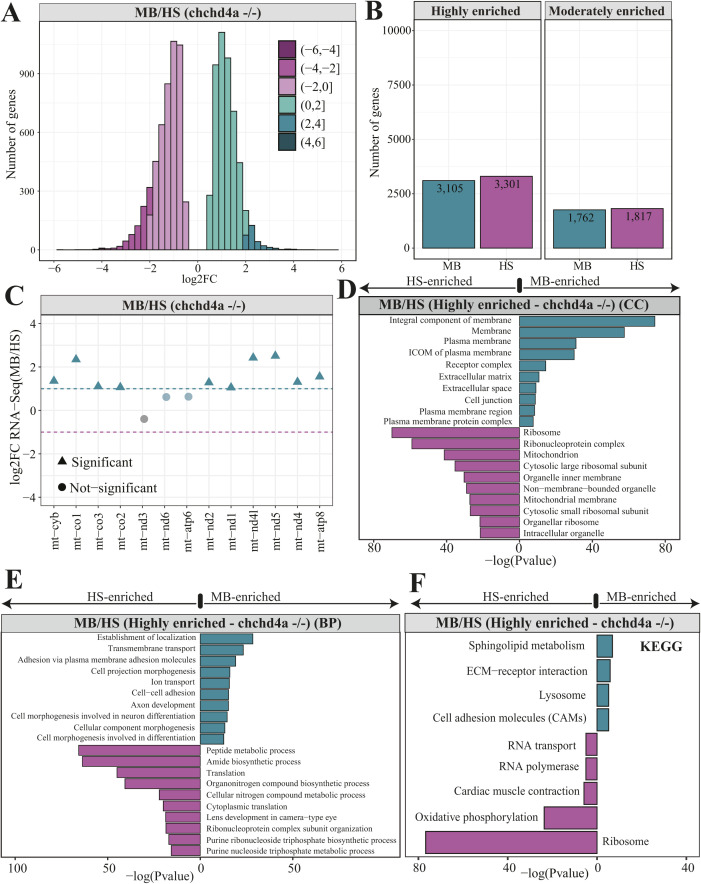
General statistics and functional annotation of genes enriched in MB and HS *chchd4a^−/− ^*fractions. **(A)** Distribution of log_2_ gene enrichment values *chchd4a*^*−/−*^ HS samples. **(B)** Bar plots representing the total number of genes enriched in MB and HS fractions obtained via biochemical fractionation from *chchd4a*^*−/−*^ 5 days post fertilization (dpf) zebrafish larvae. **(C)** *chchd4a*^*−/−*^ log_2_ gene enrichment values for genes encoded by the mitochondrial genome. **(D, E)** GO enrichment analysis for highly enriched genes detected in *chchd4a*^*−/−*^ 5 dpf zebrafish samples using cellular component and (E) biological process GO aspects. **(F)** KEGG enrichment analysis for highly enriched genes detected in *chchd4a*^*−/−*^ 5 dpf zebrafish samples.

**Figure 6.**
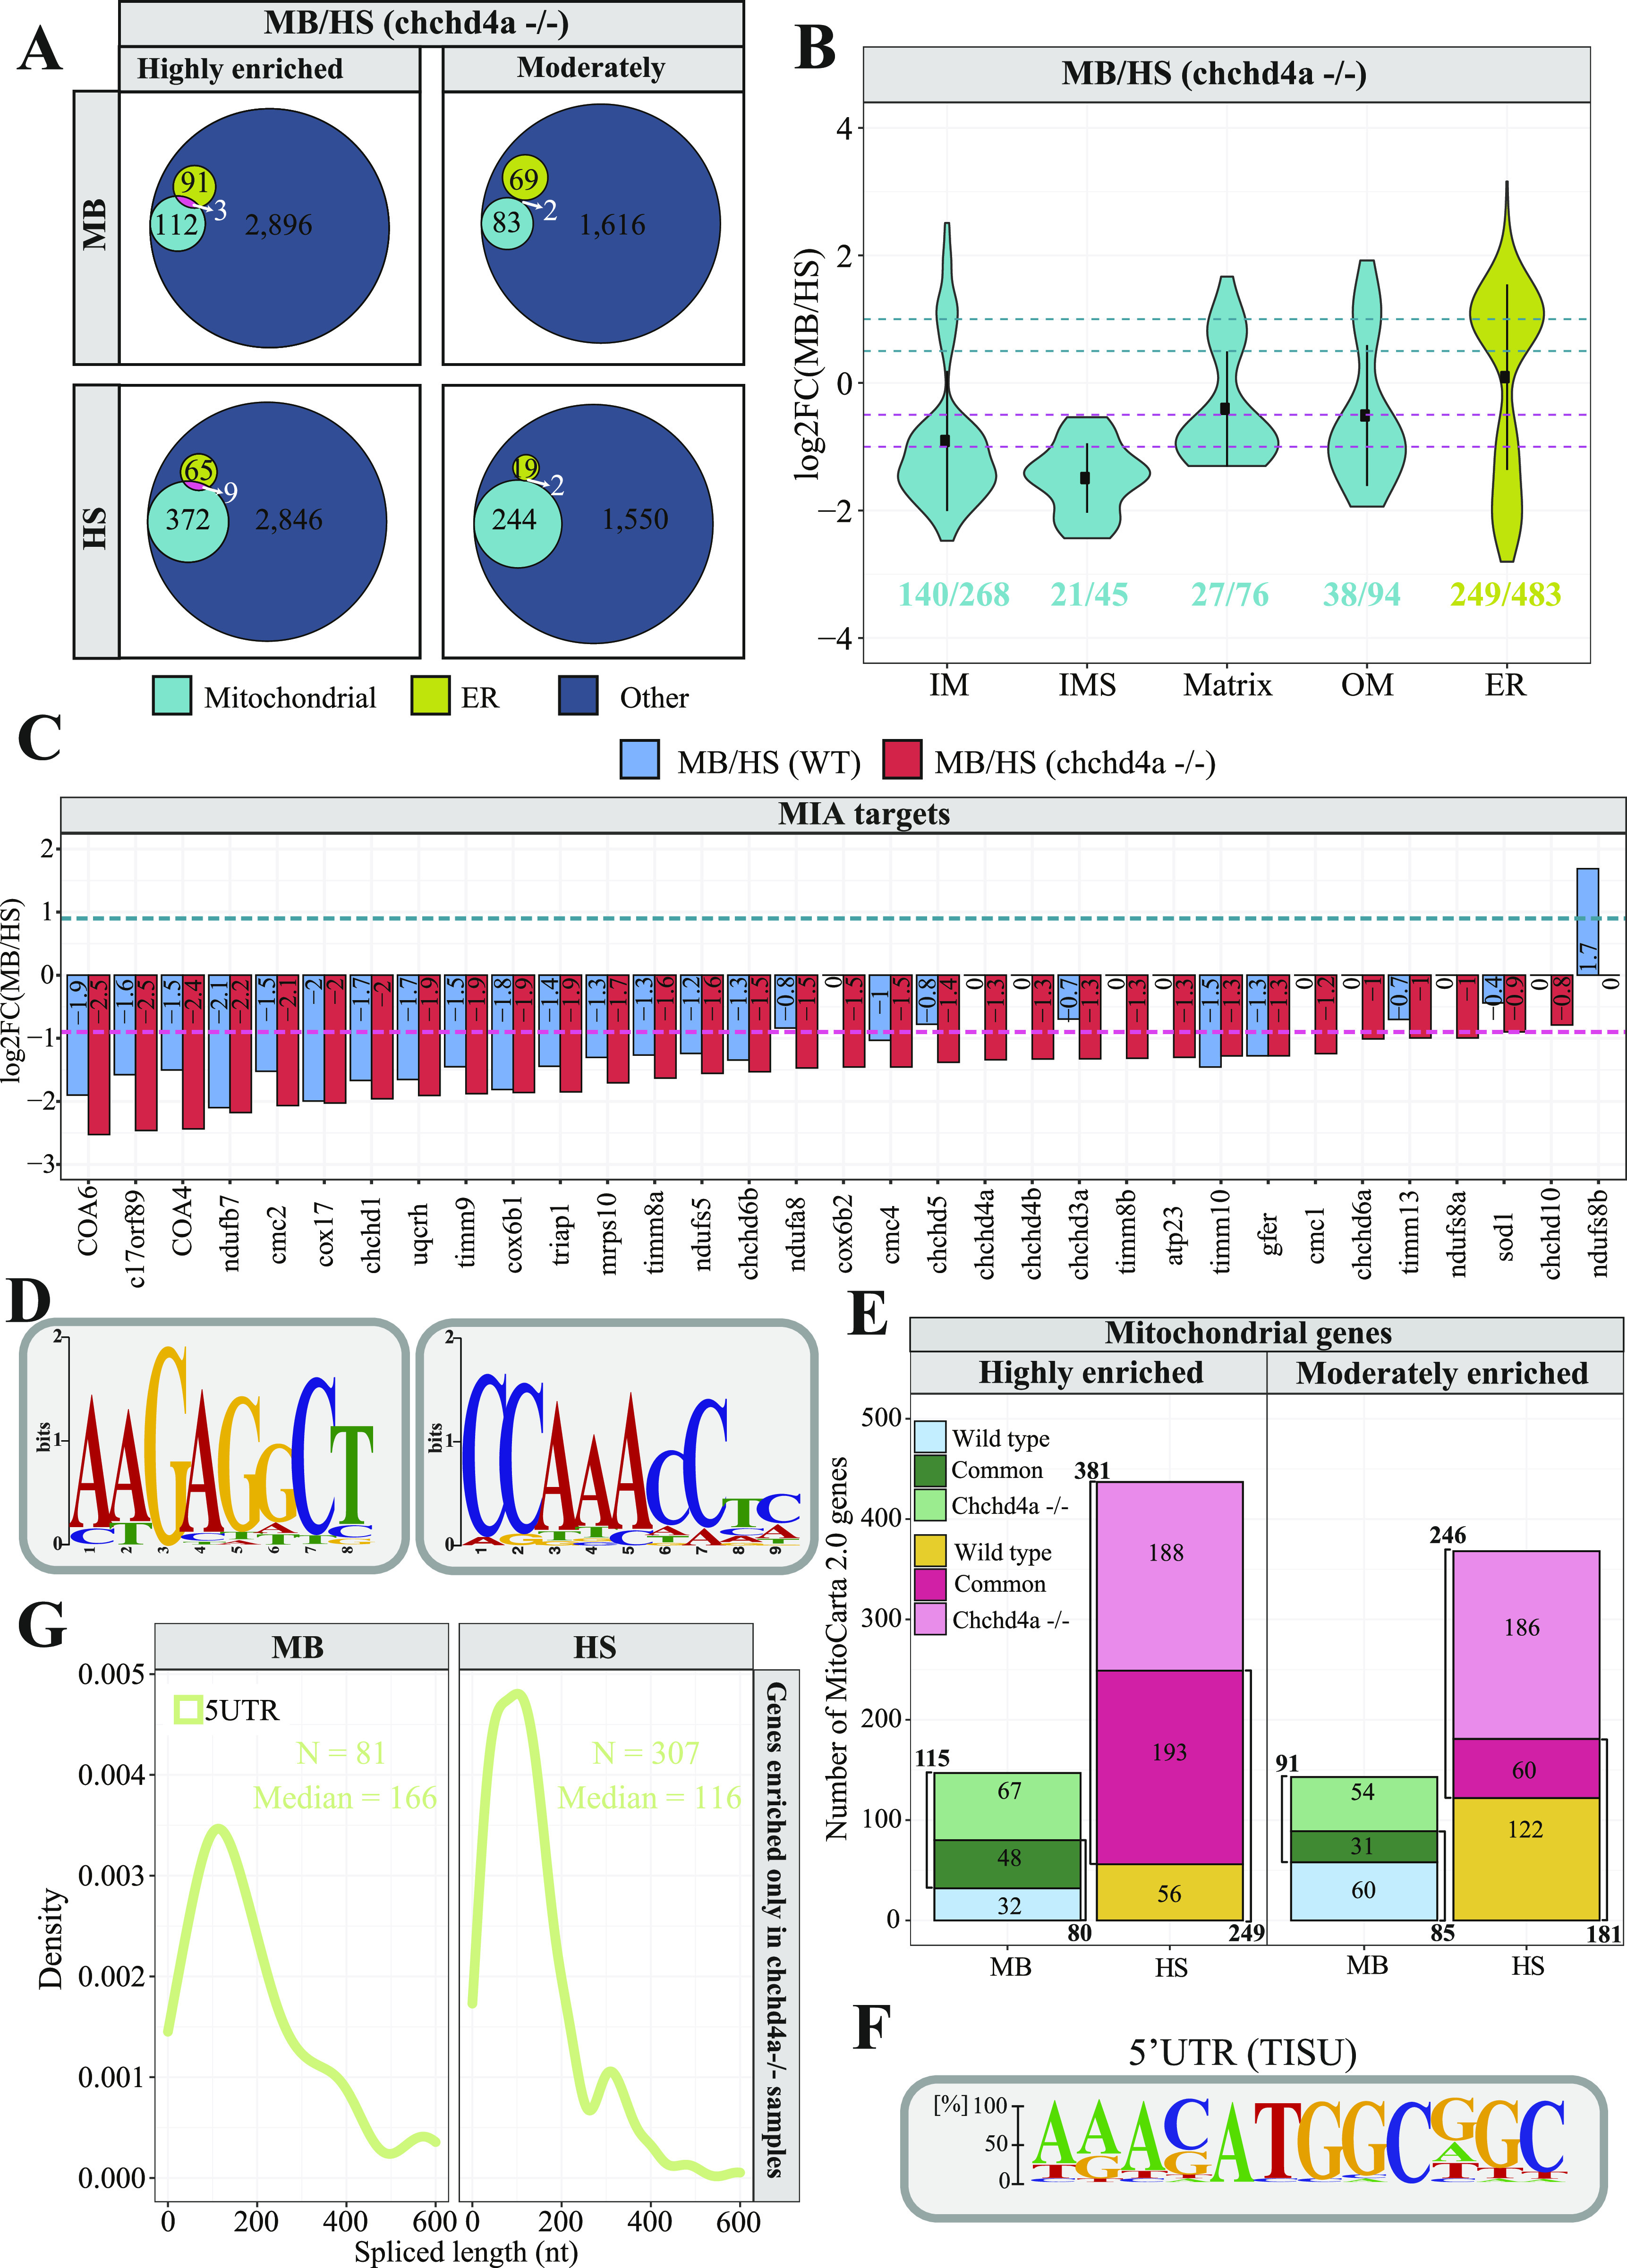
Dynamics of mRNA subcellular localization under mitochondrial protein import deficiency. **(A)** Venn diagrams representing the number of mitochondrial genes from the merged MitoCarta 2.0 (Calvo et al, 2016) and IMPI repository, as well as the zebrafish orthologues of human 483 genes encoding proteins that localize to ER according to the Human Protein Atlas in each *chchd4a*^*−/−*^ set. **(B, C)** Violin plot showing the distribution of log_2_ *chchd4a*^*−/−*^ gene enrichments for genes grouped by their location within mitochondria, including also ER genes; (C) gene enrichment analysis for MIA substrates in transcriptomic data for WT (blue) and *chchd4a*^*−/−*^ (red) 5 days post fertilization samples. The purple dashed line represents log_2_FC = −1 and the green dashed line represents log_2_FC = 1. **(D)** Two sequence logo illustrating motifs detected in 3′UTR regions of MB fraction-enriched transcripts encoding mitochondrial proteins in *chchd4a*^*−/−*^ samples identified by STREME software (Bailey, 2021). **(E)** Venn diagrams depicting the overlap between the genes identified in WT and *chchd4a*^*−/−*^ MB and HS fractions, respectively. **(F)** The sequence logo illustrating TISU element found in the 5′UTR regions of transcripts exclusively enriched in the HS upon *chchd4a* mutation. **(G)** Distribution of 5′UTR lengths in which TISU element was detected.

To better understand the effect of *chchd4a*^−/−^ mutation on the subcellular localization of mitochondrial gene products we tested our enrichment scores against the mitochondrial enrichment in yeast reported by the Weissman group (Williams et al, 2014). We again observed poor correlation between the MB enrichment in zebrafish and the OM45 enrichment in yeast with and without CHX (Fig S9A and B). Similarly to WT samples, we observed high enrichment of genes encoding two ABC transporters *abcb11a* and *abcb11b* (with homology to *MDL1* and *MDL2* in yeast). 

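In the mutant, *abcb11a* had a log2 enrichment of 1.98 (SE 0.30) and *abcb11b* of 2.10 (SE 0.21), with adjusted p = 0.00194 and 0.00115 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (n = 3 libraries per fraction). Both passed in each of the 6 fits that left out 1 mutant library, with values from 1.70 to 2.24 and from 1.99 to 2.24. Reads of these paralogs could have been split between them.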

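In the mutant, *abcb4* had a log2 enrichment of 1.33 (SE 0.28, adjusted p = 0.00703 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In WT it had 0.20, a value that HS replicate 1 lowers (189 CPM, against 51.5 and 54.6 in HS replicates 2 and 3 and 88.3, 119, and 131 in MB). Of the pair of genes with the symbol *abcb6*, ENSDARG00000063297 had 2.32 (SE 0.47, adjusted p = 0.00607 by the same test) and ENSDARG00000074254 had 0.88 (SE 0.53, adjusted p = 0.207). The latter passed without mutant HS replicate 2 (1.54, adjusted p = 0.0435) and with the replicate block (0.0425), and ranged up to 0.588 over its alternatives. Since reads could have been split between the copies, both are uncertain. For *tap1* the log2 enrichment was 0.91 (SE 0.41, adjusted p = 0.107 by the same test), with all MB libraries above all HS libraries and an adjusted p from 0.0288 (replicate block) to 0.587 over its alternatives. The difference between genotypes was 1.21 for *abcb4* (adjusted p = 0.397), where that library counts as well, 1.40 and 0.09 for the *abcb6* genes (0.297 and 0.969), and -0.28 for *tap1* (0.866), by the same test.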

Although we detected new *MDL1* and *MDL2* zebrafish orthologues—*abcb4* and *abcb6a* to be MB-enriched upon *chchd4a*^−/−^ mutation, we did not identify *tap1*—zebrafish orthologue that was detected in the WT MB fraction (Fig S9C). Moreover, we noticed further MB enrichment of SLCs including *slc30a2* and *slc25a35*, which are zebrafish orthologues of *MMT1*, *MMT2*, and *OAC1* yeast genes, respectively. In addition, *chchd4a*^−/−^ mutation increased the MB-enrichment of CU856539.1—zebrafish orthologue of ARN2 yeast gene that encodes transporter specifically recognizing siderophore-iron chelates. These genes were detected in both yeast samples treated and untreated with CHX (Fig S9C and D). However, similarly to the analysis for the WT fractions, the overlap between MB-enriched genes and CHX treated yeast samples was lower compared with the CHX-untreated ones.

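The log2 enrichment of *slc30a2* was 1.5 in the mutant (SE 0.39, adjusted p = 0.0172 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.99 in WT, on 116 counts in total in the mutant libraries. It was not past the limit without mutant HS replicate 1 (0.0572) or mutant MB replicate 2 (0.0542). For *slc25a35* it was 1.13 in the mutant (SE 0.36, adjusted p = 0.0368 by the same test) and 0.35 in WT. Its call was lost without mutant HS replicate 1 or 3 or mutant MB replicate 2 (up to 0.114). The difference between genotypes did not pass for *slc30a2* (0.58, adjusted p = 0.685) or *slc25a35* (0.85, adjusted p = 0.442) by the same test.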

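For *CU856539.1* the log2 enrichment was 2.06 in the mutant (SE 0.29, adjusted p = 0.00154) and 1.12 in WT (adjusted p = 0.0558), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment within each genotype. The difference between genotypes was 1.01 (SE 0.46, adjusted p = 0.342 by the same test), with 0.0874 to 1.00 over its alternatives, and between 0.61 and 1.36 with single libraries left out.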

**Figure S9.**
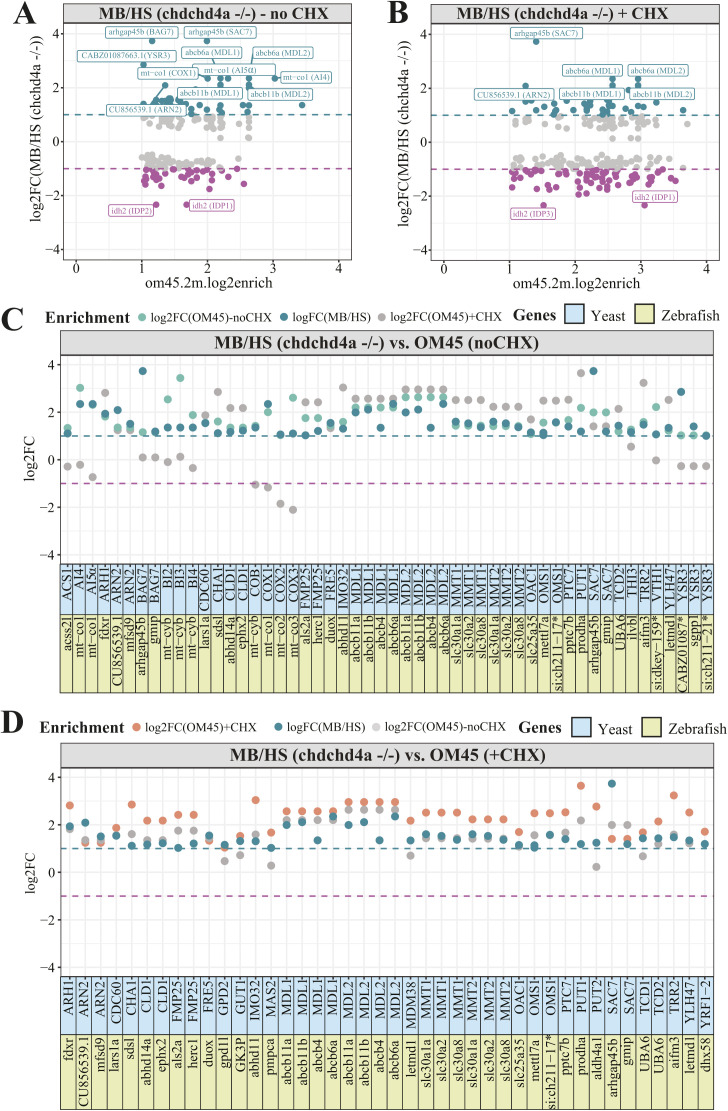
The comparison of gene enrichment values for *chchd4a^−/− ^*fractions and the yeast orthologues showing mitochondrial localization. **(A, B)** The *chchd4a*^*−/−*^ log_2_ gene enrichment values for yeast orthologous genes reported to be enriched at the mitochondrial surface by the proximity specific ribosome profiling without (A) and with CHX (Williams et al, 2014) (B) treatment. Names are displayed for zebrafish genes with at least twofold MB or HS enrichment. Gene names of their yeast orthologues are shown in parenthesis. **(C, D)** Bar plots for MB-enriched zebrafish genes and their yeast orthologues in presence (C) and absence of CHX (D). Only zebrafish genes and their yeast orthologues, both showing at least twofold MB (log_2_FC MB/HS ≥ 1) and mitochondrial enrichment (log_2_enrich.2m.om45), respectively, are presented.

To further investigate if mitochondrial protein import disorders had affected the properties of membrane-associated transcripts, we compared the transcript lengths between the MB and HS fractions in *chchd4a*^−/−^. Interestingly, mitochondrial, ER, and other transcripts enriched in the MB fraction have on average even longer CDSs (Fig S10A), when compared with the WT MB fraction (Fig 3D). The median length increased by ∼200 for mitochondrial and ER transcripts (*P* = 2.2 × 10^−16^ and *P* = 3.67 × 10^−11^ according to Wilcoxon rank sum test with continuity correction), whereas for ∼300 nucleotides for other types of transcripts (*P* = 2.2 × 10^−15^, Wilcoxon rank sum test with continuity correction). Moreover, we noticed that the mitochondrial transcripts in the MB fraction of *chchd4a*^−/−^ mutants had shorter 3′UTR regions (median = 424.5 nt) than those identified in WT MB fraction (median = 546, *P* = 0.00017 according to Wilcoxon rank sum test with continuity correction). This effect is less pronounced for the ER transcripts (median = 538 nt versus median = 496 nt). Surprisingly, the length of CDSs in other types of transcripts enriched in the HS fraction was reduced by ∼40% (1,105 versus 667, *P* = 0.00023). This means that the average CDS length of transcripts enriched in the MB fraction are almost three times longer than those detected in the HS fraction. Thus, the difference between the CDS length for transcripts in MB and HS fractions and hence, the size of the protein, was even larger for *chchd4a*^−/−^ mutants compared with the WT. Surprisingly, similar to that in WT, transcripts enriched in the MB fraction of *chchd4a*^−/−^ mutant were also more evolutionarily conserved than those in the HS fraction according to the analysis performed using 100-way Multiz vertebrate alignment (Blanchette et al, 2004; Siepel et al, 2005) (Fig S10B). Interestingly, we observed the biggest change in the evolutionary conservation scores for the mitochondrial transcripts. At the same time, *chchd4a*^−/−^ mutation reduced the presence of transcripts encoding proteins with TMDs in the MB fraction for both mitochondrial and other transcripts, whereas this proportion remained similar for ER transcripts (Fig S10C). 

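The genes of mitochondrial ABC transporters had a median log2 enrichment of 0.49 in the mutant. The median difference between genotypes was -0.30. It lay between -0.56 and -0.03 with single libraries left out, and its direction by camera changed in 5 of these 12 fits and with the spike-ins.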

Finally, we saw a slight decline in MB-enrichment for genes encoding mitochondrial ABC transporters upon *chchd4a*^−/−^ mutation (Fig S10D).

**Figure S10.**
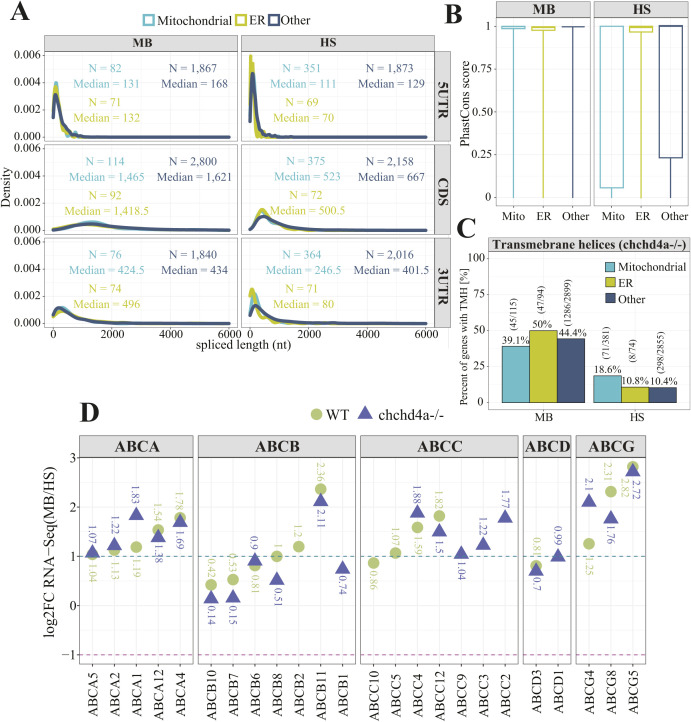
Properties of membrane-associated transcripts detected in *chchd4a^−/− ^*fractions. **(A, B)** Distribution of CDS, 5′ and 3′UTR lengths for transcripts encoding mitochondrial (cyan), ER (green), and other proteins (navy) (B) Boxplots showing PhastCons (Siepel et al, 2005) conservation tracks for three gene categories. **(C)** Bar plot representing proportion of transcripts encoding mitochondrial, ER and remaining (other) proteins with transmembrane domains. **(D)** Localization of ATP-binding cassette transporters upon *chchd4a*^*−/−*^ mutation. The orange rectangle highlights the enrichment values for mitochondrial ATP-binding cassette transporters.

To further explore the relationship between the protein size and the membrane association, we plotted the CDS length versus the enrichment score for both WT and *chchd4a*^−/−^ fractions. We did not observe major differences for WT MB and HS fractions (Fig S11A) when looking at all genes. Whereas, there was a large shift in the CDS length for *chchd4a*^−/−^ samples, as MB-enriched genes had on average much longer CDSs than the ones enriched in the HS fraction (Fig S11B). However, the values of CDS length increased gradually and it was not possible to designate a specific cut-off point that could help to distinguish the MB-enriched from HS-enriched genes solely based on the size of the encoded protein. This trend was also visible when looking only at mitochondrial genes (Fig S11C and D). Interestingly, it has been shown that there is a relationship between the protein conservation and sequence length, as highly conserved proteins have on average longer sequences (Lipman et al, 2002). To investigate whether the sequence conservation could in any way affect the sequence length, we examined the length distributions for lowly (<0–0.25), medium (<0.25–0.75), and highly (<0.75–1) conserved CDS sequences (Fig S11E). Interestingly, more conserved CDS sequences were on average longer than the poorly conserved ones (median = 1,669 nt versus median = 1,278 nt, *P* = 1.2 × 10^−10^ according to Wilcoxon rank sum test with continuity correction). This effect was even more pronounced for very well annotated genomes such as the human genome (Fig S11F, median = 5,024 nt versus median = 12,971 nt, *P* = 3.4 × 10^−8^ according to Wilcoxon rank sum test with continuity correction). Therefore, one of the important aspects contributing to the differences in the CDS length encoded by the genes enriched in the MB fraction can be the sequence conservation.

**Figure S11.**
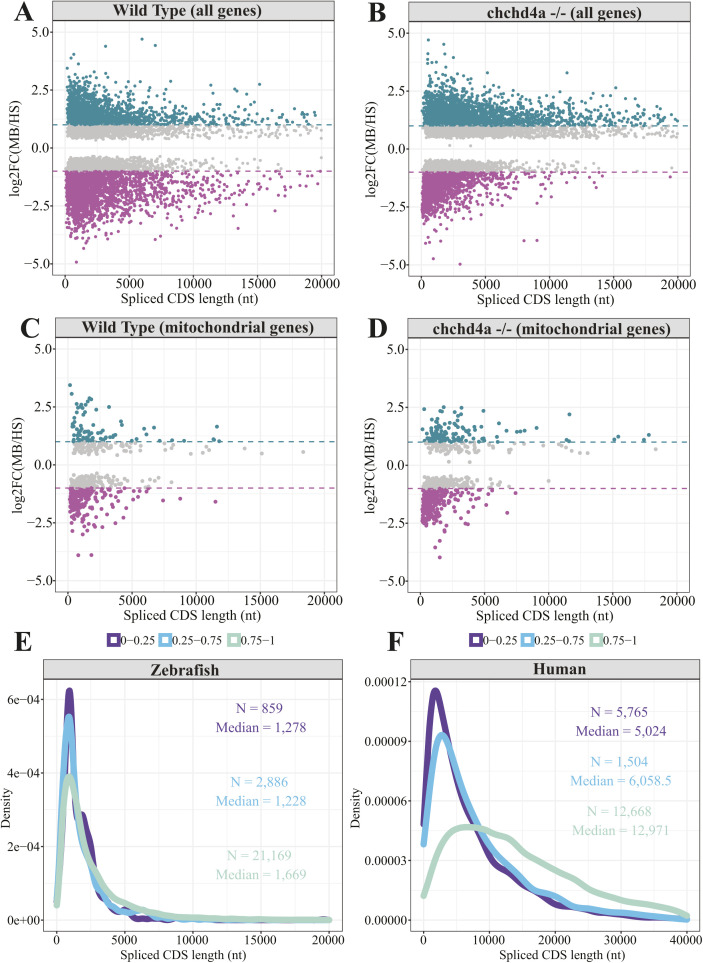
The correlation between the gene enrichment and the CDS length. **(A, B)** Scatter plot representing spliced CDS length and corresponding gene enrichment values for all genes in (A) WT and (B) *chchd4a*^*−/−*^ fractions. **(C, D)** The same analysis for only mitochondrial genes enriched in (C) WT and (D) *chchd4a*^*−/−*^ fractions. **(E, F)** Distribution of spliced CDS length values with low (<0, 0.25), medium (<0.25, 0.75), and high (<0.75, 1) phastCons scores for zebrafish (E) and (F) human genes (GENCODE v.35).

Despite the reduced length of 3′UTRs of mitochondrial transcripts enriched in the MB fraction upon *chchd4a*^−/−^ mutation, using Homer (Heinz et al, 2010) software we confirmed the presence of previously detected sequence motif (AAATATCY, 26.69%, *P*-value = 1 × 10^−2^) (Fig 3G) among 15 detected motifs (Fig S12A). However, we were not able to detect this motif using STREME (Bailey, 2021) software (Fig S12B). Instead, STREME reported two new motifs enriched in 3′UTR regions of mitochondrial transcripts detected in the MB *chchd4a*^−/−^ fraction – AAGAGCCT and CCAAACCTC (Fig 6D). These motifs were found in 26.6% (*P*-value = 5.0 × 10^−2^) and 35.4% (*P*-value = 5.0 × 10^−2^) 3′UTR sequences of mitochondrial transcripts, respectively. Although the mechanisms driving the localization of mitochondrial transcripts to the MB fraction upon *chchd4a*^−/−^ mutation remain unknown, our data suggest that the *chchd4a* loss of function further limits the type of localized mRNAs to well-conserved transcripts encoding large proteins.

**Figure S12.**
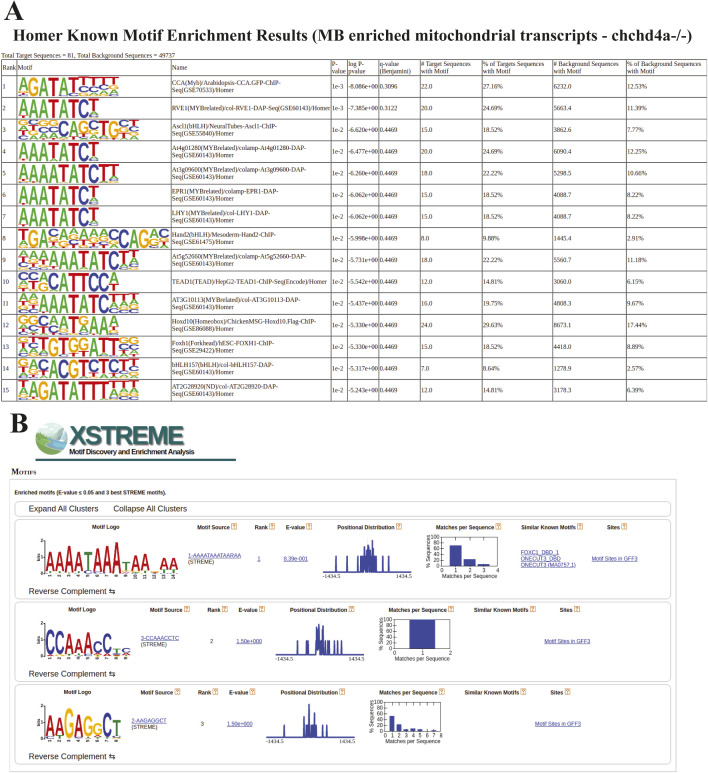
Sequence motif analysis for *chchd4a^−/−^* fraction comparisons. **(A, B)** Sequence motifs predicted for mitochondrial genes enriched in the *chchd4a*^*−/−*^ MB fraction (A) by the Homer and (B) STRAME software.

To explore the increased enrichment of mitochondrial transcripts in the HS fraction, we further investigated the overlap between genes enriched in each fraction for WT and *chchd4a*^*−/−*^. 

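Of the 23452 genes tested in both genotypes, 2126 were highly MB-enriched in WT and 2791 in the mutant, and 1041 in both (49.0% of those in WT), where independent lists would share 253. In HS, the numbers were 2478 and 3238, with 1342 in both (54.2%, 342 by chance). Among the 417 mitochondrial genes of the list made here, 4 of the 9 highly MB-enriched genes in WT were also highly MB-enriched in the mutant (44.4%), and 93 of the 102 in HS (91.2%). Of the moderately enriched genes in WT, 231 of 806 in MB (28.7%) and 137 of 606 in HS (22.6%) were moderately enriched in the mutant too. For the mitochondrial genes these were 1 of 4 and 3 of 24. Calls were made by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The shared counts of highly enriched genes fell to 0 and 0 without WT MB replicate 2, as no WT gene passed there (6596 at an unadjusted p under 0.05), and rose to 2116 and 1958 without WT HS replicate 1. With the replicate block, 1734 were shared in MB.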

Our results indicate that 60% (48) and ∼80% (193) of highly enriched genes are shared between *chchd4a*^−/−^ and WT MB and HS fractions, respectively (Fig 6E). This could suggest that the *chchd4a*^−/−^ mutation is further enriching the RNA subpopulations in our fractions, rather than substantially changing them. This statement is particularly true for the highly enriched genes in the HS fraction. However, we observed only ∼30% of overlap between moderately enriched genes in the WT and *chchd4a*^−/−^ HS and MB fractions, respectively. At the same time, the *chchd4a* loss of function triggers exclusive enrichment of 67 and 188 highly genes in the MB and HS fractions, respectively. 

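Highly enriched only in the mutant were 1750 genes in MB and 1896 in HS. Most lay on the same side in WT without passing both limits there, 1536 (87.8%) in MB, with a median log2 enrichment of 0.76 over the 1750 genes in WT, and 1780 (93.9%) in HS, with a median of -0.68 over the 1896. Among the mitochondrial genes of the list made here, 10 were exclusive to the mutant in MB and 94 in HS, of which 9 and 94 lay on the same side in WT. Passing in the mutant and not in WT does not show a difference between genotypes, which no gene passed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in the fit of all 12 libraries with TMM scaling and no block (3374 at an unadjusted p under 0.05). Some alternatives did call genes higher and lower in the mutant, among them the replicate block (691 and 105), DESeq2 (575 and 235), library totals (335 and 5), and the fit without WT HS replicate 1 (12 and 2).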

As indicated by the KEGG pathway enrichment, *chchd4a*^−/−^ seems to affect the energy metabolism (Fig S13A). Genes detected in the HS fraction of *chchd4a*^−/−^ mutants were directly involved in the OXPHOS and citrate cycle. At the same time, we observed a handful non-mitochondrial genes (Fig S13B) and no mitochondrial genes (Fig S13C) switching the enrichment between WT and *chchd4a*^−/−^ mutant MB and HS fractions.

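Between the highly enriched sets, 3 genes moved from HS in WT to MB in the mutant, *atp13a3* (log2 enrichment -1.22 in WT and 1.09 in the mutant), *si:dkey-117m1.4* (-2.24 and 1.00), and *si:ch73-185c24.2* (-2.0 and 1.08). In the other direction went 2 genes, *znf1011* (1.76 and -2.51) and *znf1179* (1.29 and -1.46). These genes are named because they switched, after their values were seen. Independent lists would give 295 and 294 switching genes. None of the 5 is on the list of mitochondrial genes, and their differences between genotypes had adjusted p of 0.172 to 0.176 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 and the replicate block each gave 15 genes from HS to MB. With single libraries left out, the numbers lay between 0 (without WT MB replicate 2) and 10 (without mutant HS replicate 3) and between 0 (without WT HS replicate 2) and 5 (without mutant HS replicate 3).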

**Figure S13.**
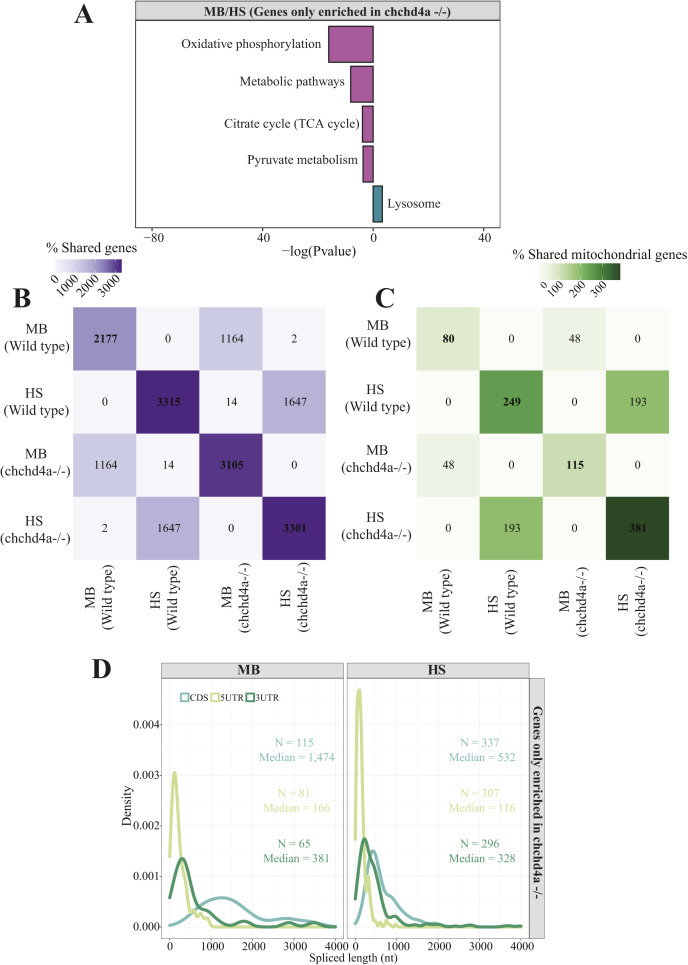
The analysis of *chchd4a^−/−^* specific gene enrichments. **(A)** KEGG enrichment analysis for genes exclusively enriched upon *chchd4a* mutation. **(B, C)** Heat maps indicating overlap between all (B, C) mitochondrial genes enriched in MB and HS fractions for WT and *chchd4a*^*−/−*^. **(D)** Distribution of CDS, 5′ and 3′ UTR lengths for transcripts with TISU element detected in their 5′ UTR regions.

Analysis of the 5′UTR regions of genes exclusively enriched in the HS upon *chchd4a* loss revealed a sequence element that might have increased their presence there. The translation initiator of short 5′ UTR (TISU) element (Elfakess & Dikstein, 2008; Elfakess et al, 2011) is known to regulate translation of mitochondrial genes, as it confers resistance to translation inhibition in response to energy stress (Sinvani et al, 2015; Gandin et al, 2016). Therefore, we suspect that TISU elements may play a regulatory role in the translation of mitochondrial genes upon *chchd4a* loss of function. As expected, we found the TISU element (SAAS**AUG**GCGGC) highly enriched among the 5′UTR sequences of genes exclusively enriched in the HS fraction (E-value = 2.1 × 10^−14^) of the *chchd4a*^−/−^ mutants (Fig 6F). We also noticed that in *chchd4a*^*−/−*^ mutants, the 5′UTRs of mitochondrial transcripts exclusively enriched in the HS were much shorter compared with those enriched in MB fraction (median = 106 nt versus median = 166 nt) (Fig 6G). Interestingly, transcripts exclusively enriched in the MB fraction upon *chchd4a*^*−/−*^ mutation had almost three times longer CDS sequences compared with transcripts enriched in the HS (Fig S13D). We did not detect any specific sequence motif enriched among the 5′UTRs of genes exclusively enriched in the MB fraction.

## Discussion

Here, we present the genome-wide analysis, which provides new insights into subcellular localization of nuclear-encoded mitochondrial gene products in zebrafish. In this study, we developed a biochemical fractionation method that allows to obtain the membrane-bound fraction containing intact mitochondria and ER with ribosomes on their surface. We showed that this strategy enables to accurately analyze mitochondrial transcripts that are likely to be translated by the free cytosolic and membrane-associated ribosomes. By biochemically fractionating zebrafish 5 dpf samples and measuring the RNA abundances in each fraction, we captured the subcellular landscape of nuclear-encoded mitochondrial mRNAs. We also detected various sequence features that may determine the subcellular localization of different mitochondrial transcripts. Moreover, in this study, we describe consequences of proteostatic stress response triggered by the disorders in the mitochondrial protein import for the localization of nuclear-encoded mitochondrial transcripts.

Recent technological advancements in the RNA sequencing field also triggered a substantial progress in studying RNA at subcellular resolution. Currently, there are two main methods for producing quantitative subcellular RNA maps: (1) “CeFra-seq” developed within the ENCODE project (Djebali et al, 2012), where the cells are fractionated to extract RNA from specific compartments (Lefebvre et al, 2017; Benoit Bouvrette et al, 2018) and (2) the APEX-seq method, using transgenic labelled proteins of known localization to cross-link nearby RNAs (Fazal et al, 2019). Although both methods are very versatile and can capture the landscape of all RNA types (coding and noncoding) for any subcellular region in the cell, the application of APEX-seq in vivo is more challenging. This method uses APEX2 peroxidase that is genetically targeted to the cellular region of interest to tag endogenous RNAs using proximity biotinylation. This requires genetic manipulations that allow incorporation of these elements into the genome of studied organism. Although similar genetic modifications have been previously described for zebrafish, in general production of transgenic lines for vertebrate species is not only much more challenging and time consuming, but also often requires specialized equipment (Simões et al, 2020). New genetic modifications are particularly problematic for mutant lines, especially if the mutation inhibits the development or turns out to be lethal in its early stage, as in the case of the *chchd4a*^*−/−*^ mutation in zebrafish. Another possibility is a proximity specific ribosome profiling that enables investigation of localized translation genome wide at subcellular resolution. It has been mainly used to profile in vivo actively translated mRNAs on the ERM (Jan et al, 2014) and on the surface of mitochondria (Williams et al, 2014). However, this method uses a spatially restricted biotin ligase (BirA) to label ribosomes with a biotin acceptor peptide (AviTag) in live cells. Therefore, limitations of adopting this strategy for zebrafish are similar as for the APEX-seq approach (Fazal et al, 2019). Finally, other methods for direct analysis of RNA localization at high-throughput exist, including highly multiplex RNA profiling. Nonetheless, these methods require designing thousands of barcoded oligonucleotide probes to target RNA of interest (Chen et al, 2015). Moreover, they can only measure a limited number of RNA molecule types in a single experiment, which often does not exceed 1,000 RNA types. One of the major drawbacks of all fluorescence in-situ hybridization based approaches is the need for cell fixation and permeabilization that can lead to the displacement of cellular components (Schnell et al, 2012). Considering the above, biochemical fractionation is still one of the most accessible approaches for studying the subcellular localization of nuclear-encoded mitochondrial gene products in zebrafish, in particular under perturbed conditions.

Many studies reported the presence of mRNAs on the mitochondrial surface in yeast (Suissa & Schatz, 1982; Egea et al, 1997; Corral-Debrinski et al, 2000; Diehn et al, 2000; Marc et al, 2002; Gadir et al, 2011; Lesnik et al, 2014, 2015; Williams et al, 2014; Tsuboi et al, 2020) and in vitro human cell lines (Matsumoto et al, 2012; Gehrke et al, 2015; Fazal et al, 2019), but so far no such analysis has been performed in vivo in higher eukaryotes. Here, we investigated the population of mRNAs encoding mitochondrial proteins in the mitochondrial vicinity in vivo using zebrafish. Our results indicate that the vast majority of mitochondrial transcripts were likely to be translated by the free cytosolic polysomes, whereas just a small fraction of them was detected in the membrane-bound fraction. Interestingly, compared with yeast (Diehn et al, 2000; Buxbaum et al, 2015; Avendaño-Monsalve et al, 2020), the population of mitochondrial transcripts located in the proximity of the mitochondrial surface in zebrafish was much more modest. We could not confirm the presence in the membrane-bound fraction for the majority of mitochondria enriched transcripts that were reported for yeast (Figs 2E and S4A and B). On the other hand, we observed the enrichment of zebrafish orthologues (*abcb11a*, *abcb11b*, and *tap1*) of *MDL1* and *MDL2* genes encoding ABC transporters in yeast that were also shown to be present on the surface of mitochondria in yeast (Williams et al, 2014). Interestingly, we also noticed zebrafish orthologues (*slc30a1a* and *slc30a8*) of *MMT1* and *MMT2* – SLCs known to be translated on the mitochondrial surface to be highly enriched in the MB fraction (Fig S4C and D). Moreover, the vast majority of mRNAs reported to be located in the proximity of mitochondrial surface in human cell lines (Fazal et al, 2019) were also enriched in our MB fraction, including the zebrafish orthologue of human SLC *SLC39A10*. Our data suggest that, in vertebrates, mitochondrial membrane associated transcripts mainly consisted of mRNAs with specific properties, including long CDSs and long 3′UTRs (Fig 3D). In addition, we identified three new sequence motifs that are enriched in 3′UTR regions of membrane associated mRNAs encoding mitochondrial proteins in WT and *chchd4a*^*−/−*^ samples, respectively (Figs 3G and S6D). This opens new questions on the factors and exact mechanism involved in mRNA targeting to mitochondrial membrane.

Our results suggest that the post-translational import pathway is likely the main route for mitochondrial proteins, whereas the co-translational import is rather a specialized path intended mainly for transport of large proteins with particular properties that could make the import of nascent protein chains inefficient or problematic for the cell. The observation that genes encoding IMS proteins were mainly enriched in the HS fraction suggests that IMS proteins are likely to be translated by free cytosolic polysomes and imported into IMS after completing their synthesis in the cytosol. This is in line with expectations, as the Mia40-mediated import of IMS proteins import involves oxidation-mediated compaction and requires those proteins to be of very small size (Backes & Herrmann, 2017). On the other hand, we noticed that large proteins with highly hydrophobic transmembrane domains, including ABC transporters, SFXNs, and SLCs, were enriched in the membrane-bound fraction.

We also observed the enrichment of genes encoding other TMD containing proteins—GPCR that contain 7-transmembrane domains (7 TMD) (Wess, 1998). Thus, describing any potential link between function of these proteins and the enrichment of their transcripts in the membrane-bound fraction requires additional analysis that perhaps would also reveal the enrichment of genes encoding other classes of proteins with TMDs in the MB fraction. So far, we can only conclude that directly coupling translation with protein import can protect the cell from the toxic effects of protein accumulation or erroneous incorporation of those proteins into other membranes. Therefore, this suggests that the protein properties encoded in the primary transcript sequence might determine the choice of import route already at the mRNA stage. Another important feature of transcripts associated with membranes is their high evolutionary conservation, whereas transcripts translated by the free cytosolic polysomes are much more rapidly evolving (Fig 3E). This finding is in line with previous reports and might be one of the strategies ensuring the fidelity during mitochondrial protein import by enabling only the co-translational uptake of stable, core mitochondrial proteins (Fox, 2012).

Our RNA-seq based findings are supported by the experimental validation using both RT-PCR and fluorescent in-situ hybridization by RNAscope technique (Wang et al, 2012a; Gross-Thebing et al, 2014) (Fig 4). Interestingly, we noticed the enrichment of *slc16a1a* gene in the MB fraction. The RNAscope together with RT-PCR results confirmed the mitochondrial localization of this gene product. The *SLC16A1* (MCT1) is a proton-dependent monocarboxylate transporter, involved in transportation of lactate and pyruvate, across the plasma membrane. Although the SLC16A1 was initially annotated as a mitochondrial protein according to the MitoCarta 2.0 gene set (Calvo et al, 2016), as a plasma membrane protein, it was excluded from its updated version of the MitoCarta 3.0 (Rath et al, 2021). Despite the absence of this protein in the current MitoCarta 3.0 database, there is evidence for localization of SLC16A1 in mitochondria. For example, Brooks’s laboratory showed that in rat skeletal muscle (Hashimoto et al, 2006) and neurons of rat brain regions (Hashimoto et al, 2008), *SLC16A1* can be expressed both in plasma and mitochondrial membranes. This study indicates that SLC16A1 can facilitate both intracellular and cell-cell lactate shuttles and together with mitochondrial lactate dehydrogenase can be involved in lactate oxidation. It is worth to mention that above results solely refer to the SLC16A1 localization at the protein level, whereas in our study we study RNA localization. Interestingly, APEX-seq data revealed that *SLC16A1* mRNA localize to specific subcellular compartments, mainly ERM and OMM (Fazal et al, 2019). Dual subcellular localization of *SLC16A1* transcripts can be explained by the large interactions and physical contacts between ER and mitochondria in the cell. Nevertheless, the full understanding of mechanisms driving co-localization of *SLC16A1* transcript with the mitochondrial membrane requires further investigation.

Biogenesis of fully functional mitochondria depends on a balance between synthesis and degradation of many cellular proteins (Topf et al, 2019). To understand whether stress conditions can increase the interaction between two types of import, we investigated the dynamics of subcellular localization of mRNAs encoding mitochondrial proteins using *chchd4a*^*−/−*^ zebrafish mutant line (Sokol et al, 2018). Surprisingly, disorders in mitochondrial IMS protein import triggered by the disruption of MIA pathway further restricted the membrane associated population of mRNAs to mainly transcripts with the longest coding (Fig S10A) and the most evolutionarily conserved sequences (Fig S10B). At the same time, we observed the reduction of the length of CDSs for transcripts enriched in the HS fraction upon the loss of *chchd4a* function. The MB and HS enriched transcripts populations differed with respect to their CDS length. The CDSs of transcripts enriched in the MB were three times longer as for the ones enriched in HS fraction (Fig S10A). Our analysis revealed a large shift in the CDS length for transcripts enriched in the *chchd4a*^−/−^ samples. Transcripts enriched in the MB *chchd4a*^−/−^ fraction are on average much longer than for the HS (Fig S11B). The Weissman group showed that inhibiting the translation elongation with CHX gives more time for ribosome–nascent chains to engage mitochondria, as a result they observed a substantial increase in the number of mitochondria enriched proteins (68%) in CHX-treated compared with CHX-untreated samples (27%) (Williams et al, 2014). A longer CDS sequence requires more time for protein synthesis, which in turn gives more time for a presequence to bind the TOM complex. Thus, the enrichment of transcripts with longer sequences in the MB fraction upon *chchd4a*^−/−^ mutation can be related to the kinetics, especially that we observe a gradual increase in the CDS length versus the MB enrichment. However, it has been also shown that highly conserved proteins have on average longer sequences (Lipman et al, 2002). Our analysis confirmed this finding, as more conserved CDS sequences were on average longer than the poorly conserved ones (median = 1,669 nt versus median = 1,278 nt, *P* = 1.2 × 10^−10^ according to Wilcoxon rank sum test with continuity correction) (Fig S11E). The observed difference is much larger for very well annotated genomes such as the human genome (median = 5,024 nt versus median = 12,971 nt, *P* = 3.4 × 10^−8^ according to Wilcoxon rank sum test with continuity correction) (Fig S11F). Although the full understanding why the longer proteins are more likely to be co-transcriptionally imported requires further investigation, it could be though that the link between the protein size, protein conservation and prolonged time of the synthesis is an important factor determining the protein import route. We also noticed that *chchd4a* loss of function additionally increased the HS enrichment of MIA pathway targets that are known to be small-sized proteins (Fig 5C). Interestingly, it has been recently described that mRNA association with mitochondria differs between fermentative and respiratory conditions in yeast (Tsuboi et al, 2020). A switch to the respiratory conditions enhances the localization of certain nuclear-encoded mRNAs to the surface of mitochondria and helps to increase the protein synthesis thorough mRNA localization.

Our results indicate that 60% (48) and almost 80% (193) genes found in MB and HS fractions, respectively, are present in both WT and *chchd4a*^*−/−*^ samples. This suggests that the stress response triggered by the disruption of mitochondrial import in *chchd4a*^*−/−*^ mutants further enhanced the presence of specific transcript species, rather than changing it completely. This statement is particularly true for HS fraction. Detailed analysis revealed that many transcripts exclusively enriched in *chchd4a*^*−/−*^ mutants were involved in energy metabolism (Fig S13A) and their increased abundance in the HS fraction coincide with the presence of the Translation Initiator of Short 5′ UTR (Elfakess & Dikstein, 2008; Elfakess et al, 2011) (TISU) element in the 5′UTR regions of their transcripts. TISU confers resistance to translation inhibition in response to energy stress and is known to regulate the translation of mitochondrial genes (Sinvani et al, 2015; Gandin et al, 2016). Moreover, a recent study investigating the cellular temporal proteostatic stress response in human cell lines, reported proteins localized to mitochondria as the only category of genes significantly up-regulated in translation in response to ER stress (Rendleman et al, 2018). The authors showed that the examination of the 5′ UTRs revealed the presence of TISU elements in Complex I–IV mitochondrial genes up-regulated by the ER stress response.

The *chchd4a*^*−/−*^ mutation triggers similar transcriptomic changes as the tunicamycin induced ER stress (Rendleman et al, 2018). In both cases, cells struggle with the accumulation of misfolded proteins that in the case of the ER stress is repressing translation of TCA cycle genes. We could not confirm reduced levels of TCA cycle enzymes at the protein level using our mass spectroscopy data from previous study (Sokol et al, 2018). Moreover, we observed slightly increased (log_2_FC < 0.5) expression of some TCA cycle genes (data not shown). At the same time, we noticed increased activity of one-carbon metabolism (Fig 5B and C) and serine biosynthesis, which can suggest that cells are trying to use this alternative route for the NADH production. We also noted that *chchd4a*^*−/−*^ mutation enhances the amino acid activation. This is in line with previous findings reporting this up-regulation for the ER stress response, so far without any possible explanation (Ventoso et al, 2012; Cheng et al, 2016).

Taken together, this study provides new insights into mitochondrial mRNA localization under physiological and pathological conditions resulting from disruption of mitochondrial import pathway. Contrary to our initial hypothesis and recent reports in yeast (Williams et al, 2014; Tsuboi et al, 2020), in vivo analysis in zebrafish revealed that localized translation is not the predominantly used mechanism for the synthesis of mitochondrial proteins. It is rather a specialized path intended to import large and well conserved proteins with special properties like presence of TMD (Fig 7). Interestingly, proteostatic stress response further reduces the capacity of the co-translational import by limiting it only to the longest and the most conserved proteins. In general, the protein size seems to be an important factor for the protein synthesis and import, especially under proteostatic stress, as short proteins with short 5′UTRs can escape the global translation shutdown triggered by *chchd4a*^*−/−*^ mutation.

**Figure 7.**
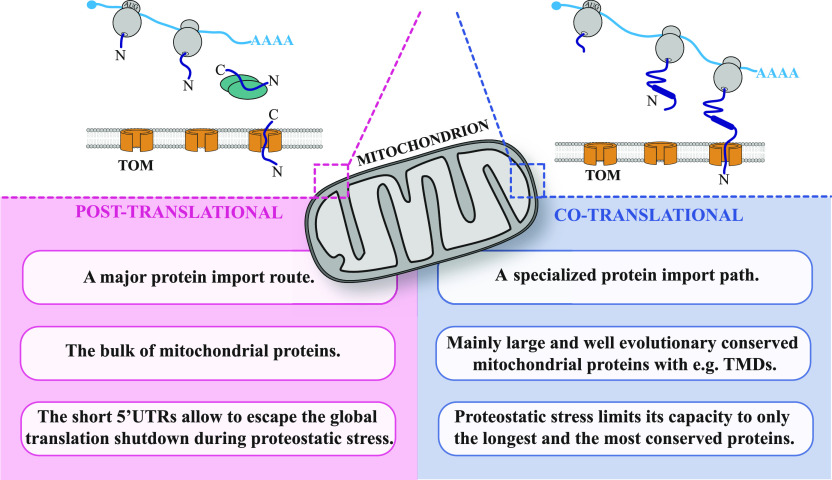
A model describing principles of mitochondrial protein import in zebrafish.

## Materials and Methods

### Zebrafish lines and maintenance

Zebrafish WT line from AB background and *chchd4a*^*+/−*^ mutant line (Sokol et al, 2018) in the *Tg(Xla*.*Eef1a1*:*mlsEGFP)cms1* transgenic background (Kim et al, 2008a, 2008b) were maintained in the IIMCB zebrafish core facility (License no. PL14656251) in accordance with institutional and national ethical and animal welfare guidelines. The optimization of biochemical fractionation was carried out using the AB line. 5 dpf larvae obtained from an in-cross of *chchd4a*^*+/+*^ siblings in homozygous *Tg(Xla*.*Eef1a1*:*mlsEGFP)cms1* background were used as the WT reference for fractionation, RNA sequencing and qRT-PCR validations. Embryos obtained from the in-cross of heterozygous *chchd4a*^*+/−*^ in homozygous *Tg(Xla*.*Eef1a1*:*mlsEGFP)cms1* background were observed under a fluorescent microscope at 4 dpf to select *chchd4a*^−/−^ individuals based on the characteristic GFP-containing abnormal mitochondrial structures described previously (Sokol et al, 2018). The larvae of *chchd4a*^*+/+*^ and *chchd4a*^*−/−*^ in *Tg(Xla*.*Eef1a1*:*mlsEGFP)cms1* background were grown in an incubator at 28°C until 5 dpf and used for fractionation-sequencing.

### Subcellular fractionation of 5 dpf larvae and isolation of membrane-bound and high-speed fractions

All steps were carried out at 4°C unless otherwise specified. For subcellular fractionation, around 250 zebrafish larvae at 5 dpf were anesthetized using Tricaine (A5040; Sigma-Aldrich) in E3 medium, washed thrice with Ringer’s solution (116 mM NaCl, 2.9 mM KCl, and 5.0 mM HEPES, pH 7.6) and incubated in cold isolation buffer (IB) composed of 220 mM mannitol, 70 mM sucrose, and 20 mM HEPES (pH 7.6), for at least 30 min. The larvae were suspended in 4 ml of the IB with EDTA (IB-E; 20 mM HEPES [pH 7.6], 220 mM mannitol, 70 mM sucrose, and 1 mM EDTA, supplemented freshly with 2 mM PMSF) or in IB with magnesium (IB-M; 20 mM HEPES [pH 7.6], 220 mM mannitol, 70 mM sucrose, 5 mM MgCl_2,_ supplemented freshly with 2 mM PMSF, 200 μg/ml CHX, and 10 U/ml RiboLock RNase inhibitor). Then the larvae were homogenized in a 5-ml Dounce glass homogenizer equipped with a tight-fitting glass pestle by giving 15 strokes. The homogenate (total) was centrifuged twice at 1,500*g* for 10 min to remove nuclei and debris to obtain the post-nuclear supernatant. The post-nuclear supernatant was further centrifuged at 14,000*g* for 15 min to pellet the membrane-bound (MB) fraction that is expected to contain mitochondria. The resulting supernatant was centrifuged at 100,000*g* for 60 min to obtain the second pellet—the high-speed (HS) and the cytosol as supernatant.

Isolation of crude and EDTA-stripped MB and HS fractions from WT and *chchd4a*^*−/−*^ were performed as described above, with the following modification. The IB-M and IB-E buffers were additionally supplemented with 2 mg/ml of BSA.

Furthermore, obtained subcellular fractions were used for protein or RNA isolation. For protein steady-state level analysis, the concentration of the total, cytosolic, and solubilized in IB buffer MB and HS fractions were estimated by Bradford assay or Direct Detect spectrophotometer (Millipore). Protein samples were solubilized in Laemmli buffer with 50 mM DTT, denatured at 65°C for 15 min, and subjected to SDS–PAGE and Western blotting. RNA isolation procedure is described below.

### RNA isolation

RNA was isolated from subcellular fractions using the TRI Reagent solution (AM9738; Thermo Fisher Scientific). 500 μl of TRI Reagent was mixed with the sample and kept at room temperature for 8 min into each sample, 100 μl of chloroform was added, mixed and shaken for 15 s, followed by incubation at room temperature for 10 min. The samples were then centrifuged at 12,000*g* for 15 min at 4°C. Upon transfer of the aqueous phase to a new tube, 250 μl of isopropanol was added, followed by immediate vortexing for 15 s. The samples were precipitated in −20°C overnight. The next day, samples were centrifuged at 20,000*g* for 15 min at 4°C. After discarding the supernatant, the pellets were washed with 500 μl of 75% ethanol. The RNA pellets were subsequently dissolved in an appropriate volume of RNase free water and treated with RNase-Free DNase (79254; Qiagen) by incubation at room temperature for 10 min to avoid genomic DNA contamination. Furthermore, the RNA samples were cleaned and concentrated using Agencourt RNAClean XP beads (A63987; Beckman Coulter) following the 1.8× reaction volume protocol. The RNA concentration was estimated by Quantus Fluorometer (Promega) or NanoDrop Spectrophotometer (Thermo Fisher Scientific). For library generation, the integrity of RNA was verified by 2200 TapeStation system (Agilent Technologies). The RNA samples were stored in −80°C until further use.

## qRT-PCR

cDNA synthesis was carried out using Verso cDNA synthesis kit (AB-1453/B; Thermo Fisher Scientific) with an input of 250 ng of total RNA. ERCC Spike-In (4456739; Thermo Fisher Scientific) controls (0.5 μl of mix 1 or mix 2 from 1:100 dilution) were added into RNA samples. Random hexamers were used as primers for reverse transcription. Gene-specific primers for qRT-PCR were designed with the help of primer BLAST software (Table S2). qRT-PCR was performed using PowerUp SYBR Green Master Mix (A25742; Thermo Fisher Scientific). The reaction was carried out in the 7900HT Real-Time PCR Instrument (Applied Biosystems) using default standard cycling mode conditions. Relative enrichment of RNA was calculated by normalizing Ct values against endogenous control using the 2^−ΔΔCt^ method (Livak & Schmittgen, 2001). For mitochondria versus MB comparison, *mt-atp8* was used as reference gene. Whereas for RNA-seq validations, an ERCC Spike-In transcript (ERCC-00096) was used as reference.

Table S2 List of primers used in this study.

### Short-read RNA sequencing

As input, 2 μg of RNA from each sample was incorporated with ERCC ExFold RNA Spike-In mixes (4456739; Thermo Fisher Scientific) following the manufacturer’s guideline. The libraries were prepared using the KAPA Stranded mRNA-Seq kit (KK8420; Kapa Biosystems, Inc.) as follows. After polyA capture and RNA fragmentation step (6 min at 94°C), the first-strand cDNA was synthesized with random primers. Furthermore, second-strand synthesis was carried out to convert the cDNA:RNA hybrid to double-stranded cDNA along with marking the second strand with dUTP. The samples were then cleaned up using 1.8× Ampure bead-based protocol and immediately proceeded to A-Tailing to add dAMP to 3′ end of double-stranded cDNA fragments. After A-Tailing, KAPA single indexed adaptor set A (KK8701; Kapa Biosystems, Inc.) was used for adaptor ligation. Samples were cleaned up twice using Ampure beads (1× bead-based). Next, the adaptor-ligated library DNA was amplified by 11 cycles of PCR. Finally, the library was cleaned up using Ampure beads (1× bead-based). Library fragment size distribution was confirmed by electrophoresis in TapeStation (Agilent Technologies). Library concentration was determined by both Quantus and qPCR (KAPA Library Quantification Kit Illumina Platforms, KR0405). Sequencing was performed on the NextSeq 550 instrument (Illumina) using the v2 chemistry, resulting in an average of ∼100 M reads per library with 2 × 75 bp paired-end setup.

### RNA-seq data analysis

Raw Illumina NextSeq 550 reads were assessed for quality, adapter content, and duplication rates with FastQC (Andrews, 2010). Next, raw Illumina reads were aligned to the reference transcriptome obtained using the masked DanRer11 (GRCz11) genome (plus the sequences of 96 ERCC Spike-In Controls) and Ensembl zebrafish gene annotation (v.101). The transcriptome sequence was prepared using the in house developed script for retrieving spliced transcript sequences. Whereas the short-read mapping and quantification at the gene and isoform level was performed using Salmon (Patro et al, 2017) (v.1.4.0) with default parameters. For the analysis of genome coverage, short-reads were aligned to the masked DanRer11 (GRCz11) genome assembly using STAR (Dobin et al, 2013) (v.2.5.1) compiled for short reads with following non-default parameters: --outFilterMismatchNoverLmax 0.04 --alignIntronMin 20 --alignIntronMax 1000000 --alignMatesGapMax 1000000 --outSAMunmapped Within --runThreadN 6. Illumina RNA-seq mapping statistics are summarized in Fig S1A and B. The genome coverage analysis (Fig S1C and D) was performed using *bamstats* tool developed by Roderic Guigo’s group (https://github.com/guigolab/bamstats).

Gene enrichment analysis was performed using DESeq2 (Love et al, 2014) (version 1.30) and by directly comparing MB to HS fractions for WT and *chchd4a*^*−/−*^ samples, respectively. Only genes with total number of counts >50 across MB and HS samples were included in this analysis. Moreover, genes with a minimum fold change of log_2_ <=> ±1 and a maximum Benjamini–Hochberg corrected *P*-value of 0.05 were deemed to be classified as (highly) enriched in each fraction (Table S3). To control the quality of the analysis, we also distinguished moderately enriched genes with a minimum fold change of log_2_ <=> ± (0.5–1) and a maximum Benjamini–Hochberg corrected *P*-value of 0.05. The analysis on the transcript level was performed using dominant transcripts—transcripts showing the highest expression levels across all the isoforms for a given gene.

Table S3 Analysis of RNA sequencing results of WT and *chchd4a*^−/−^ MB and HS fractions. Expression matrices for WT and *chchd4a*^−/−^ samples, highly and moderately enriched genes are shown in separate sheets.

Previously generated RNA-seq data from whole unfractionated *chchd4a*^*−/−*^ and WT samples were quantified at the gene level using Salmon (Patro et al, 2017) (v.1.4.0) with default parameters. Differentially expressed genes were identified using DESeq2 (Love et al, 2014) (version 1.30). Only genes with a minimum fold change of log_2_ <=> 0.9, a maximum Benjamini–Hochberg corrected *P*-value of 0.05, and a minimum combined mean of five reads were deemed to be significantly differentially expressed (Table S4).

Table S4 Analysis of RNA sequencing results of *chchd4a*^−/−^ mutants and WT controls.

### Evolutionary conservation

Human orthologues of zebrafish genes (Table S5) were obtained using BioMart data mining tool from Ensembl. Next, the conservation scores from 100-way PhastCons (Siepel et al, 2005) conservation tracks were extracted using GENCODE (v.30) human exon coordinates corresponding to selected orthologues of zebrafish genes. PhastCons conservation 100 conservation tracks contain scores for the human genome calculated from multiple alignments with other 99 vertebrate species.

Table S5 Human orthologues of zebrafish genes obtained using BioMart data mining tool from Ensembl.

### KEGG and GO enrichment analysis

GO and KEGG enrichment analysis for Illumina RNA sequencing data was performed using KEGG.db (v.3.2.3) and GO.db (v.3.4.1) R/Bioconductor packages. The KEGG enrichment analysis was performed using zebrafish data from package org.Dr.eg.db (v 3.4.1). Pathways and genes detected in each fraction were filtered after Benjamini–Hochberg correction for an adjusted *P*-value < 0.05.

### Motif discovery

Homer (Heinz et al, 2010) and STREME (Bailey, 2021) tools were used to extract motifs in the DNA sequence of 3′ and 5′UTR regions of genes enriched in MB and HS fractions in WT and *chchd4a*^*−/−*^ samples, respectively. Differential motif discovery using Homer software was performed using *findMotifsGenome.pl* script with default parameters, except –size 200 and –len 10. Whereas analysis using STREME was performed using MEME Suite (v 5.4.1) and shuffled input sequences as a reference.

### RNAscope and immunostaining

Whole-mount fluorescent in-situ hybridization by RNAscope was performed using RNAscope Multiplex Fluorescent v2 Assay kit (Advanced Cell Diagnostics) according to the manufacturer’s guideline with the following changes. 5 dfp larvae in the *Tg(Xla*.*Eef1a1*:*mlsEGFP)cms1* were fixed with 4% paraformaldehyde for 18 h at RT. The larvae were depigmented using a solution of 3% H_2_O_2_ and 1% KOH in dH_2_O for 10 min at RT. Furthermore, the samples were washed in 1×PBS + 0.1% Tween 20 (PBST), serially dehydrated and stored in 100% methanol at −20°C until use. Next, the samples were treated with 0.2 M HCl in 100% methanol for 10 min at RT and rehydrated in decreasing concentrations of methanol in 1×PBST. Upon final wash with PBST +1% BSA, the samples were transferred to a preheated target retrieval solution and heated in a thermoblock for 15 min at 98°C. Immediately, the samples were immersed in PBST +1% BSA for 1 min, washed with 100% methanol and then again suspended in PBST +1% BSA. Further protease digestion was performed by treating the samples with Protease Plus reagent for 15 min in a preheated water bath at 40°C. This step was followed by the probe hybridization for 2 h at 40°C. Hybridization with AMP1, AMP2, and AMP3 solutions and development of HRP signal were done as per the protocol. Samples were treated with a single probe at a time and in combination with TSA Plus Cyanine5 (PerkinElmer) at a dilution of 1:1,500. We used *myod1* probe and custom-made *mt-nd5*, *rcn2*, *slc16a1a*, and *comtd1* probes (Advanced Cell Diagnostics). Owing to the quenching of endogenous GFP signal, the RNAscope protocol was followed by immunostaining with anti-GFP antibody (GTX113617). Briefly, the samples were washed with PBST and blocked with a buffer containing 10% goat serum, 1% DMSO, 0.5% Triton X-100 in PBST for 1 h at RT with gentle shaking. The primary antibody was diluted 1:200 in the blocking buffer and the samples were incubated overnight at 4°C. Next, the samples were washed thrice with PBST for 10 min at RT and incubated with Alexa Fluor 488–coupled donkey anti-rabbit secondary antibody (Thermo Fisher Scientific) diluted 1:500 in blocking buffer, for 1 h at RT. After washing thrice with PBST for 10 min at RT, the DNA was counterstained with DAPI (4′,6-diamidino-2-phenylindole; Thermo Fisher Scientific) diluted 1:10,000 with PBST, for 40 min at RT. The larvae were mounted on glass slides with specially created cavities using Prolong Gold Antifade mountant (Thermo Fisher Scientific). Images were acquired using LSM800 confocal laser scanning microscope (Zeiss). Region of interest defined by a dimension of 700 × 250 μm surrounding DAPI staining was chosen from three different biological replicates and Mander’s M1 colocalization coefficient defining the extent of mRNA fraction colocalized with mitochondria was calculated with the Manders Coefficients ImageJ plugin.

## Data Availability

All computer code is available from the authors upon request. Sequence data have been deposited in the Gene Expression Omnibus repository under accession number GSE167587.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

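RNA was sequenced from MB and HS fractions of 5 dpf zebrafish larvae, WT and *chchd4a*-/-, with 3 libraries per fraction and genotype, 12 in all. The authors estimated read numbers per transcript with Salmon against spliced transcripts of GRCz11 with Ensembl annotation and ERCC spike-ins, as their methods state. Their tables hold expected counts summed per gene, which the authors had not scaled to library size. They hold 31778 genes and 92 spike-ins. Symbols came from the supplement for 6469 genes and from a reference table for 22682, and 2627 genes have none. All 12 value columns were used.

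Expected counts were rounded. Gene totals ran from 45621537 to 96059916 per library, and the spread between 3 libraries limits the results more than counting noise. In each genotype, genes with more than 50 counts over its 6 libraries were tested, 23733 in WT and 23854 in the mutant. A fit of all 12 libraries, with 23452 genes, gave the comparisons between genotypes. Spike-ins were left out of library sizes and tests. Libraries were scaled by TMM, and edgeR 4.0.16 (R 4.3.3) fitted a negative binomial model with quasi-likelihood F tests and a prior count of 0.125, with Benjamini-Hochberg adjustment over all genes of a comparison. Highly enriched genes have an adjusted p of at most 0.05 and a log2 enrichment of at least 1 in size, and moderately enriched genes one from 0.5 to 1. Comparisons were MB with HS in each genotype, the difference between these, and mutant with WT in each fraction.

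Gene families were tested with limma 3.58.1, by camera with a preset correlation of 0.01 and adjusted over 22 families, and by fry and by camera with an estimated correlation. Fisher's exact tests of family counts take genes as independent, so their p do not measure the spread between libraries. Family lists were written by symbol, or from the paper's figures, before the data were examined. The paper's figures show these same libraries, so lists taken from them may have been picked by their enrichment. Tests of such lists are not independent support. The mitochondrial list is not the inventory that the paper used. Genes named in the text were chosen by a rule set before the data were examined. It takes every gene that the paper's text or a figure names for the fractions, *chchd4a* first as the mutated gene, and in each genotype the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among those past the highly enriched threshold with more than 1000 counts in total and every MB library on the same side of every HS library. Other genes are marked where they appear.

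Of the ER genes in Table S1, 482 of 483 were found. Table S3 was used in part, and only for single values and sizes, with no overlap tested. Of its WT comparison, 1999 of 23823 genes were held, and of its lists 1999 of 2177 highly MB-enriched, 789 of 3315 highly HS-enriched, and 0 of 1455 moderately MB-enriched genes.

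Replicate numbers were taken to pair the fractions within a genotype. Across 18525 genes, the deviation of a replicate from the others in HS correlated with that of the same number in MB at 0.612, 0.580, and 0.498 in WT and at 0.309, 0.334, and 0.557 in the mutant, and across genotypes at -0.206 to 0.365. Unequal numbers correlated as well, at 0.528 for WT HS replicate 3 with MB replicate 2, 0.368 for WT HS replicate 2 with MB replicate 3, and at most 0.154 in the mutant. In WT, where replicate 1 stands apart in both fractions, replicates 2 and 3 are thus not clearly paired by number. Genes are not independent replicates here. The replicate number as a block was among the alternatives set before the data were examined. The others were DESeq2 1.42.0 with its size factors and Wald test, TMM without the mtDNA genes, library totals, spike-in totals, no filter, at least 10 counts in every library, all 12 libraries in one fit, each library left out in turn, an adjusted p of at most 0.01, a test against the fold-change bound (glmTreat), and a prior count of 2. Leaving out replicate 1 of both WT fractions was added after the data were examined. Tests were tried on simulated data with 200 changed genes, at log2 changes of 2 or 3 in size. In WT, DESeq2 called 198 of these and 72 unchanged genes, so 26.7% of its calls were false. Between genotypes, edgeR called 187 in HS and 186 in MB, with 5.08% and 3.63% false calls. Such shares depend on the number of changed genes. In the real WT data, DESeq2 called 3682 genes on the MB side and 4748 on the HS side. Its share of false calls there cannot be read from the simulation.

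Sequence lengths, transmembrane segments, hydropathy, motifs, GO and KEGG terms, qPCR, imaging, blots, and expression in whole larvae were not analysed here. The result for one gene that the paper names is not reported here. Other calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1.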

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

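The tests of a shared step in replicate 1, of the depth of WT HS replicate 1, of a preparation batch, of fewer transcripts of the mitochondrial genome in MB alone, of HS libraries fitted alone, and of splits that keep replicate pairs together were chosen only after the result was seen, as was the comparison without replicate 1 of both WT fractions.

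For 8 gene families, the log2 enrichment differed between genotypes by camera, a difference between groups. The median difference (mutant minus WT) was -1.34 for the genes of the mitochondrial genome, -0.93 for cytosolic ribosomal proteins, -0.35 for mitochondrial ribosomal proteins, -0.34 for nuclear OXPHOS subunits, -0.43 for the translocases, -0.44 for MIA pathway targets, -0.30 for the nuclear mitochondrial genes as one list, and -1.26 for the 16 pancreatic enzymes, for which the adjusted p by camera was 1.11e-07. Each median lay below 0 under every scaling, relative to all genes. No family was called by fry (adjusted p from 0.431 to 0.495) or with an estimated correlation (0.780). Genotype labels were also permuted. With HS and MB of a replicate kept together, 1 of the 10 splits of the 6 pairs, the real one, gave as many genes with an unadjusted p under 0.05 (3374 in the real one, at most 1092 in the others), and no smaller share is possible with 3 against 3 pairs. With the labels permuted in each fraction on its own, in 13 of 100 such splits, the real one included, at least as many genes did. These splits break the replicate pairs and turn a difference between genotypes within one fraction into a difference in enrichment, so they do not show how often chance gives it.

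For the nuclear mitochondrial genes, replicate 1 of WT is a candidate explanation. Without replicate 1 of both WT fractions, their median difference was -0.15, which camera did not call. Leaving out WT HS replicate 1 alone gave -0.12. For mitochondrial ribosomal proteins, OXPHOS subunits, and MIA pathway targets, mutant HS replicate 3 mattered as well, since without it the medians were -0.15, -0.11, and -0.19, and none was called. Without replicate 1 of both WT fractions, these medians were -0.17, -0.15, and -0.18, and that of the translocases was -0.16, so that replicate 1 is a candidate explanation for them too. Replicate 1 of WT does not account for the other families. Without it in both fractions, the medians were -1.29 for the genes of the mitochondrial genome, -0.64 for the cytosolic ribosomal proteins, and -1.13 for the pancreatic enzymes. An effect of the mutation remains open for each family, as does a preparation batch that goes with genotype.

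For the genes of the mitochondrial genome, the lowest share of the counts in WT MB was 1.24 times the highest in mutant MB, and the shares in HS overlapped between genotypes. Fewer of these transcripts in the mutant MB libraries may thus underlie most of their lower enrichment as a group. Mutant over WT, the median of the 13 genes was -1.51 in MB, where all 13 lay below 0, and -0.19 in HS, where 3 lay above 0, up to 0.57 for *mt-atp6*, so that part of the lower enrichment of these comes from HS. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 13 were lower in MB adjusted over the list alone and 1 over all genes. That gene, named after its values were seen, is *mt-nd6* (-2.17, adjusted p = 0.0231 by the same test), which lost its call in 7 of the 12 fits that each left out 1 library (adjusted p from 0.0155 to 0.247). Whether the transcripts were lost in the larvae or in preparing the fraction was not tested.

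Spike-ins, on whose share the paper does not report, took 30.0% of all counts in WT HS replicate 1, against 14.2% and 9.82% in WT HS replicates 2 and 3. The genes of replicate 1 also lay far from those of the others in both WT fractions. The spike-ins of replicate 1 deviated alike in HS and MB (r = 0.934, rho = 0.932, n = 29 spike-ins, permutation p = 1e-05, the smallest that 100000 permutations can give). Since no larva makes spike-ins, this is consistent with a shared step in making the libraries of replicate 1. For WT replicates 2 and 3, r was 0.941 and 0.861. Each deviation was taken from the mean of the other replicates, so these values carry the deviation of replicate 1. They cannot tell whether the correlation is particular to replicate 1. The SD over spike-ins in HS was larger for replicate 1, at 0.799 against 0.405 and 0.395. In the mutant, where the spike-ins deviated less, r was 0.846, 0.788, and 0.527 for replicates 1 to 3. With fewer counts, mutant MB replicate 1 still correlated with its replicates at 0.984 or more, and WT HS replicate 1 with its own at 0.938 and 0.922, so low depth does not account for it. With its most abundant gene left out, the spread of WT HS replicate 1 was still 3.43 times that of replicates 2 and 3. Membranes carried into WT HS replicate 1 remain open. There, against replicates 2 and 3, genes highly MB-enriched in the mutant rose by 0.94 (median), and those highly HS-enriched changed by -0.57. The genes of the mitochondrial genome rose by 0.38, less than the former (difference of the medians -0.56), which argues against mitochondria carried over along with the other membranes in the proportions of MB. Against other membranes speak the SLC genes outside SLC25 (median log2 enrichment 0.83 in WT), of which the 304 with enough counts rose by a median of 0.071, and the cytosolic ribosomal proteins, which rose by 0.24 although HS-enriched. These values from 1 library point both ways and decide nothing. The design names no biological difference between replicates, and none was tested.

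That most abundant gene is ENSDARG00000080337, which has no name in the tables used, which the paper does not discuss, and which was chosen after its values were seen. It took 18.3% of the gene counts in WT HS replicate 1, 8.49% and 6.38% in WT HS replicates 2 and 3, and 0.465%, 0.846%, and 1.82% in those of the mutant. No explanation was tested for the difference between genotypes, and the record of what this gene encodes was not used here.

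Mutant and WT were compared within each fraction, which the paper does not do. In HS, 1701 genes were higher and 2809 lower in the mutant, and in MB 3 and 6, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (at an unadjusted p under 0.05, 8232 in HS and 2402 in MB). Leaving out mutant HS replicate 1 gave 612 and 1320 in HS, and leaving out WT HS replicate 1 gave 40 and 73 in MB. In each fraction, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, and 3 against 3 libraries cannot give a smaller share. The other splits gave fewer, at most 248 in HS. That more genes differ in HS than in MB may come from the smaller spread of the other libraries, lent to HS in a fit of all 12. The HS libraries fitted alone gave 0 genes (5181 at an unadjusted p under 0.05). The spread of the HS libraries may likewise hide differences in MB. The MB libraries fitted alone gave 71 genes (5028 unadjusted), more than in the fit of all 12, so that with each fraction fitted alone HS did not give more genes past the limit than MB.

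An effect of the mutation that is also present in whole larvae is consistent with the differences within the fractions, with a smallest median of 0.27 in the direction of whole larvae among 4 medians. For 109 genes that the paper lists as increased in whole mutant larvae the medians were 0.51 in HS and 0.40 in MB, and for 106 decreased genes -0.27 and -0.72. A preparation batch that goes with genotype cannot be told apart from the mutation, since no batch is given for the libraries. Spike-in shares did not overlap between genotypes in either fraction, and in MB the lowest share in WT was 1.08 times the highest in the mutant.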

How the results depend on the processing

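The tests here were set before the data were examined, except the fit without replicate 1 of both WT fractions, which was added after seeing the data. TMM without the mtDNA genes kept all 71 results, and taking every SLC family except SLC25 kept the one it applies to. The cause of a change was not tested unless it is named. The lists of changes below cover only the results counted in each setting. Not among these are the citrate cycle and pancreatic enzymes in WT and the difference between genotypes for the translocases. Library totals and spike-in totals shift the median of all genes, by 0.51 and 2.54 in WT, 0.82 and 1.94 in the mutant, 0.25 and -0.67 for the difference in enrichment, 0.067 and 1.76 between genotypes in HS, and 0.33 and 1.11 in MB. Lists, families, and genes are given relative to that shift, and counts over all genes are not. Counts of 0 are those at an adjusted p, and 18684 genes in WT had an unadjusted p under 0.05 with spike-in totals.

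With DESeq2's size factors and Wald test, 56 of 71 results kept their direction and side of the threshold or stayed within 1.5 times their count. The counts that moved were all genes in WT 1455 (moderately MB) and 1329 (moderately HS), ER genes in WT 72 (moderately MB) and 13 (moderately HS), mitochondrial genes in WT 7 (moderately MB) and 65 (moderately HS), free-polysome genes in WT 5 (moderately HS), ER genes in mutant 61 (moderately MB), mitochondrial genes in mutant 13 (moderately MB), switching genes 15 (HS to MB), enrichment in the mutant against WT 575 (higher) and 235 (lower), mutant against WT in HS 2699 (higher), mutant against WT in MB 161 (higher) and 323 (lower). The sign changed for *sfxn5b* in WT -0.020. With library totals, 53 of 71 results kept their direction and side of the threshold or stayed within 1.5 times their count. Moved counts were all genes in WT 6854 (highly MB) and 1388 (highly HS) and 289 (moderately HS), ER genes in WT 18 (moderately MB) and 11 (moderately HS), mitochondrial genes in WT 1 (moderately MB) and 4 (moderately HS), free-polysome genes in WT 0 (moderately HS), all genes in mutant 9731 (highly MB) and 864 (highly HS) and 2793 (moderately MB) and 498 (moderately HS), switching genes 1 (MB to HS), enrichment in the mutant against WT 335 (higher) and 5 (lower), mutant against WT in MB 2 (lower). No longer called were, with their medians, in WT SLC25 -0.18, mitochondrion-bound list -0.58. The difference between genotypes for the translocases, which is not among these results, lost its call with library totals and with spike-in totals.

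With spike-in totals, 28 of 71 results kept their direction and side of the threshold or stayed within 1.5 times their count. Counts changed to all genes in WT 17805 (highly MB) and 18 (highly HS) and 0 (moderately MB) and 0 (moderately HS), ER genes in WT 0 (highly MB) and 0 (highly HS) and 0 (moderately MB) and 0 (moderately HS), mitochondrial genes in WT 0 (highly MB) and 1 (highly HS) and 0 (moderately MB) and 0 (moderately HS), free-polysome genes in WT 0 (highly HS) and 0 (moderately HS), all genes in mutant 18108 (highly MB) and 35 (highly HS) and 0 (moderately MB) and 0 (moderately HS), ER genes in mutant 6 (highly MB) and 46 (highly HS) and 0 (moderately MB) and 0 (moderately HS), mitochondrial genes in mutant 2 (highly MB) and 48 (highly HS) and 0 (moderately MB) and 0 (moderately HS), genes highly enriched in both genotypes 1 (MB) and 7 (HS), switching genes 0 (HS to MB) and 0 (MB to HS), enrichment in the mutant against WT 4 (lower), mutant against WT in HS 12969 (higher) and 37 (lower), mutant against WT in MB 5 (higher) and 2 (lower). Families no longer called had medians of in WT SLC25 -0.26, mitochondrion-bound list -0.68, ER genes 0.56, and in mutant citrate cycle -0.59, and between genotypes mitochondrial ribosome -0.13, mitochondrial list -0.10. The direction by camera changed, with medians of in mutant pancreatic enzymes -0.23, and between genotypes mitochondrial ABC -0.26. The sign changed for *sfxn5b* in WT -0.15 and *chchd4a* between genotypes 0.013.

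Without a filter, 66 of 71 results kept their direction and side of the threshold or stayed within 1.5 times their count. The counts that moved were ER genes in WT 25 (moderately MB) and 4 (moderately HS), mitochondrial genes in WT 2 (moderately MB), mutant against WT in MB 6 (higher). Newly called was in WT mitochondrial ABC 0.85. With at least 10 counts in every library, 69 of 71 results kept their direction and side of the threshold or stayed within 1.5 times their count. Families no longer called had medians of in WT SLC25 -0.12, mitochondrion-bound list -0.54.

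With the replicate block, 53 of 71 results kept their direction and side of the threshold or stayed within 1.5 times their count. Counts changed to all genes in WT 1959 (moderately MB) and 1085 (moderately HS), ER genes in WT 79 (moderately MB) and 20 (moderately HS), mitochondrial genes in WT 15 (highly MB) and 20 (moderately MB), all genes in mutant 2432 (moderately MB) and 2504 (moderately HS), ER genes in mutant 75 (moderately MB), mitochondrial genes in mutant 19 (moderately MB), genes highly enriched in both genotypes 1734 (MB), switching genes 15 (HS to MB), enrichment in the mutant against WT 691 (higher) and 105 (lower), mutant against WT in MB 9 (higher) and 44 (lower). No longer called were, with their medians, in WT SLC25 -0.11, mitochondrion-bound list -0.57.

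With all 12 libraries in one fit, 45 of 56 results kept their direction and side of the threshold or stayed within 1.5 times their count. The counts that moved were all genes in WT 1323 (moderately MB) and 975 (moderately HS), ER genes in WT 59 (moderately MB) and 16 (moderately HS), mitochondrial genes in WT 9 (moderately MB) and 40 (moderately HS), free-polysome genes in WT 3 (moderately HS), ER genes in mutant 10 (moderately HS), mitochondrial genes in mutant 5 (moderately MB), switching genes 5 (HS to MB) and 1 (MB to HS). With glmTreat's test against the fold-change bound, all 4 counts moved by more than 1.5 times. Moved counts were all genes in WT 115 (highly MB) and 305 (highly HS), all genes in mutant 220 (highly MB) and 777 (highly HS). At an adjusted p of at most 0.01, 1 of 8 results kept their direction and side of the threshold or stayed within 1.5 times their count. Counts changed to all genes in WT 367 (highly MB) and 779 (highly HS) and 0 (moderately MB) and 1 (moderately HS), all genes in mutant 1262 (highly MB) and 105 (moderately MB) and 166 (moderately HS). These last tests are stricter by construction.

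With fry, 20 of 35 results kept their direction and side of the threshold or stayed within 1.5 times their count. No longer called were, with their medians, in WT OXPHOS -0.87, translocases -0.54, SLC25 -0.14, mitochondrion-bound list -0.57, mitochondrial list -0.53, and in mutant mitochondrial genome 1.26, and between genotypes mitochondrial genome -1.34, mitochondrial ribosome -0.35, cytosolic ribosome -0.93, OXPHOS -0.34, MIA targets -0.44, mitochondrial list -0.30, pancreatic enzymes -1.26. Newly called was in WT mitochondrial ABC 0.88, and in mutant mitochondrial ABC 0.49. Outside these 35 results, fry also did not call the citrate cycle and pancreatic enzymes in WT, nor the translocases between genotypes, all called by camera. With camera and an estimated correlation, 5 of 35 results kept their direction and side of the threshold or stayed within 1.5 times their count. Families no longer called had medians of in WT mitochondrial genome 2.67, mitochondrial ribosome -0.71, cytosolic ribosome -1.21, OXPHOS -0.87, translocases -0.54, SLC25 -0.14, the 7 SLC families 1.00, other ABC 0.96, CYP 1.08, adhesion GPCRs 0.63, MIA targets -1.21, mitochondrion-bound list -0.57, free-polysome list -0.94, Fig. 2E panel 3 list 1.03, ER genes 0.47, mitochondrial list -0.53, and in mutant mitochondrial genome 1.26, mitochondrial ribosome -1.17, cytosolic ribosome -2.18, OXPHOS -1.46, citrate cycle -0.62, MIA targets -1.51, mitochondrial list -0.85, and between genotypes mitochondrial genome -1.34, mitochondrial ribosome -0.35, cytosolic ribosome -0.93, OXPHOS -0.34, MIA targets -0.44, mitochondrial list -0.30, pancreatic enzymes -1.26.

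Without replicate 1 of both WT fractions, 28 of 50 results kept their direction and side of the threshold or stayed within 1.5 times their count. Counts changed to all genes in WT 4209 (highly MB) and 3201 (moderately MB) and 2992 (moderately HS), ER genes in WT 132 (highly MB) and 116 (moderately MB) and 29 (moderately HS), mitochondrial genes in WT 21 (highly MB) and 24 (moderately MB) and 99 (moderately HS), free-polysome genes in WT 5 (moderately HS), genes highly enriched in both genotypes 1969 (MB) and 2064 (HS), switching genes 5 (HS to MB) and 4 (MB to HS), enrichment in the mutant against WT 88 (higher) and 4 (lower), mutant against WT in MB 7 (higher) and 10 (lower). No longer called were, with their medians, between genotypes mitochondrial ribosome -0.17, OXPHOS -0.15, MIA targets -0.18, mitochondrial list -0.15. The sign changed for *sfxn5b* in WT -0.27.

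With each library left out in turn (6 fits for a result of 1 genotype, 12 for both), the counts ranged as follows: all genes in WT 0 to 4335 (highly MB) and 0 to 3235 (highly HS) and 0 to 2380 (moderately MB) and 0 to 2753 (moderately HS), ER genes in WT 0 to 115 (highly MB) and 0 to 57 (highly HS) and 0 to 98 (moderately MB) and 0 to 24 (moderately HS), mitochondrial genes in WT 0 to 18 (highly MB) and 0 to 145 (highly HS) and 0 to 15 (moderately MB) and 0 to 105 (moderately HS), free-polysome genes in WT 0 to 9 (highly HS) and 0 to 5 (moderately HS), all genes in mutant 1466 to 4255 (highly MB) and 255 to 1586 (moderately MB) and 221 to 2270 (moderately HS), ER genes in mutant 48 to 119 (highly MB) and 12 to 59 (moderately MB) and 0 to 18 (moderately HS), mitochondrial genes in mutant 7 to 19 (highly MB) and 1 to 14 (moderately MB) and 11 to 64 (moderately HS), genes highly enriched in both genotypes 0 to 2116 (MB) and 0 to 1958 (HS), switching genes 0 to 10 (HS to MB) and 0 to 5 (MB to HS), enrichment in the mutant against WT 0 to 12 (higher) and 0 to 2 (lower), mutant against WT in HS 612 to 1805 (higher) and 1320 to 3733 (lower), mutant against WT in MB 2 to 40 (higher) and 1 to 73 (lower). At an unadjusted p under 0.05, 6596 genes passed in WT without WT MB replicate 2, where none passed adjusted. The medians of families whose call changed ranged in WT SLC25 -0.43 to -0.059, mitochondrial ABC 0.78 to 0.89, mitochondrion-bound list -0.72 to -0.53, and in mutant pancreatic enzymes -0.30 to 0.19, and between genotypes mitochondrial ribosome -0.55 to -0.15, OXPHOS -0.56 to -0.11, mitochondrial ABC -0.56 to -0.032, MIA targets -0.64 to -0.19, mitochondrial list -0.39 to -0.12. The direction by camera, or the sign of a gene, changed for pancreatic enzymes in mutant (0.0039 without mutant HS replicate 1, 0.19 without mutant MB replicate 2); mitochondrial ABC between genotypes (-0.032 without WT HS replicate 1, -0.10 without WT MB replicate 2, -0.19 without WT MB replicate 3, -0.26 without mutant HS replicate 2, -0.28 without mutant MB replicate 1); *mpc2* (ENSDARG00000037679) in WT (0.077 without WT HS replicate 3); *sfxn5b* in WT (-0.24 without WT HS replicate 1). Over these fits, *mpc2* (ENSDARG00000037679) ran from -0.48 to 0.077 and *sfxn5b* from -0.24 to 0.20. With 2 libraries left in a group these fits have less precision.

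For single genes, 1488 values over 92 genes and comparisons gave 1243 unchanged calls, 166 lost, 73 gained, and 6 changed signs. Of the 876 that keep every library, 768 were unchanged, 49 lost, 55 gained, and 4 changed sign. A prior count of 2 changed no call. Not run, as no genome sequence or annotation was used here, were the alternatives for coding sequence and untranslated region lengths, hydropathy windows, the start of the protein, the TISU element, motif matches in untranslated regions, and a list of mitochondrial genes by product name.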

Differences from the paper's values

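The alternatives named in this part were set before the data were examined, except leaving out replicate 1 of both WT fractions, which was chosen after seeing the values. DESeq2 is the tool that the paper's methods name. In WT, 806 genes were moderately enriched in MB against the paper's 1455. Within the paper's value by the rule used here fell DESeq2 (1455), library totals (1143), the replicate block (1959), and all 12 libraries in one fit (1323). The alternatives that did not were TMM without the mtDNA genes (812), spike-in totals (0), no filter (542), at least 10 counts (949), an adjusted p of at most 0.01 (0), and the fits that each left out 1 library (0 to 2380). In HS, 606 were moderately enriched against the paper's 1316. The paper's value was met, within a factor of 1.5, with DESeq2 (1329), the replicate block (1085), and all 12 libraries in one fit (975). It was not with TMM without the mtDNA genes (607), library totals (289), spike-in totals (0), no filter (496), at least 10 counts (658), an adjusted p of at most 0.01 (1), and the fits that each left out 1 library (0 to 2753).

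Of the ER genes, 7 were moderately HS-enriched in WT against the paper's 13. Within the paper's value by the rule used here fell DESeq2 (13), library totals (11), and all 12 libraries in one fit (16). The alternatives that did not were TMM without the mtDNA genes (7), spike-in totals (0), no filter (4), at least 10 counts (8), the replicate block (20), and the fits that each left out 1 library (0 to 24). Moderately MB-enriched in WT were 38, against the paper's about 69 in Fig. 2C, read by eye. The paper's value was met, within a factor of 1.5, with DESeq2 (72), at least 10 counts (49), the replicate block (79), all 12 libraries in one fit (59), and the fit without WT HS replicate 1 (98). It was not with TMM without the mtDNA genes (38), library totals (18), spike-in totals (0), no filter (25), and the other fits that each left out 1 library (0 to 23). In the mutant, 38 ER genes were moderately MB-enriched, against the paper's about 71 in Fig. 6A, read by eye. Within the paper's value by the rule used here fell DESeq2 (61), the replicate block (75), and the fit without mutant HS replicate 2 (59). The alternatives that did not were TMM without the mtDNA genes (38), library totals (43), spike-in totals (0), no filter (42), at least 10 counts (39), all 12 libraries in one fit (40), and the other fits that each left out 1 library (12 to 42).

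Of the genes with mRNAs on free polysomes, 1 was moderately HS-enriched in WT against the paper's 6. The paper's value was met, within a factor of 1.5, with DESeq2 (5) and the fit without WT HS replicate 1 (5). It was not with TMM without the mtDNA genes (1), library totals (0), spike-in totals (0), no filter (1), at least 10 counts (1), the replicate block (1), all 12 libraries in one fit (3), and the other fits that each left out 1 library (0 in each). From highly HS-enriched in WT to highly MB-enriched in the mutant went 3 genes, against the paper's about 14 in Fig. S13B, read by eye. Within the paper's value by the rule used here fell DESeq2 (15), the replicate block (15), and the fit without mutant HS replicate 3 (10). The alternatives that did not were TMM without the mtDNA genes (3), library totals (4), spike-in totals (0), no filter (3), at least 10 counts (3), all 12 libraries in one fit (5), and the other fits that each left out 1 library (0 to 7).

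The paper detected no genes present to the same extent in both fractions, and names the exclusion of poorly enriched genes as a possible reason. Here 9784 of the 23733 genes tested in WT had a log2 enrichment within 0.5 of 0. Among the 6113 genes past the adjusted limit there were 0 such genes, so over called genes the result is the same as the paper's. Mitochondrial ribosomal genes, entirely HS-enriched in the paper, lay above 0 in 2 of 76 cases. All CYP genes that the paper detected except *cyp17a1* were highly associated with membranes, and here 13 of 80 CYP genes lay below 0, of which *cyp17a1* alone was called. All GPCRs that the paper detected were MB-enriched, and 5 of 35 adhesion GPCRs lay below 0, none of them called (15 of the 35 at an unadjusted p under 0.05 on either side).

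Some genes that the paper calls enriched in MB did not pass an adjusted p of 0.05 in WT by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 enrichment and the alternatives that called the gene follow. *cyb5r2* (1.43, adjusted p = 0.0571, 2.51e-05 to 0.773 over its alternatives) passed with DESeq2, the replicate block, all 12 libraries in one fit, leaving out WT HS replicate 1, and leaving out replicate 1 of both WT fractions. *chpt1* (0.75, adjusted p = 0.151, 0.000203 to 0.882 over its alternatives) passed with the replicate block and leaving out replicate 1 of both WT fractions. *shmt2* (1.21, adjusted p = 0.0694, 3.26e-05 to 0.738 over its alternatives) passed with DESeq2, library totals, the replicate block, leaving out WT HS replicate 1, and leaving out replicate 1 of both WT fractions. *sfxn1* (1.52, adjusted p = 0.0521, 8.88e-05 to 0.730 over its alternatives) passed with DESeq2, at least 10 counts, the replicate block, all 12 libraries in one fit, leaving out WT HS replicate 1, and leaving out replicate 1 of both WT fractions. *slc30a8* (1.27, adjusted p = 0.0636, 3.07e-05 to 0.755 over its alternatives) passed with DESeq2, the replicate block, all 12 libraries in one fit, leaving out WT MB replicate 1, and leaving out replicate 1 of both WT fractions. *aldh1l2* (1.29, adjusted p = 0.0536, 0.000366 to 0.657 over its alternatives) passed with DESeq2, library totals, at least 10 counts, the replicate block, all 12 libraries in one fit, leaving out WT HS replicate 1, and leaving out replicate 1 of both WT fractions. *abcb10* (0.49, adjusted p = 0.398, 0.0147 to 0.923 over its alternatives) passed with leaving out replicate 1 of both WT fractions. One *abcb6* gene, ENSDARG00000074254 (0.88, adjusted p = 0.0702, 0.0472 to 0.841 over its alternatives) passed with at least 10 counts and leaving out WT HS replicate 1.

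The same holds for genes that the paper calls HS-enriched, by the same test. *pum2* (-2.06, adjusted p = 0.0507, 3.66e-05 to 0.741 over its alternatives) passed with DESeq2 and leaving out WT HS replicate 1, among others. *ndufa8* (-0.77, adjusted p = 0.0933, 3.33e-05 to 0.838 over its alternatives) passed with DESeq2, leaving out WT HS replicate 1, and leaving out replicate 1 of both WT fractions. *tomm7* (-1.03, adjusted p = 0.0637, 4.52e-06 to 0.790 over its alternatives) passed with DESeq2, all 12 libraries in one fit, leaving out WT HS replicate 1, and leaving out replicate 1 of both WT fractions. *mcur1* (-0.71, adjusted p = 0.280, 0.000525 to 0.817 over its alternatives) passed with leaving out WT HS replicate 1 and leaving out replicate 1 of both WT fractions. The paper reports no change of localization for *sfxn2*, and here *sfxn2* (-0.28, adjusted p = 0.505, 0.00657 to 0.934 over its alternatives) passed with leaving out WT HS replicate 1 and leaving out replicate 1 of both WT fractions. The paper reports the same for *sfxn5b*, and here *sfxn5b* (0.05, adjusted p = 0.915) passed with leaving out replicate 1 of both WT fractions, at -0.27. In the mutant, the paper did not find *tap1* in MB, and here *tap1* (0.91, adjusted p = 0.107, 0.0288 to 0.587 over its alternatives) passed with the replicate block. The *abcb6* gene ENSDARG00000074254 in the mutant (0.88, adjusted p = 0.207, 0.0425 to 0.588 over its alternatives) passed with the replicate block and leaving out mutant HS replicate 2.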

Other observations

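The tests of polyadenylated RNA and of spike-in mixes were chosen only after the result was seen.

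Of the 10 splits of the 6 WT libraries into 3 and 3, 1, the real one, gave as many highly enriched genes, and likewise 1 of the 10 splits of the 6 mutant libraries. Splits that part all 3 pairs of replicate numbers, as the real split does, gave fewer. With 3 against 3 libraries, the share of splits cannot fall below 10%.

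In both genotypes, spike-ins took a larger share of every HS library than of every MB library. The lowest HS share was 1.18 times the highest MB share in the mutant, where these lay closest. Less polyadenylated RNA per microgram in HS may explain this, but it cannot be told apart from unequal addition of spike-ins. Single spike-ins also differed between the fractions, and alike in WT and the mutant (r = 0.936, rho = 0.875, n = 29 spike-ins, permutation p = 1e-05, the smallest that the permutations can give). Their log2 ratio of MB over HS ran from -0.96 to 0.82 in the mutant, where the median SD between HS replicates was 0.0633. This is consistent with different spike-in mixes in the fractions. No biological explanation was tested.

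The 16 pancreatic enzymes, a list written before the data were examined, had a median log2 enrichment of 1.23 in WT, where all lay above 0, and -0.053 in the mutant, where 6 lay above 0. The mutant median was 0.19 without mutant MB replicate 2. In WT, 9 were MB-enriched by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested and 10 adjusted over the list alone. Mutant over WT, the median was -1.58 in MB and -0.32 in HS.

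For 6 genes of one-carbon and serine metabolism, the median log2 enrichment in WT was 0.045, and it changed sign relative to all genes with DESeq2 and with spike-in scaling. None passed in WT (2 at an unadjusted p under 0.05). Mutant over WT, all 6 lay above 0 in both fractions, with medians of 0.39 in HS and 0.63 in MB. The 3 chaperone genes *hspd1*, *hspa9*, and *hspa5* had a median of 0.45 in WT and 0.67 in the mutant. Of the zebrafish genes in Fig. S4, 11 had a median of -1.98 in WT, with 4 MB-enriched and 4 HS-enriched, and of those in Fig. S9, 9 had 1.5 in the mutant, with 7 and 1, over all genes tested. Both figures name only genes past a fold limit in these same libraries, so these values are not independent of that choice.

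Mutant over WT, *pum2* was lower in HS (log2 fold change -3.48, adjusted p = 0.00336 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5.52e-09 to 0.0650 over its alternatives). Its difference in log2 enrichment between genotypes was 2.36 (adjusted p = 0.200 by the same test, 0.0368 to 1.00 over its alternatives). With single libraries left out, the value in HS ran from -3.99 to -2.35 and the difference from 1.26 (without WT HS replicate 1) to 2.89.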
